# EPAS1 Attenuates Atherosclerosis Initiation at Disturbed Flow Sites Through Endothelial Fatty Acid Uptake

**DOI:** 10.1161/CIRCRESAHA.123.324054

**Published:** 2024-09-05

**Authors:** Daniela Pirri, Siyu Tian, Blanca Tardajos-Ayllon, Sophie E. Irving, Francesco Donati, Scott P. Allen, Tadanori Mammoto, Gemma Vilahur, Lida Kabir, Jane Bennett, Yasmin Rasool, Charis Pericleous, Guianfranco Mazzei, Liam McAllan, William R. Scott, Thomas Koestler, Urs Zingg, Graeme M. Birdsey, Clint L. Miller, Torsten Schenkel, Emily V. Chambers, Mark J. Dunning, Jovana Serbanovic-Canic, Francesco Botrè, Akiko Mammoto, Suowen Xu, Elena Osto, Weiping Han, Maria Fragiadaki, Paul C. Evans

**Keywords:** atherosclerosis, diet, high-fat, endothelial cells, obesity, plaque, atherosclerotic

## Abstract

**BACKGROUND:**

Atherosclerotic plaques form unevenly due to disturbed blood flow, causing localized endothelial cell (EC) dysfunction. Obesity exacerbates this process, but the underlying molecular mechanisms are unclear. The transcription factor EPAS1 (HIF2A) has regulatory roles in endothelium, but its involvement in atherosclerosis remains unexplored. This study investigates the potential interplay between EPAS1, obesity, and atherosclerosis.

**METHODS:**

Responses to shear stress were analyzed using cultured porcine aortic EC exposed to flow in vitro coupled with metabolic and molecular analyses and by en face immunostaining of murine aortic EC exposed to disturbed flow in vivo. Obesity and dyslipidemia were induced in mice via exposure to a high-fat diet or through Leptin gene deletion. The role of *Epas1* in atherosclerosis was evaluated by inducible endothelial *Epas1* deletion, followed by hypercholesterolemia induction (adeno-associated virus-PCSK9 [proprotein convertase subtilisin/kexin type 9]; high-fat diet).

**RESULTS:**

En face staining revealed EPAS1 enrichment at sites of disturbed blood flow that are prone to atherosclerosis initiation. Obese mice exhibited substantial reduction in endothelial EPAS1 expression. Sulforaphane, a compound with known atheroprotective effects, restored EPAS1 expression and concurrently reduced plasma triglyceride levels in obese mice. Consistently, triglyceride derivatives (free fatty acids) suppressed EPAS1 in cultured EC by upregulating the negative regulator PHD2. Clinical observations revealed that reduced serum EPAS1 correlated with increased endothelial PHD2 and PHD3 in obese individuals. Functionally, endothelial EPAS1 deletion increased lesion formation in hypercholesterolemic mice, indicating an atheroprotective function. Mechanistic insights revealed that EPAS1 protects arteries by maintaining endothelial proliferation by positively regulating the expression of the fatty acid-handling molecules CD36 (cluster of differentiation 36) and LIPG (endothelial type lipase G) to increase fatty acid beta-oxidation.

**CONCLUSIONS:**

Endothelial EPAS1 attenuates atherosclerosis at sites of disturbed flow by maintaining EC proliferation via fatty acid uptake and metabolism. This endothelial repair pathway is inhibited in obesity, suggesting a novel triglyceride-PHD2 modulation pathway suppressing EPAS1 expression. These findings have implications for therapeutic strategies addressing vascular dysfunction in obesity.

**Novelty and Significance**

**What Is Known?**

- Atherosclerotic plaques form in arteries at regions of disturbed blood flow, which alters endothelial cell (EC) activation and proliferation.
- EPAS1 (HIF2A) regulates endothelial cells in developing vessels, but its involvement in atherosclerosis has remained unexplored.

**What New Information Does This Article Contribute?**

- EPAS1 is activated by disturbed flow leading to enrichment at disease-prone regions of arteries.
- EPAS1 protects against atherosclerosis by promoting fatty acid beta-oxidation, which maintains endothelial proliferation.
- Endothelial EPAS1 expression is reduced in murine and human obesity.

Atherosclerotic plaques preferentially develop in regions of arteries experiencing disturbed blood flow, leading to endothelial cell dysfunction and injury. The transcription factor EPAS1 (HIF2A) is known to regulate endothelial cells during development, but its specific role in atherosclerosis has not been previously elucidated. Our study demonstrates that EPAS1 is activated by disturbed flow and accumulates in disease-prone areas of arteries. Through a combination of in vitro and in vivo experiments, we show that EPAS1 safeguards against atherosclerosis by promoting endothelial cell proliferation, a critical process for maintaining vascular homeostasis. Mechanistically, we show that EPAS1 facilitates endothelial proliferation by upregulating LIPG (endothelial type lipase G) and CD36 (cluster of differentiation 36), which enhance fatty acid uptake and subsequent β-oxidation. Interestingly, we found that EPAS1 expression was significantly diminished in murine models of obesity, potentially due to elevated triglycerides activating the negative regulator PHD3. Clinical data supported these findings, revealing lower plasma EPAS1 levels and increased endothelial PHD3 expression in obese individuals. In conclusion, our study highlights the protective function of endothelial EPAS1 against atherosclerosis in disturbed flow regions, which is diminished in the context of obesity. The identification of a novel triglyceride-PHD3-EPAS1 axis opens new avenues for therapeutic approaches targeting vascular dysfunction associated with obesity.

**In This Issue, see p 803**

**Meet the First Author, see p 804**

**Editorial, see p 838**

Atherosclerotic plaques exhibit uneven development, accumulating at arterial regions exposed to disturbed blood flow. These hemodynamic conditions generate mechanical wall shear stress with low magnitude and oscillations in direction that induce localized endothelial cell (EC) dysfunction, which drives plaque initiation.^1^ The global obesity epidemic is associated with metabolic abnormalities including dyslipidemia and hyperglycemia that are drivers of atherosclerosis. Disturbed flow enhances the sensitivity of EC to dyslipidemia and hyperglycemia^2,3^; however, the molecular mechanisms underlying this link remain poorly understood.

The preservation of endothelial homeostasis relies on an intricate interplay of transcription factors regulating metabolic equilibrium.^3,4^ Notably, the hypoxia-inducible factor (HIF) transcription factors, HIF1A and EPAS1 (HIF2A), play a central role in this regulatory network.^5^ Under normal oxygen conditions, these proteins undergo prolyl hydroxylation coordinated by prolyl hydroxylase domain (PHD) proteins, which triggers ubiquitination and proteasomal degradation.^6^ However, they accumulate in response to ischemia-induced hypoxia and inflammation, which disrupt the degradation pathway.^7^ HIF1A has a well-established role in angiogenesis by coordinating the expression of growth factors and glycolytic regulators in sprouting EC.^8^ It also accumulates in arteries at sites of disturbed flow, where it promotes atherosclerosis through glycolysis and inflammation.^9–11^ The function of EPAS1 in vascular biology is less explored. However, EPAS1 is known to promote vascularization by stabilizing newly formed microvascular networks and by driving arteriogenesis.^12–15^ EPAS1 regulates several other physiological processes, including embryogenesis, erythropoiesis, tumorigenesis, and liver metabolism.^16–19^ However, the potential role of EPAS1 in arterial homeostasis, EC mechanical responses, and atherosclerosis remains unclear.

Here, we investigate the role of EPAS1 in atherosclerosis development, particularly at disturbed flow sites. We demonstrate that EPAS1 is enriched in these regions, where it limits atherosclerosis by promoting fatty acid metabolism to enhance endothelial homeostasis. Importantly, our findings reveal that obesity downregulates EPAS1 expression in atheroprone areas, establishing EPAS1 as a crucial intermediate link between obesity and endothelial responses to shear stress. Our research sheds light on the intricate molecular mechanisms connecting obesity, disturbed flow, and atherosclerosis, potentially opening new avenues for further exploration and potential therapeutic interventions.

## METHODS

### Data Availability

Annotated data have been deposited in the Gene Expression Omnibus database (accession GSE274418).

Detailed methods are available in the Supplemental Material.

### Mice

Mice with inducible deletion of *Epas1* in EC were generated by crossing *Epas1*^*fl/fl*20^ mice with *CDH5*^*Cre-ERT2*^ mice^21^ and genotyped by polymerase chain reaction (PCR; Table S1). Cre-dependent gene deletion was induced using tamoxifen. Hypercholesterolemia was induced by IP injection of an adeno-associated virus (AAV) containing a gain-of-function mutated version of proprotein convertase subtilisin/kexin type 9 (rAAV8-D377Y-mPCSK9) gene followed by a high fat diet (HFD).^22^ Obesity was analyzed by exposing *Lep*^*ob/ob*^ mice and littermate control mice (*Lep*^*WT*^) to a standard rodent chow diet. Obesity was induced in C57BL/6N wild-type (WT) mice by exposure to a western diet containing 60% fat,^23^ and in C57BL/6J by exposure to HFD containing 45% fat. Blood pressure measurements were made by plethysmography. Hyperglycemia was induced in C57BL/6J mice using streptozotocin. Male and female mice were analyzed. Animal care and experimental procedures were performed under licenses issued by the UK Home Office, and local ethical committee approval was obtained. All animal procedures conformed to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and to Institutional Animal Care and Use Committee guidelines. All experiments involving animals in Singapore were reviewed and approved by the Institutional Animal Care and Use Committee of A*STAR Biomedical Sciences Institutes. All mice were on a C57BL/6 background. Serum and plasma levels of EPAS1 were quantified by ELISA.

### Shear Stress Maps

The lumen geometry of the mouse aorta was derived previously.^24^ The unsteady Navier-Stokes equations were solved numerically using the finite volume method using the specialized in-house hemodynamics solver haemoFOAM (https://github.com/TS-CUBED/haemoFoam).

### Antibodies

Primary and secondary antibodies and the concentrations used are documented in Table S2 and in the Major Resources Table.

### Endothelial RNA Extraction

RNA was extracted from aortic EC using the Qiazol flushing method as described.^25^

### Atherosclerosis Plaque Analysis

Aortic root sections were stained with Mayer’s hematoxylin and eosin (plaque area), Picrosirius Red (collagen), elastin van Gieson (elastin), and anti-MAC3 (macrophages), followed by microscopy and quantitation using ImageJ software.

### Immunofluorescent Staining of Murine Endothelium

The expression levels of specific proteins were assessed in EC at regions of the inner curvature exposed to low oscillatory shear stress (LOSS) and outer curvature exposed to physiological high shear stress (HSS) of murine aortae by en face staining and confocal microscopy. BODIPY 493/503 was used to delineate lipid droplets. EC were identified by costaining using anti-CD31 or VE-cadherin (CDH5) antibodies. Nuclei were identified using TO-PRO-3. Details of all primary and secondary antibodies used in this article are provided in Table S2 and in the supplementary Major Resource Table.

### Single-Cell RNA Sequencing

Single-cell RNA sequencing (RNAseq) libraries were generated from age- and sex-matched *Epas1*^*EC-KO*^ and *Epas1*^*EC-WT*^ mice using the sorting and robot-assisted transcriptome sequencing protocol as described previously.^26^

### Culture of EC and Exposure to WSS

Porcine aortic EC (PAEC) from multiple donors were seeded onto gelatin-coated Ibidi µ-Slides I^0.4^ before exposure to HSS (13 dyn/cm^2^), high shear stress (4 dyn/cm^2^), or low oscillatory wall shear stress (WSS).^27^ Alternatively, PAECs were cultured in a 6-well plate and exposed to shear stress using the orbital system as described.^9^

### Gene Silencing

PAEC cultures were transfected with a pool of small hairpin RNAseq targeting porcine *EPAS1* or using the Dharmacon SMARTvector Lentiviral system. A nontargeting lentiviral-small hairpin RNAseq was used as a control (V16060303, Dharmacon).

### Real-Time PCR

Quantitative RNA PCR was performed using gene-specific primers (Table S1). Expression values were normalized against the housekeeping genes *B2M* (pig) and Hprt (human, mouse).

### XF24 Metabolic Fuel Flex Assay

Metabolism was analyzed in cultured PAEC by performing mitofuel and mitostress assays. Extracellular acidification rate was measured basally after glucose starvation and after addition of oligomycin to assess glycolytic capacity.

### Immunoblotting

Total cell lysates were isolated using lysis buffer (containing 2% sodium dodecyl sulfate, 10% Glycerol, and 5% β-mercaptoethanol) and immunoblotted using primary antibodies. HRP-conjugated secondary antibodies and chemiluminescent detection were performed using ECL Prime.

### Clinical Adipose and Serum Samples

Human subcutaneous adipose tissues (n=29) were collected from obese (body mass index >30) and nonobese (body mass index <30) individuals undergoing abdominal surgery before EC isolation as described.^28^ Deidentified demographic data of the patients were retrieved using the Generic Clinical Research Database at the Medical College of Wisconsin. All procedures were approved by the Institutional Review Board of Medical College of Wisconsin and Froedtert Hospital. Peripheral blood samples were taken from healthy nonobese subjects (n=14) and from severe obese subjects with body mass index >38 (n=15) with approval from the local Research and Ethic Committees in Zurich, Switzerland (Ethic Nr.KEK-ZH_Nr.2013-0389). All patients gave written informed consent. Studies were performed according to the principles of the Declaration of Helsinki.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism software. Data are presented as mean±SEM. Representative images were chosen to represent the average results achieved within the experiment. Data were tested for normality of distribution using the Shapiro-Wilk normality test. Data that followed a parametric distribution were analyzed using ANOVA or *t* tests. In case of deviation from normality or in presence of a small sample size (N<6), a nonparametric Mann-Whitney *U* test, Kruskal-Wallis, or aligned ranked transformed ANOVA was used. Multiple comparisons in ANOVA were corrected using the Sìdak multiple comparison test. *P* values <0.05 were considered significant. The *P* value and the test performed are indicated in the figure and figure legend, respectively.

## RESULTS

### EPAS1 Is Enriched at an Atheroprone Site Exposed to LOSS

To analyze whether EPAS1 is responsive to flow, we exposed PAEC to varying shear stress conditions using a parallel plate system. Immunoblotting revealed that EPAS1 expression was increased in PAEC exposed to LOSS (4 dynes/cm^2^; bidirectional with 1 Hz frequency) compared with high shear stress (4 dynes/cm^2^) or unidirectional HSS (13 dynes/cm^2^; Figure 1A). We then measured EPAS1 levels in EC of the mouse aortic arch, which is known to generate disturbed flow associated with atherosclerosis initiation. CT-angiography coupled to computational fluid dynamics showed that the inner curvature was exposed to relatively low time-averaged WSS magnitude and more oscillations in direction (ie, LOSS) compared with the outer curvature (Figure 1B), consistent with prior analyses.^24,29^ In agreement with our in vitro findings, en face immunofluorescent staining of the murine aorta revealed that EPAS1 was significantly enriched at the LOSS region (inner curvature) compared with HSS regions (Figure 1C). A proportion of EPAS1 at the LOSS site localized to the nucleus, suggesting that it is active (Figure 1C). Thus, EPAS1 is enhanced by LOSS in vitro, and it is enriched at an atheroprone region of the murine aorta exposed to LOSS.

**Figure 1.**
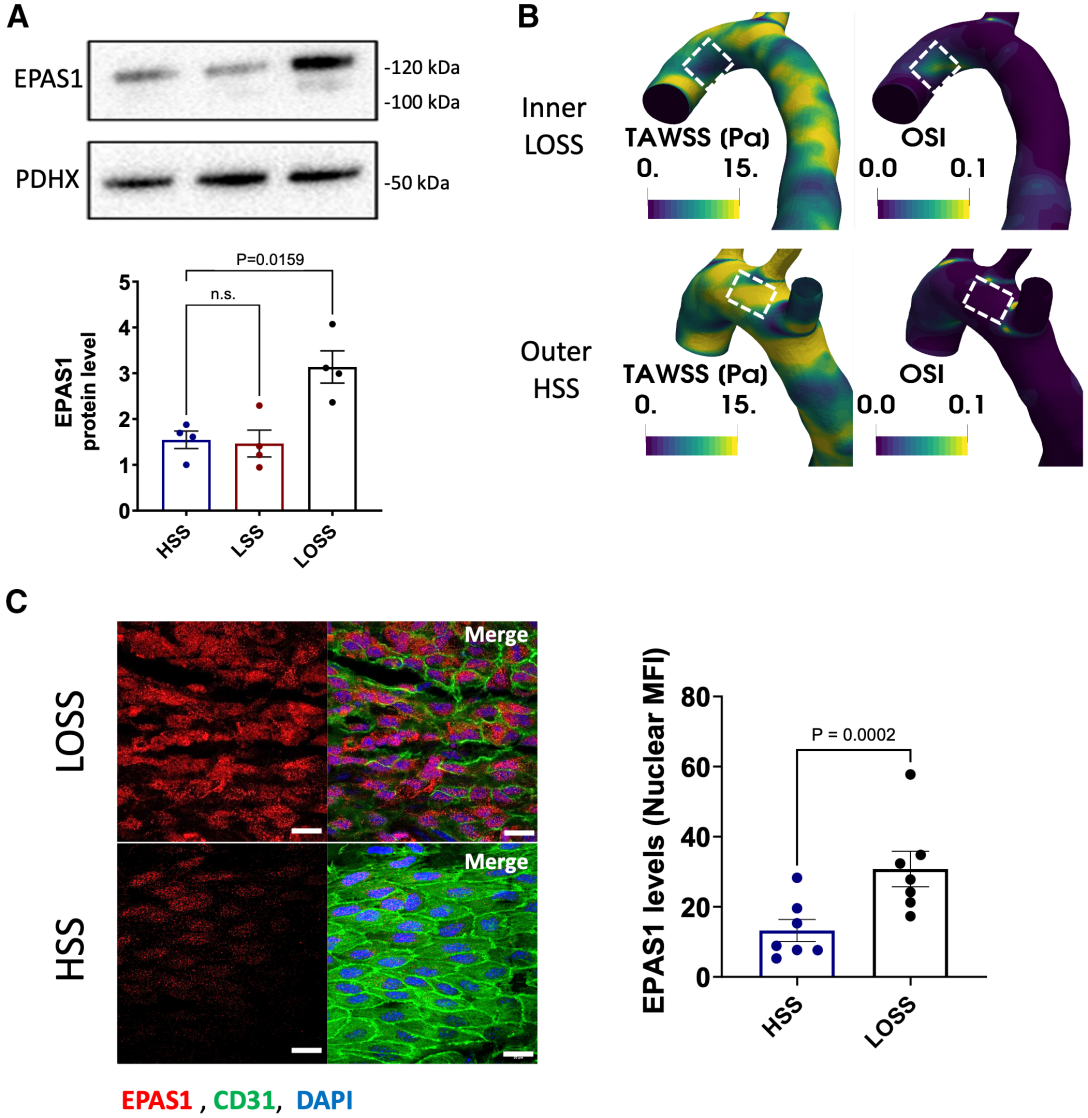
**EPAS1 is enriched at an atheroprone site exposed to low and oscillatory shear stress. A**, PAEC were seeded on μ-slides and cultured under high shear stress (HSS), low shear stress (LSS), or low oscillatory shear stress (LOSS) for 72 hours using the Ibidi system. Protein levels of EPAS1 were quantified by immunoblotting. Representative images and mean values normalized to the level of PDHX (pyruvate dehydrogenase complex component X) (n=4) are shown. Differences between means were analyzed using a Kruskal-Wallis test. **B**, Time-averaged wall shear stress (WSS) (TAWSS) and oscillatory shear index (OSI) were mapped onto the geometry of the murine aortic arch. Representative images are shown and regions exposed to LOSS (inner) or HSS (outer) are marked. **C**, Aortic arches were isolated from C57BL/6J mice aged 6 to 8 weeks, and en face immunostaining was performed using anti-EPAS1 antibodies (red). Endothelium was costained (EC; green) and nuclei detected using DAPI (4′,6-diamidino-2-phenylindole; blue). Scale bar: 20 µm. EPAS1 levels were quantified at LOSS and HSS regions (n=7). Each data point represents an animal. Differences between means were analyzed using a paired *t* test.

Since HIF1A is also enriched in atheroprone endothelium, we examined the interrelationship of HIF1A and EPAS1. Costaining demonstrated that 7% of EC at the LOSS region express EPAS1 in the absence of HIF1A (EPAS1+ HIF1A−), whereas the majority of EC (92%) are positive for EPAS1 and HIF1A (EPAS1+ HIF1A+), whereas 0% cells express HIF1A in the absence of EPAS1 (EPAS1− HIF1A+). Only 0.66% of cells were negative for EPAS1 and HIF1A (EPAS1− HIF1A−; Figure S1).

### EPAS1 Is Regulated by Metabolic Status in Obese Mice

Dysregulation of the HIF pathway has been associated with the development of several cardiovascular risk factors, including obesity and type 2 diabetes. Nevertheless, the possible effect of these risk factors on endothelial HIF expression has not been explored. To assess the effect of obesity on aortic endothelial EPAS1 levels, we exposed WT mice to HFD or a normal chow diet for 22 weeks. HFD mice were significantly heavier than chow diet mice (Figure S2A). Weight gain was associated with hyperglycemia (Figure S2B), increased triglyceride levels (Figure S2C), and raised total cholesterol levels (Figure S2D). We measured plasma HDL (high-density lipoprotein) cholesterol, which showed no statistically significant differences between chow and HFD mice, while the LDL/VLDL (low-density lipoprotein/very-low-density lipoprotein) ratio was significantly increased in HFD mice (Figure S1E). In addition, HFD did not elicit significant changes in the mouse systolic blood pressure despite elevated diastolic pressure (Figure S1F). En face staining of the aortic arch revealed a striking reduction in EPAS1 levels at the LOSS region in mice exposed to HFD compared with chow-fed control mice (Figure 2A). Thus, HFD feeding associated with obesity reduces EPAS1 expression at a LOSS atheroprone region.

**Figure 2.**
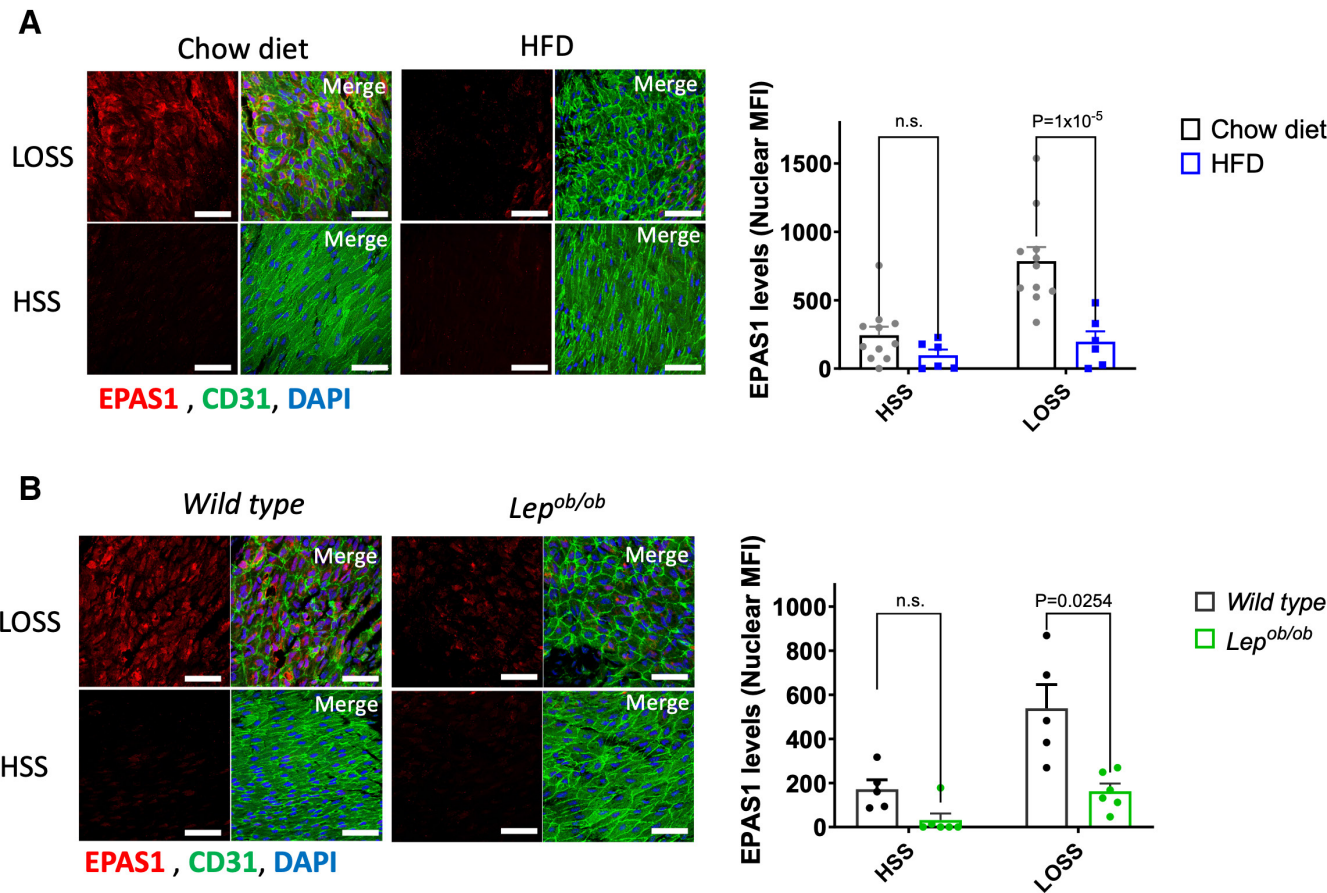
**High-fat feeding and obesity reduced EPAS1 levels at atheroprone aortic endothelium. A**, C57BL/6N mice aged 5 weeks were exposed to high fat diet (HFD) (n=6) or to standard chow (n=11) for 25 weeks. **B**, *Lep*^*ob/ob*^ mice (n=6) and littermate controls (wild-type, n=5) aged 22 weeks were analyzed. **A** and **B**), Aortic endothelial cells were stained en face using anti-EPAS1 antibodies (red). Endothelium was costained (CD31; green) and nuclei detected using DAPI (4′,6-diamidino-2-phenylindole; blue). Scale bar: 50 µm. EPAS1 fluorescence levels were quantified at low oscillatory shear stress (LOSS) and high shear stress (HSS) regions, and mean±SDs are presented. Each data point represents an animal. Differences between means were analyzed using a 2-way ANOVA with Sìdak’s multiple comparisons test in A, while B was analyzed using an aligned ranked transform ANOVA test. MFI indicates mean fluorescence intensity.

To confirm the influence of obesity on endothelial EPAS1 levels, we analyzed an alternative model of obesity using mice with homozygous deficiency in leptin (*Lep*^*ob/ob*^), which gained weight more rapidly than littermate controls (Figure S3A). *Lep*^*ob/ob*^ mice were characterized by several metabolic changes, including transient hyperglycemia, raised within 14 weeks, which normalized at 22 weeks (Figure S3B). *Lep*^*ob/ob*^ mice exhibited increased levels of plasma TG (Figure S3C), increased total cholesterol (Figure S3D), and increased LDL/VLDL ratio with no statistically significant changes in HDL cholesterol levels (Figure S3E). It was observed that EPAS1 levels at LOSS regions were strikingly reduced in *Lep*^*ob/ob*^ mice compared with WT controls (Figure 2B). Therefore, obesity induced through either exposure to a HFD or genetic loss of leptin led to a substantial reduction in EPAS1 levels in aortic endothelium.

We next sought to define the mechanism of EPAS1 reduction in obesity. The potential contribution of hypertension was eliminated because *Lep*^*ob/ob*^ mice exhibited a significant decrease in both systolic and diastolic blood pressure compared with controls (Figure S3F). Despite the severe obesity status, this phenomenon was predictable and previously associated with the *Lep*^*ob/ob*^ phenotype.^30^ We, therefore, focused on the effects of metabolic alterations in obesity on EPAS1 expression. The potential contribution of hyperglycemia was analyzed by treating mice with streptozotocin, which induces diabetes associated with endothelial dysfunction and uncoupling of endothelial nitric oxide synthase.^31^ Streptozotocin induced sustained hyperglycemia in chow-fed mice (Figure 3A) and had no statistically significant effect on TG levels (Figure 3B). En face staining revealed that EPAS1 expression at the LOSS region of the aorta was unaltered in streptozotocin-treated mice (Figure 3C), indicating that hyperglycemia is insufficient to suppress EPAS1. To corroborate this finding, we investigated the levels of EPAS1 in the aorta of *Lep*^*ob/ob*^ mice during their hyperglycemic phase at 14 weeks. Hyperglycemic *Lep*^*ob/ob*^ mice exhibited a relatively modest reduction in EPAS1 that did not reach statistical significance (Figure S4), confirming that EPAS1 suppression in obesity can be uncoupled from hyperglycemia.

**Figure 3.**
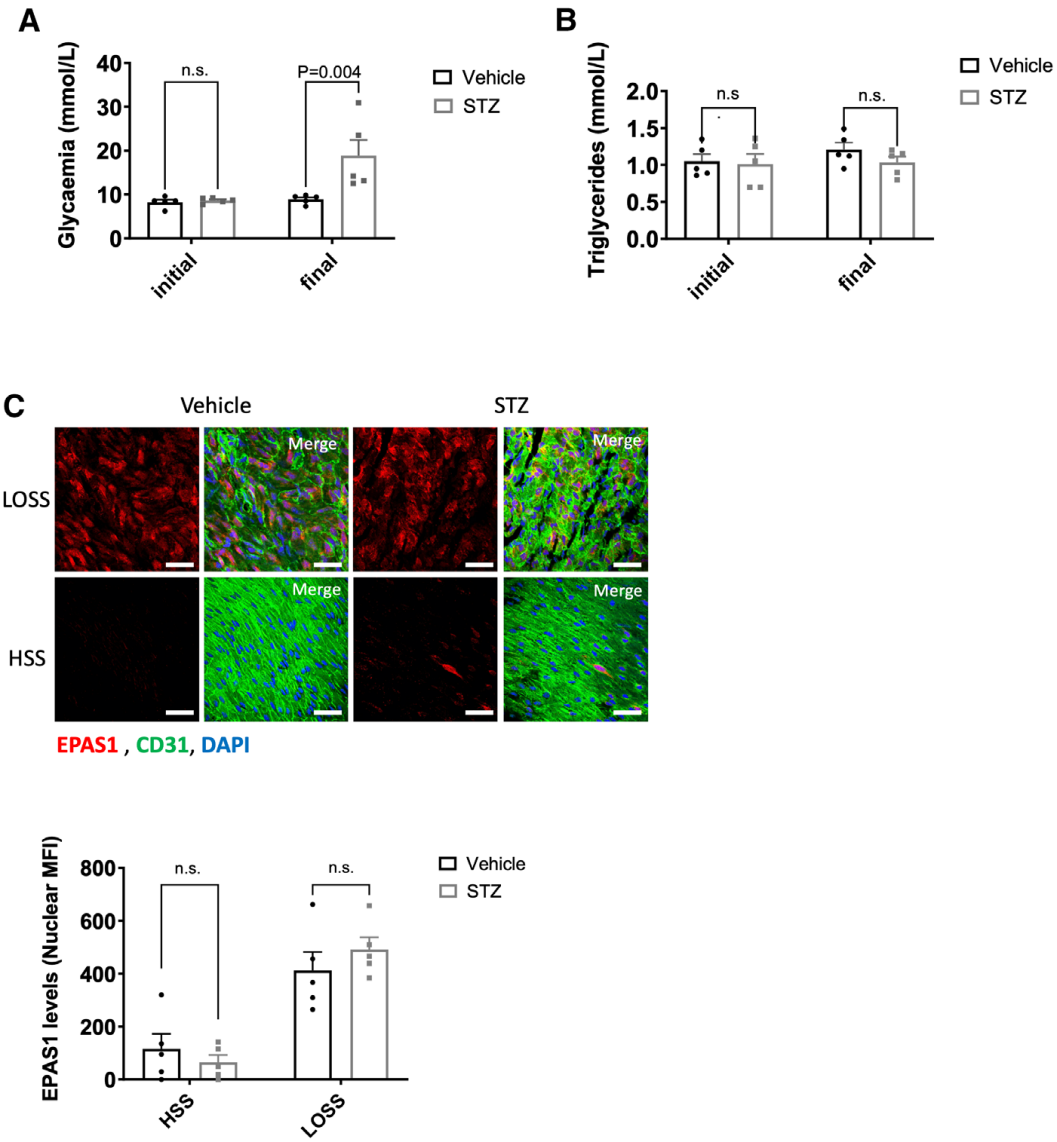
**Hyperglycemia had no statistically significant effect on EPAS1.** Mice (C57BL/6J) aged 20 weeks were treated with streptozotocin (STZ) or vehicle control (initial) and analyzed 2 weeks later (final), n=5 animals per group. Glycemia (**A**) and plasma triglycerides (**B**) were measured. **C**, Endothelial cells were stained en face using anti-EPAS1 antibodies (red). Endothelium was costained (CD31; green) and nuclei detected using DAPI (4′,6-diamidino-2-phenylindole; blue). Scale bar: 50 µm. EPAS1 fluorescence levels were quantified at low oscillatory shear stress (LOSS) and high shear stress (HSS) regions, and mean±SDs are presented. Each data point represents an animal. Differences between means were analyzed using an aligned ranked transform ANOVA test (**B** and **C**). MFI indicates mean fluorescence intensity.

### Sulforaphane Rescued EPAS1 in Obese Mice Coupled to TG Lowering

The potential role of hyperlipidemia in EPAS1 suppression was analyzed by treatment of obese mice with sulforaphane, a compound from broccoli and other cruciferous vegetables that is known to modify lipid profiles^32^ and protect endothelium.^33^ Sulforaphane treatment significantly reduced plasma levels of TGs in obese mice exposed to the HFD (Figure 4A), whereas glycemia (Figure 4B), body weight (Figure S5A), and plasma levels of total cholesterol (Figure S5B), HDL, and LDL/VLDL (Figure S5C) were not significantly altered. Sulforaphane treatment of obese mice restored the expression of EPAS1 at the LOSS region and modestly raised EPAS1 at the HSS region (Figure 4C).

**Figure 4.**
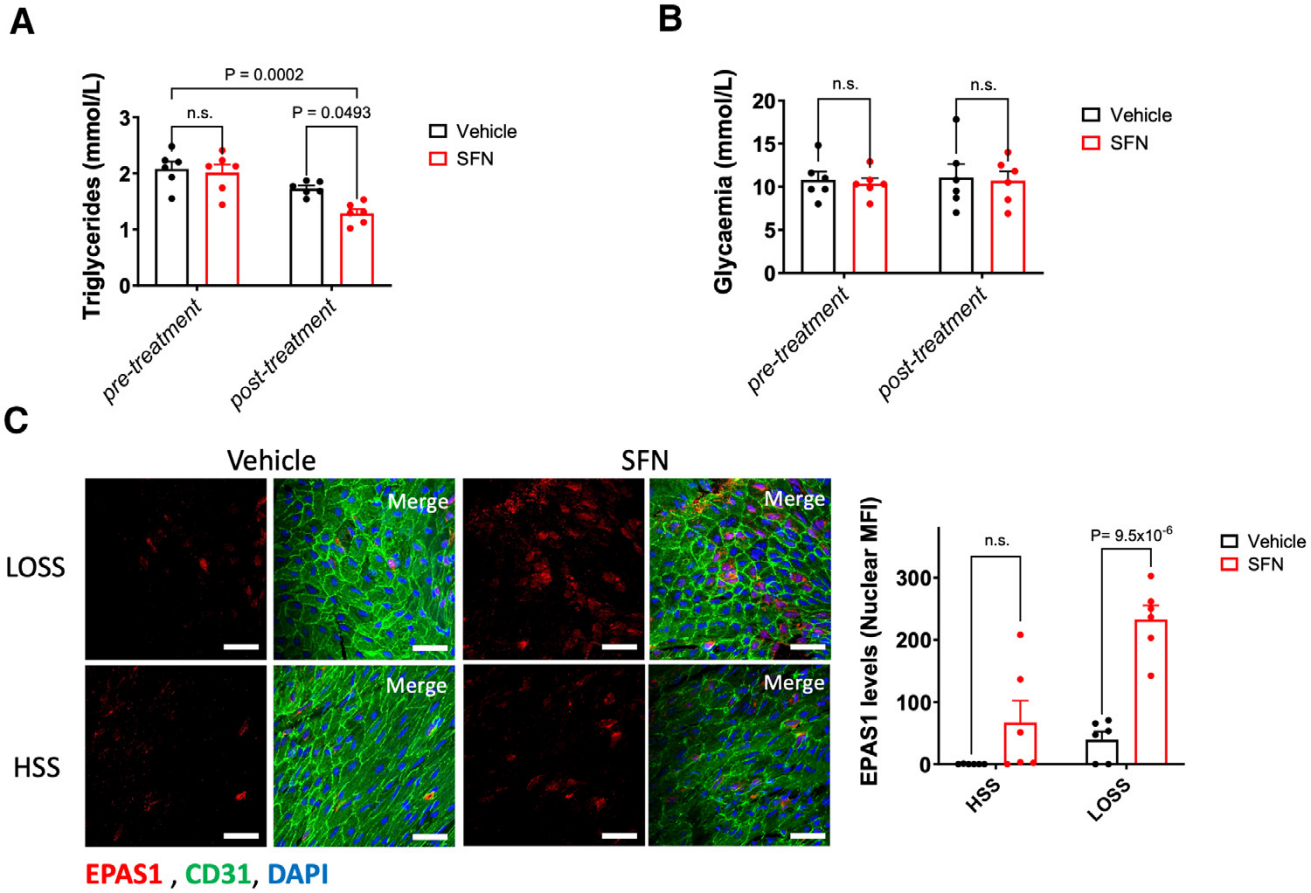
**Sulforaphane rescues EPAS1 in obese mice.** C57BL/6N mice aged 5 weeks were exposed to high fat diet (HFD) for 25 weeks (pretreatment). They were then treated with sulforaphane (SFN; daily IP injections 5 mg/kg for 3 days) or with vehicle for 3 days, with both groups receiving a HFD for that period, n=6 animals per group. Plasma triglycerides (**A**) and glycemia (**B**) were measured pretreatment and in SFN-treated and vehicle-treated groups. **C**, Aortic endothelial cells (EC) were stained en face using anti-EPAS1 antibodies (red), and fluorescence was quantified at low oscillatory shear stress (LOSS) and high shear stress (HSS) regions in SFN-treated and control groups. Endothelium was costained (EC; green) and nuclei detected using DAPI (4′,6-diamidino-2-phenylindole; blue). Each data point represents an animal. Differences between means were analyzed using a 2-way ANOVA using a Sìdak’s multiple comparison test (**A** and **B**) or an aligned ranked transform ANOVA test (**C**).

The observation that EPAS1 rescue correlated with reduced plasma TG in SFN-treated obese mice led us to hypothesize that TGs may be involved in EPAS1 suppression in obesity. This was tested by exposing PAEC cultured under LOSS to free fatty acids (FFAs), which are produced from the local hydrolysis of TG. Immunoblotting revealed that EPAS1 levels were significantly reduced by exposure to PA or OA (Figure 5A; compare lanes 1 with 4 and lanes 1 with 7). To investigate the underlying mechanism, we performed immunoblotting of PHD2 and PHD3 proteins that target EPAS1 for proteasomal degradation.^20^ PHD2 levels were significantly increased by PA or OA (Figure 5A), suggesting that FFAs may reduce EPAS1 via PHD2 induction. The observation was validated by en face staining of aortas, which demonstrated that PHD2 expression at the LOSS region was enhanced in obese mice fed HFD compared with nonobese mice (Figure 5B). Immunoblotting for PHD3 was inconclusive since commercial antibodies did not generate a specific signal (data not shown). Sulforaphane can exert direct effects on EC via activation of NRF2 and suppression of reactive oxygen species).^33,34^ The potential involvement of this pathway in EPAS1 rescue was investigated by treating PAEC with palmitic acid (PA) or palmitic acid in the presence or absence of sulforaphane or the antioxidant NAC (n-acetyl cysteine). To validate the effects of these compounds on PAECs, it was demonstrated that sulforaphane and NAC can suppress reactive oxygen species (Figure S6), whereas SFN alone or in the presence of OA had the capacity to enhance NRF2 (Figure 5A). Sulforaphane and NAC increased mean EPAS1 levels in PAEC co-treated with PA or OA, albeit not reaching statistical significance (Figure 5A; compare lanes 4, 5, 6 and lanes 7, 8, 9); therefore, we cannot exclude the possibility that SFN rescues FFA-mediated EPAS1 suppression by reducing reactive oxygen species. Moreover, the mechanism may involve suppression of PHD2, which was reduced by SFN and NAC, albeit not reaching statistical significance (Figure 5A). Thus, EPAS1 rescue in sulforaphane-treated obese mice may potentially involve direct effects of SFN on endothelium. Collectively, these observations suggest that EPAS1 reduction in obesity may result from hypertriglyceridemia-FFA metabolism coupled to localized alterations in cellular oxidative stress leading to the induction of endothelial PHD2.

**Figure 5.**
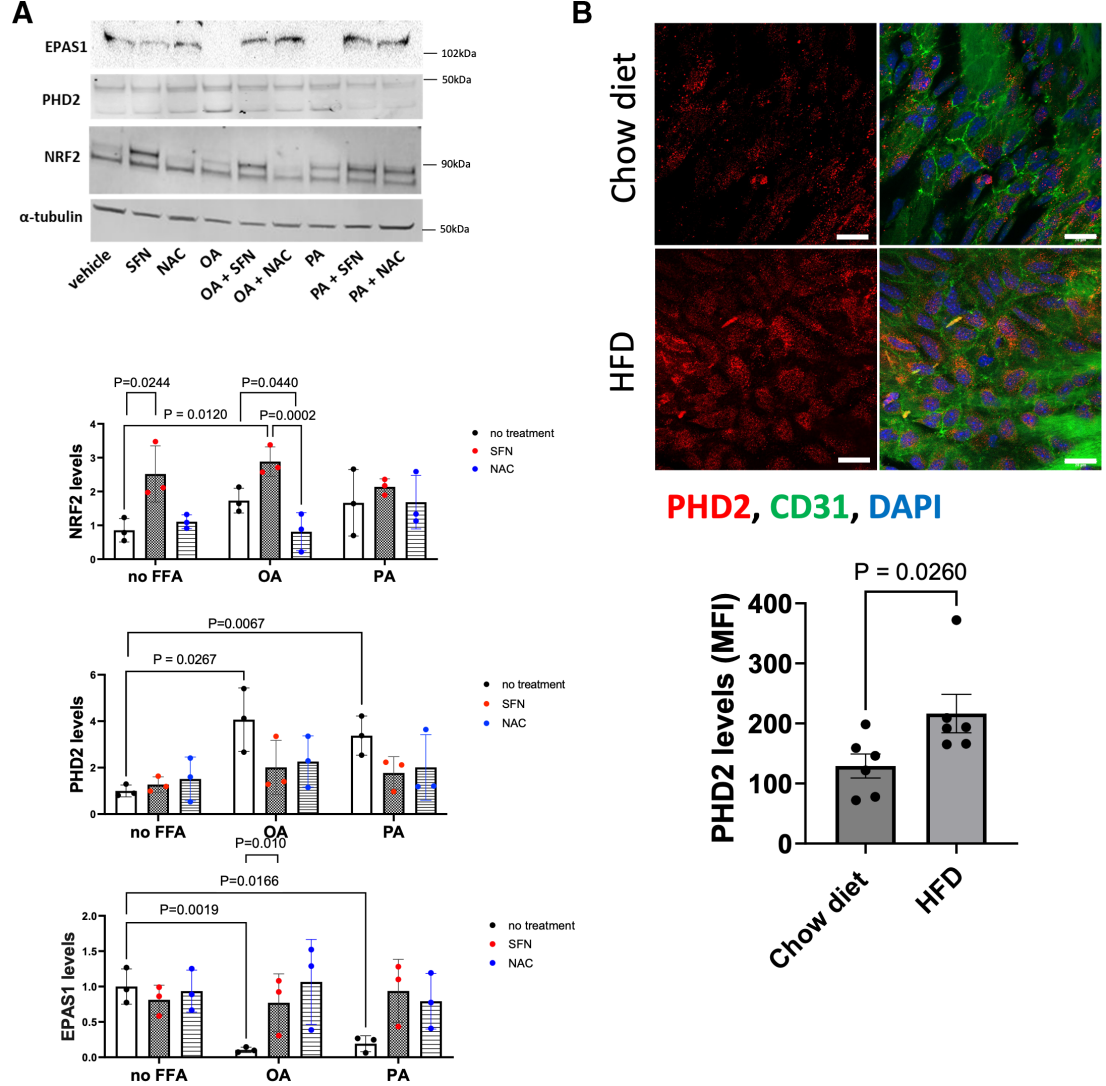
**Free fatty acids suppress EPAS1 via the destabilizing enzyme PHD2. A**, Porcine aortic endothelial cells were exposed to low oscillatory shear stress (LOSS) for 72 hours using the orbital system in the presence or absence of OA (0.25 mmol/L) or PA (0.25 mmol/L). Some cultures were treated with sulforaphane (SFN; 10 μM) or NAC (n-acetyl cysteine) (1 mM) either alone or together with OA or PA for 24 hours. Protein levels of EPAS1, PHD2, and NRF2 were quantified by immunoblotting. Representative images and mean values normalized to the level of α-tubulin (n=3) are shown. Differences between means were analyzed using an aligned ranked transform ANOVA test. **B**, C57BL/6J mice aged 10 weeks were exposed to high fat diet (HFD) or control chow diet for 10 weeks, n=6 per group. Aortic arch endothelial cells (EC) were stained en face using anti-PHD2 antibodies (red), and fluorescence was quantified at the LOSS region. Endothelium was costained (EC; green) and nuclei detected using DAPI (4′,6-diamidino-2-phenylindole; blue). Scale bar: 20 µm. Each data point represents an animal. Differences between means were analyzed using a nonparametric *t* test. MFI indicates mean fluorescence intensity.

### Microvascular EPAS1 and Circulating Serum EPAS1 Are Reduced in Obese Mice

We assessed whether EPAS1 suppression in obesity could be observed in blood serum and peripheral microvasculature. Immunofluorescence staining revealed that EPAS1 was expressed in the dermal microvasculature of nonobese mice (Figure S7A), and ELISA revealed the presence of EPAS1 in the blood serum of nonobese mice (Figure S7B). Notably, both microvascular EPAS1 (Figure S7A) and serum EPAS1 (Figure S7B) were reduced in obesity induced by HFD. PHD2 exhibited the opposite pattern of expression since it was enhanced in the microvascular EC of obese mice compared with controls (Figure S7A). To analyze whether endothelium contributes to circulating EPAS1, we deleted endothelial *Epas1* by crossing *Cdh5*^*CreERT2/+*^ and *Epas1*^*fl/fl*^ mice to generate *Epas1*^*EC-KO*^ and control *Epas1*^*EC-WT*^ mice. Tamoxifen treatment of *Epas1*^*EC-KO*^ and control *Epas1*^*EC-WT*^ mice induced deletion of *Epas1*, which was validated by quantitative real-time PCR of endothelial RNA (Figure S8A) and by en face staining (Figure S8B). *Epas1*^*EC-KO*^ and *Epas1*^*EC-WT*^ mice were exposed to an HFD for 8 weeks. ELISA revealed that serum EPAS1 levels were significantly reduced in *Epas1*^*EC-KO*^ compared with *Epas1*^*EC-WT*^ mice (Figure S7C), indicating that endothelium contributes to the pool of circulating EPAS1. Overall, obesity in mice led to reduced EPAS1 in the microvascular endothelium coupled to reduced serum EPAS1.

### Reduced Endothelial EPAS1 in Clinical Obesity

The clinical relevance of our findings was assessed by comparing the PHD-EPAS1 pathway in obese versus nonobese individuals. Since sampling of arterial EC was not feasible, we investigated the EPAS1 pathway in blood serum and microvasculature as a surrogate. Males and females were analyzed in the obese (53.33% female) and nonobese (50% female) cohorts. There were no significant differences in average age between obese and nonobese cohorts (34.67 versus 31.21; *P*=0.30). The obese cohort was associated with increased rates of hypertension (33.3%) and diabetes/prediabetes (26.7%) compared with previously analyzed age-matched nonobese populations^35^ (Table S3). Dyslipidemia (60%) was elevated in the obese cohort with increased levels of TG, total cholesterol, and LDL compared with nonobese populations (Table S3).

ELISA revealed that EPAS1 was detectable in serum samples from all nonobese controls studied but was either absent or significantly reduced in obese individuals (Figure 6A). We investigated whether reduced serum EPAS1 in clinical obesity was associated with altered circulating lipids and ROS. Levels of FFAs were modestly increased in obese compared with nonobese individuals; however, this difference did not reach statistical significance (Figure 6B). Total antioxidant capacity of serum was similar between obese and nonobese groups (Figure 6C). This pathway was further interrogated by quantifying *EPAS1*, *PHD2*, and *PHD3* transcripts in microvascular EC isolated from subcutaneous adipose of obese patients and nonobese controls. Quantitative real-time PCR revealed that *PHD2* (Figure 6D) and *PHD3* (Figure 6E) levels were significantly increased in obese individuals compared with controls, whereas *EPAS1* mRNA expression was unaltered (Figure 6F). Overall, these data indicate that EPAS1 is suppressed in obese individuals associated with dyslipidemia and elevated *PHD2* and *PHD3* expression in EC, an observation that is consistent with our observations in murine models of obesity.

**Figure 6.**
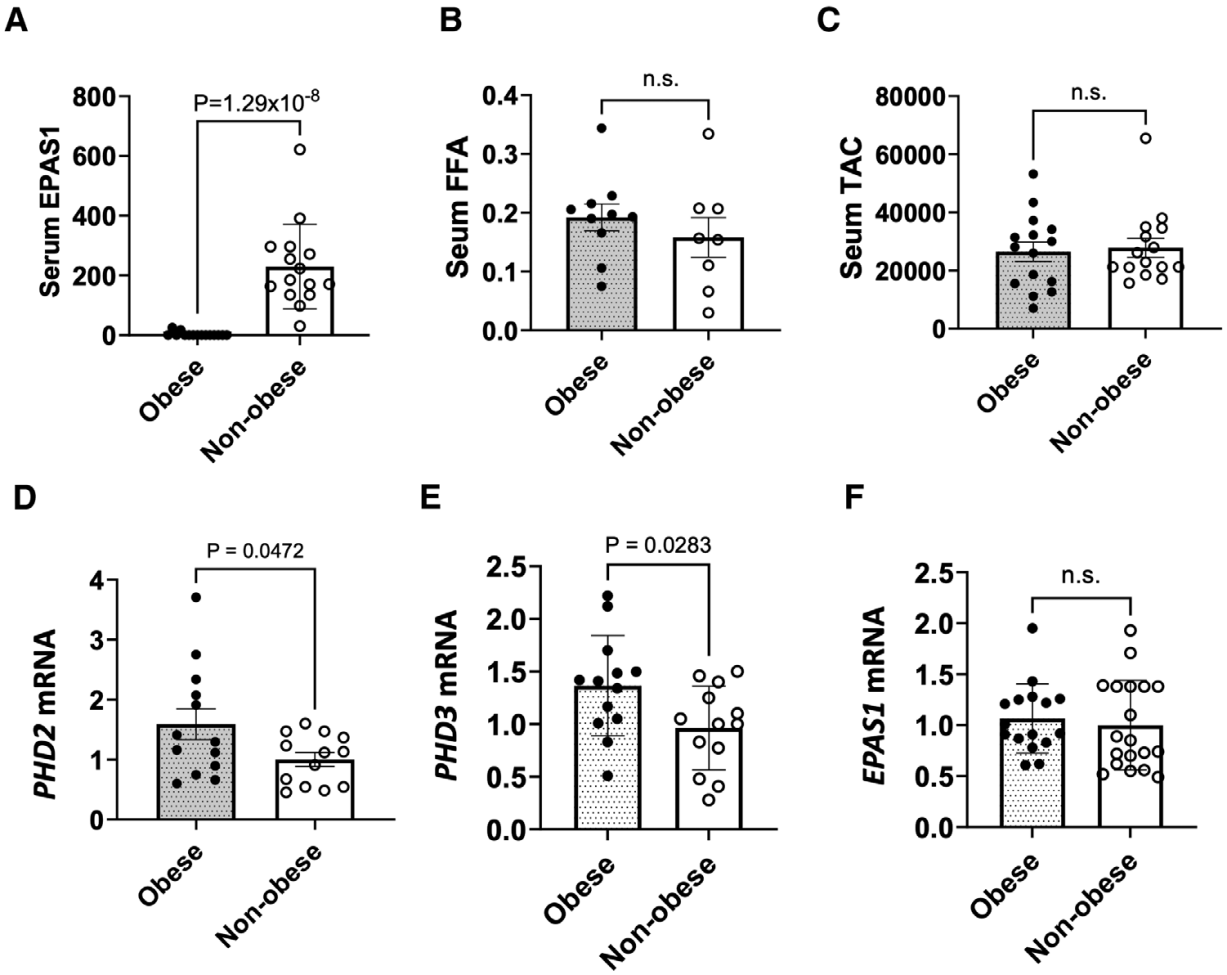
**Alteration of the prolyl hydroxylase domain (PHD)-EPAS1 pathway in clinical obesity. A** through **C**, Obese (body mass index >38; n=15) and nonobese subjects (n=15) were analyzed. Serum levels of EPAS1 (**A**), free fatty acids (FFAs) were measured (n=10) obese and (n=8) nonobese controls (**B**), and total antioxidant capacity (TAC) was measured in obese and nonobese subjects, n=15 each group. Mean values are shown with SEs. **D** through **F**, Endothelial cells (EC) were isolated from adipose samples from obese (n=12) and nonobese (n=13) subjects. Levels of *PHD2* (**D**), *PHD3* (**E**), and *EPAS1* (**F**) transcripts were quantified by quantitative real-time polymerase chain reaction. Each data point represents a human subject. Differences between means were analyzed using a Mann-Whitney *U* test (**A**, **C**, and **F**) or a parametric *t* test (**B**, **D**, and **E**).

### *Epas1* Protects the Endothelium Against Atherosclerosis by Regulating Metabolic and Proliferative Pathways

To analyze the role of *Epas1* in atherosclerosis, we generated *Epas1*^*EC-KO*^ and control *Epas1*^*EC-WT*^ mice, which were treated with AAV-PCSK9 and exposed to a HFD for 8 weeks to generate hypercholesterolemia (Figure 7A). Endothelial deletion of *Epas1* had no effect on plasma cholesterol levels (Figure 7B). However, atherosclerotic plaques in the aorta were significantly larger in *Epas1*^*EC-KO*^ mice compared with controls (Figure 7C). Plaque formation was also measured at the aortic root, confirming the presence of larger plaques in *Epas1*^*EC-KO*^ mice compared with *Epas1*^*EC-WT*^ controls (Figure 7D). The potential influence of *Epas1* on plaque composition was next assessed. Endothelial deletion did not influence macrophage accumulation (Figure S9A), elastin breaks (Figure S9B), or intraplaque necrosis (Figure S9C). Collagen was not detected in plaques of either group (Figure S9D). These data show that endothelial *EPAS1* protects against atherosclerosis but had negligible effects on plaque composition in this model.

**Figure 7.**
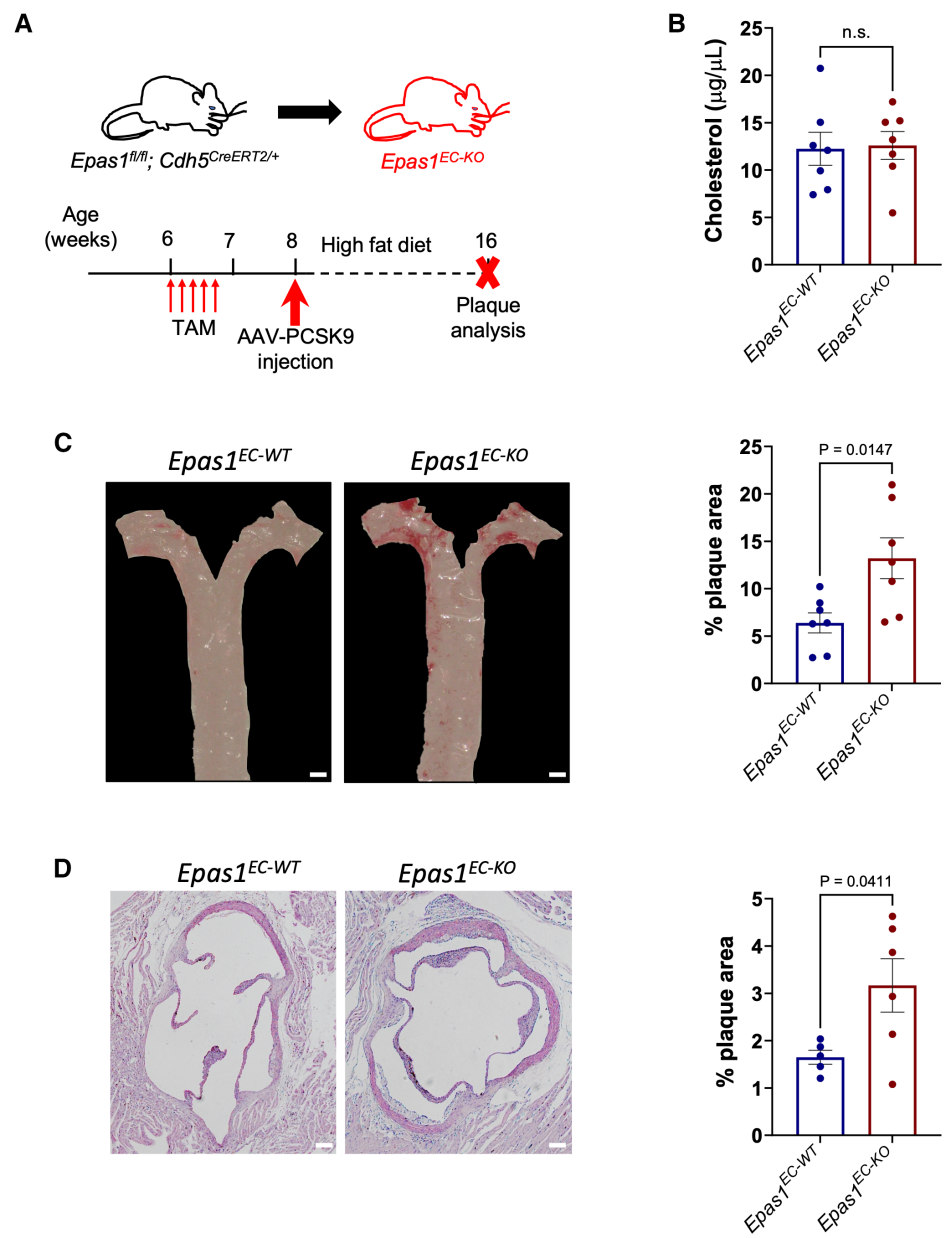
**Endothelial *Epas1* protects against atherosclerosis. A**, Timeline of *Epas1* deletion in a model of hypercholesterolemia. *Epas1*^*EC-KO*^ mice aged 6 weeks and *Epas1*^*EC-WT*^ mice received 5 intraperitoneal injections of tamoxifen and 1 injection of PCSK9-adeno-associated virus at specified time points. After 8 weeks fed with a high-fat diet, the mice were culled and plaque area quantified. **B**, Plasma cholesterol levels were measured in *Epas1*^*EC-KO*^ mice and *Epas1*^*EC-WT*^ controls, n=7 per group. **C**, Quantification of plaque burden in the aorta was determined by calculating the percentage of aortic surface area covered by plaque for *Epas1*^*EC-KO*^ mice and *Epas1*^*EC-WT*^ controls, n=7 per group. **D**, Quantification of plaque burden in the aortic roots of *Epas1*^*EC-KO*^ mice (n=6) and *Epas1*^*EC-WT*^ controls (n=5). Scale bar: 200 µm. Each data point represents 1 mouse, and mean±SEMs are shown. Differences between means were analyzed using an unpaired *t test* (**A** through **C**) or a Mann-Whitney *U* test (**D**).

To gain initial insight into the function of endothelial EPAS1, we performed single-cell RNAseq from the aortas of *Epas1*^*EC-KO*^ and control (*Epas1*^*EC-WT*^) mice. 

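The aortas of 4 mice were analysed by SORT-seq, a plate-based form of CEL-Seq2 in which each sorted cell is lysed in its own well, its transcripts are tagged with a well barcode and a unique molecular identifier (UMI), and the 3′ ends of the transcripts are sequenced. A plate of 384 wells was deposited for each mouse, 2 labelled *Epas1* EC-KO (floxed *Epas1* with Cdh5-Cre) and 2 labelled *Epas1* EC-WT (floxed *Epas1* without Cre), and the mice had received tamoxifen at 6 weeks of age and were analysed 2 weeks later. Groups and mice are named here by the labels of the deposit. For every gene and well the authors deposited a UMI count, a read count and an estimated transcript count, the last obtained from the UMI count by correcting for the limited number of identifiers. The files hold all wells and no normalization. Genes are listed by symbol and chromosome, and the paper's text does not name the genome build or the aligner. With the ERCC spike-ins included, the plates held 1475546 and 1254730 UMIs in the mice labelled *Epas1* EC-KO 1 and 2 and 951682 and 910699 UMIs in the mice labelled *Epas1* EC-WT 1 and 2, from 15422904 to 23377753 reads. Mouse 1 labelled *Epas1* EC-KO had 10.5 reads per UMI, and the other 3 mice had 18.6 to 22.1. The files of mouse 2 labelled *Epas1* EC-KO and mouse 1 labelled *Epas1* EC-WT name the same flow cell and those of the remaining mice name another flow cell each, so the sequencing run could be held constant only between that pair, with 1 mouse per group. For comparisons of expression, UMIs were summed per mouse over the kept cells outside the smooth muscle-like cluster, which gave between 605881 and 1106430 UMIs per mouse, and mice were the replicates. *Epas1*, the targeted gene, is listed as Epas1__chr17 and lies on chromosome 17 of GRCm38 from 86753700 to 86833410 on the plus strand. It had 2958 ± 85.0 CPM (UMI counts scaled to a common total) in the mice labelled *Epas1* EC-KO (SD, n = 2) and 2616 ± 645 in the mice labelled *Epas1* EC-WT (SD, n = 2). Its log2 fold change was 0.19, with *Epas1* EC-KO over *Epas1* EC-WT throughout (standard error 0.22, adjusted *P* = 0.961 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 97.3% and 98.7% of the cells of each mouse had an *Epas1* UMI, and the 3152, 2528, 2152 and 1327 UMIs of the 4 mice come from the 3′ end of the transcript, which the loss of an internal exon need not remove. With each mouse left out in turn, the log2 fold change lay between −0.04, without mouse 2 labelled *Epas1* EC-WT, and 0.46. Between the pair of mice that share a flow cell it was −0.03.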

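Wells were kept as cells when they held at least 1000 UMIs on nuclear genes and at most 25% of their UMIs on mitochondrial genes, limits set here because the paper's text gives none. From mice 1 and 2 labelled *Epas1* EC-KO, 157 and 98 wells were kept, and from mice 1 and 2 labelled *Epas1* EC-WT, 114 and 72. These were 40.9%, 25.5%, 29.7% and 18.8% of the plates. The median kept cell had 5796, 7419, 3779 and 5753 UMIs in the same order, and its mitochondrial share was 6.35%, 9.59%, 7.24% and 8.81%. None of the 480 wells in plate rows L to P of the 4 plates was kept, and the median well there held 63, 56, 21 and 43 UMIs. RNA carried between wells would show there, but the source of these UMIs was not tested. The sort was for CD31, the product of *Pecam1*, and against CD45, the product of *Ptprc*. Outside the smooth muscle-like cluster, *Pecam1* UMIs were found in 97.3% of the cells of mouse 1 labelled *Epas1* EC-KO and in 100% of the cells of each other mouse, with 4780, 5059, 3920 and 2568 UMIs. *Ptprc* had 1 UMI in mouse 1 labelled *Epas1* EC-KO and 0 in the other 3 mice, where a count of 0 allows up to 3.60, 4.28 and 4.95 CPM (3 UMIs of each mouse's total, for counting error only). Each mouse had UMIs of the Y-linked gene *Ddx3y* (157, 136, 99 and 81), and *Xist* had at most 2 UMIs in any mouse.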

ECs were isolated by enzymatic digestion and CD31^+^ CD45^−^ TO-PRO-3^−^ EC and purified by fluorescence-activated cell sorter and processed for single-cell RNAseq (Figure S10A). 

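The 441 kept cells were clustered from their UMI counts with Seurat, using log-normalization to 10000, 2000 variable genes, 10 principal components and the lowest resolution, in steps of 0.1, that gave 6 clusters. That resolution was 0.8. The files carry no cluster assignments, so clusters were matched by marker lists written by hand, and a matched cluster need not hold the cells of the paper's cluster. The counterpart of cluster 5 was the cluster with the highest score for VSMC genes, and the counterpart of cluster 4 had the highest score for lipid-handling genes among the rest. Of the remaining clusters, those with the highest and the lowest score for EC genes became the counterparts of clusters 0 and 1, and 2 clusters were left unmatched. The counterpart of cluster 0 held 112 cells with a median of 8869 UMIs, and its leading genes by CPM over that of all other cells (50 CPM added to both) were *Meg3*, *Serpina1e*, *Arl4d*, *Calcrl*, *Apba1*, *Fndc1*, *Klf2*, *Klf4*, *Pi16* and *Ncam1*. In the counterpart of cluster 1 were 134 cells with a median of 2181 UMIs, the lowest of the 6. It took up 85.3% of the cells with fewer than 2000 UMIs, 63.5% of those from 2000 to 4000, 11.4% of those from 4000 to 8000 and 0% of those above. There were 24 cells in the counterpart of cluster 4 and 15 in that of cluster 5. Of the unmatched clusters, the larger held 103 cells (median 8366 UMIs) and was led by *Dcn*, *Thbs1*, *Lum*, *Col8a1*, *Edn1*, *Bmp4*, *Apoe*, *Cyr61*, *1500015O10Rik* and *Sfrp2*. The smaller held 53 cells (median 6428 UMIs) and was led by *Chad*, *Cyp1b1*, *Gm20745*, *Cep110*, *Cnpy3*, *Slc35e1*, *9930104L06Rik*, *Hus1*, *Rsbn1l* and *Zfyve16*.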

Our sort-sequencing analysis identified 6 distinct clusters (Figure S10B). Of these, clusters 0 to 4 were significantly enriched for multiple EC markers, whereas cluster 5 was significantly enriched for VSMC-like features and was subsequently removed from the analysis of EC heterogeneity (Figure S10C).

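Summed over the 14 genes of the EC marker list, expression was 15277 CPM in the counterpart of cluster 0, 13615 CPM in that of cluster 1, 17280 CPM in that of cluster 4, and 12956 and 14735 CPM in the larger and the smaller unmatched cluster, against 2483 CPM in the counterpart of cluster 5. By this sum the larger unmatched cluster was lower than the counterpart of cluster 1. With cells thinned to 1000 UMIs the sums were 12573 and 13657 CPM. The match to cluster 1 thus rests on the score used, a mean of log-normalized expression, and would move under the sum. The 11 genes of the VSMC list summed to 51412 CPM in the counterpart of cluster 5 and to between 340 and 1061 CPM in the other 5 clusters. Its 10 leading genes were *Tagln*, *Acta2*, *Myh11*, *Myl9*, *Tpm2*, *Itga8*, *Nov*, *Postn*, *Mylk* and *Ogn*. *Acta2* was at 23004 CPM there and at 344 CPM over all other cells, and every cell of the cluster had an *Acta2* UMI. *Pecam1* was at 644 CPM in this cluster, where 66.7% of the 15 cells had a UMI, and at no less than 2479 CPM in any other cluster. The fibroblast list of 8 genes summed to 4551 CPM in the counterpart of cluster 5, to 2512 CPM in the unmatched cluster led by *Dcn*, and to at most 1159 CPM elsewhere. *Dcn* itself was at 950 CPM in the cluster it led, against 63.0 CPM in other cells, and 40.8% of the cluster's cells had a UMI. Mouse 1 labelled *Epas1* EC-KO gave 971 *Dcn* UMIs, 393 of them from 1 cell, and the other mice gave 139, 64 and 42. Of the 10 leading genes of this cluster, 2 are on the fibroblast list and none is on the EC list. Immune genes, 4 of 10 listed being in the files, summed to at most 45.6 CPM in any cluster.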

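The counterpart of cluster 0 took up 21.7% of the cells of mouse 1 labelled *Epas1* EC-KO (34 of 157, 95% exact binomial interval 15.5% to 28.9%) and 45.9% of those of mouse 2 (45 of 98, 35.8% to 56.3%). In the mice labelled *Epas1* EC-WT it took up 18.4% (21 of 114, 11.8% to 26.8%) and 16.7% (12 of 72, 8.92% to 27.3%). The intervals cover counting error only. The mean was 33.8% ± 17.2 in the mice labelled *Epas1* EC-KO (SD, n = 2) and 17.5% ± 1.24 in those labelled *Epas1* EC-WT (SD, n = 2). Both mice labelled *Epas1* EC-KO lay above both labelled *Epas1* EC-WT by a mean of 16.2 percentage points (2-sided exact permutation test, *P* = 0.333, the smallest that 2 mice against 2 allow), a difference smaller than the spread between the mice labelled *Epas1* EC-KO. The mice were also set to the same shares of cells in 4 bins of UMIs per cell (from 1000, 2000, 4000 and 8000), which leaves depth within a bin unmatched. The difference was then 9.91 points, and mouse 1 labelled *Epas1* EC-KO (21.2%) lay below mouse 1 labelled *Epas1* EC-WT (24.6%). With a minimum of 2000 UMIs it was 9.62 points (exact permutation test, *P* = 1), and mouse 1 labelled *Epas1* EC-KO lay below both mice labelled *Epas1* EC-WT. Without mouse 2 labelled *Epas1* EC-KO the difference was 4.11 points, and without mouse 1 labelled *Epas1* EC-KO it was 28.4 points. Over all cells of a group, the shares were 31.0% in *Epas1* EC-KO and 17.7% in *Epas1* EC-WT as labelled. The alternative that moved the difference most was clustering on 20 principal components, with 0.194 points, where the matched cluster held 1.79% of the cells named above.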

Considering the potential influence of *Epas1* on EC heterogeneity, cluster 0 was enriched with cells from *Epas1*^*EC-WT*^ mice (34% of the *Epas1*^*EC-WT*^ cell population versus 19% of the *Epas1*^*EC-KO*^ population; Figure S10D and S10E). By contrast, cluster 1 was enriched with cells from *Epas1*^*EC-KO*^ mice (23% of the *Epas1*^*EC-WT*^ cell population versus 34% of the *Epas1*^*EC-KO*^ population), and cluster 4 was enriched with cells from *Epas1*^*EC-KO*^ mice (3% of the *Epas1*^*EC-WT*^ cell population versus 8% of the *Epas1*^*EC-KO*^ population; Figure S10E). These data suggest that *Epas1* influences EC heterogeneity.

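The counterpart of cluster 1 took up 27.4% of the cells of mouse 1 labelled *Epas1* EC-KO (43 cells, 95% exact binomial interval 20.6% to 35.1%) and 21.4% of those of mouse 2 (21 cells, 13.8% to 30.9%). In the mice labelled *Epas1* EC-WT it took up 43.9% (50 cells, 34.6% to 53.5%) and 27.8% (20 cells, 17.9% to 39.6%). Its mean share was lower in the mice labelled *Epas1* EC-KO, at 24.4% ± 4.21 against 35.8% ± 11.4 in those labelled *Epas1* EC-WT (SD, n = 2 each), a difference of −11.4 percentage points (exact permutation test, *P* = 0.333). With the mice set to the same shares of cells in the 4 bins of UMIs per cell, the difference was 1.08 points. With every cell thinned to 1000 UMIs before clustering it was 5.44 points, and the cluster matched then held 12.7% of the cells above. For the counterpart of cluster 4 the shares were 3.82% of the cells of mouse 1 labelled *Epas1* EC-KO (6 cells, 1.42% to 8.13%), 3.06% of mouse 2 labelled *Epas1* EC-KO (3 cells, 0.636% to 8.69%), 7.02% of mouse 1 labelled *Epas1* EC-WT (8 cells, 3.08% to 13.4%) and 9.72% of mouse 2 labelled *Epas1* EC-WT (7 cells, 4.00% to 19.0%), so that the intervals of the groups overlapped. Its mean share was 3.44% ± 0.538 in the mice labelled *Epas1* EC-KO and 8.37% ± 1.91 in those labelled *Epas1* EC-WT (SD, n = 2 each), and the difference of −4.93 points was larger than the spread within either group (exact permutation test, *P* = 0.333). Pooled over the cells of a group, cluster 1 took up 25.1% in *Epas1* EC-KO and 37.6% in *Epas1* EC-WT, and cluster 4 took up 3.53% and 8.06%.

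**Figure D1:**
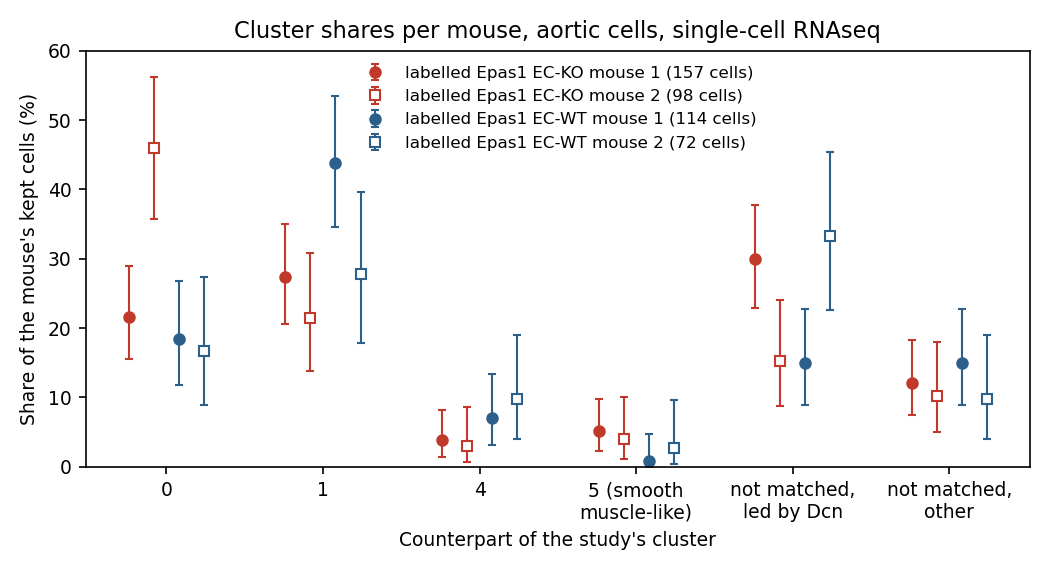
Share of each mouse's kept cells in the 6 rebuilt clusters, in percent, with 95% exact binomial intervals as bars; clusters carry the number of their counterpart and mice the labels of the deposit. In the counterpart of cluster 0 the mice labelled *Epas1* EC-KO lie at 21.7% and 45.9%, above 18.4% and 16.7% in the mice labelled *Epas1* EC-WT, and in that of cluster 4 they lie at 3.82% and 3.06%, below 7.02% and 9.72%.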

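The remaining clusters were compared in the same way. Shares of the counterpart of cluster 5, which the paper left out of its analysis of ECs, were 5.10% and 4.08% of the cells of mice 1 and 2 labelled *Epas1* EC-KO (8 and 4 cells) and 0.877% and 2.78% of those of mice 1 and 2 labelled *Epas1* EC-WT (1 and 2 cells), a difference in means of 2.76 percentage points (exact permutation test, *P* = 0.333). The mean share of the unmatched cluster led by *Dcn* was 22.6% ± 10.3 in the mice labelled *Epas1* EC-KO and 24.1% ± 13.0 in those labelled *Epas1* EC-WT (SD, n = 2 each, exact permutation test, *P* = 1). For the other unmatched cluster the means were 11.2% ± 1.34 and 12.3% ± 3.67 (SD, n = 2 each, exact permutation test, *P* = 1). Neither difference exceeded the spread between mice of 1 group. From the enrichment of cluster 0 with cells of one genotype and of clusters 1 and 4 with cells of the other (Figure S10D and S10E), the paper proposes that *Epas1* influences EC heterogeneity.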

Functional annotation revealed that *Epas1*-regulated clusters were enriched for multiple diverse gene ontology terms, including intracellular signaling pathways, transcription/RNA processing, cell proliferation, and metabolism (eg, mitochondrial function and lipid transport; Figure S10F). 

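The counterpart of cluster 4 was chosen by a list of lipid-handling EC genes, so a high level of these genes in it is a condition of the match. The list's 10 genes summed to 8404 CPM there and to between 79.0 and 138 CPM in the other 5 clusters. *Fabp4*, which encodes a fatty acid-binding protein, was at 5765 CPM against 92.4 CPM in all other cells, and *Cd36*, which encodes a fatty acid translocase, was at 1590 CPM against 8.18 CPM. UMIs of *Fabp4* were found in 95.8% of the cells of this cluster and in 33.3% of those of the smooth muscle-like cluster, with medians of 5274 and 7368 UMIs per cell. UMIs of *Cd36* were found in 83.3% and in 0 of the 15 cells. In the wells of rows L to P, *Cd36* had 0, 1, 0 and 1 UMIs per mouse and *Fabp4* had 1, 3, 2 and 3. The next leading genes were *Lrg1*, *Nr2f2*, *Pde2a*, *Nrp2*, *Aqp1*, *Lbp*, *C1qtnf9* and *Apold1*. When the lipid-handling genes and *Acta2* were left out of the clustering, a cluster that held all of these cells was matched again. Cluster 1's counterpart was led by *Vmn2r55*, *A630089N07Rik*, *Rps21*, *Cxcr2*, *Gm7609*, *Gm17821*, *Kcnq1ot1*, *Gm9846*, *Ghr* and *Pot1b*. Among transcripts in the wells of rows L to P these 10 genes were enriched over kept cells outside this cluster by a median log2 ratio of 1.51.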

Focusing on proliferation and metabolism, we observed that enrichment of the terms “DNA replication,” “positive regulator of endothelial proliferation,” and “positive regulation glycolytic process” varied among clusters 0, 1, and 4 (Figure S11A). 

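Term scores were computed per cell as the area under the recovery curve (AUC) of a gene list within the top 5% of the cell's ranked genes, and averaged per mouse and cluster. Genes with equal counts, undetected ones included, were ranked at random. The lists for the 3 terms were written by hand and are not the gene ontology lists. The DNA replication score was 0.00392 ± 0.00208 in the counterpart of cluster 0, 0.00573 ± 0.00181 in that of cluster 1 and 0.00419 ± 0.00345 in that of cluster 4 (SD, n = 4 mice throughout). It was higher in cluster 1 than in cluster 0 in 3 of 4 mice (exact sign-flip permutation test, 2-sided, *P* = 0.5) and higher in cluster 4 than in cluster 0 in 2 of 4 (exact permutation test, *P* = 0.875). The score for positive regulation of endothelial proliferation was 0.111 ± 0.00595, 0.0846 ± 0.00657 and 0.0956 ± 0.0124. It was lower in cluster 1 than in cluster 0 in 4 of 4 mice, by 24.0% of its level in cluster 0, and lower in cluster 4 than in cluster 0 in 4 of 4 (exact permutation test, *P* = 0.13 each, the smallest that 4 mice allow). For positive regulation of the glycolytic process, the score was 0.0582 ± 0.00675, 0.0449 ± 0.00413 and 0.0580 ± 0.0106. It was lower in cluster 1 than in cluster 0 in 4 of 4 mice (exact permutation test, *P* = 0.13), by 22.8%, while cluster 4 and cluster 0 differed by −0.000140 (exact permutation test, *P* = 1). Between clusters 4 and 1 the proliferation and glycolytic scores were each higher in cluster 4 in 3 of 4 mice (exact permutation test, *P* = 0.25 each). The clusters differ in UMIs per cell, on which the scores depend. Thinned cells have few detected genes, so undetected genes ranked at random can enter the top 5% and draw the clusters together. With every cell thinned to 1000 UMIs the scores of clusters 0, 1 and 4 were 0.0752, 0.0754 and 0.0688 for proliferation (cluster 1 against 0, exact permutation test, *P* = 1), 0.0448, 0.0417 and 0.0548 for glycolysis (*P* = 0.625 in the same exact test), and 0.00798, 0.00861 and 0.00786 for DNA replication. The glycolytic score was then higher in cluster 4 than in cluster 0 in 4 of 4 mice (difference 0.00997, exact permutation test, *P* = 0.13). Mouse 2 labelled *Epas1* EC-KO gave 3 cells to cluster 4.

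**Figure D2:**
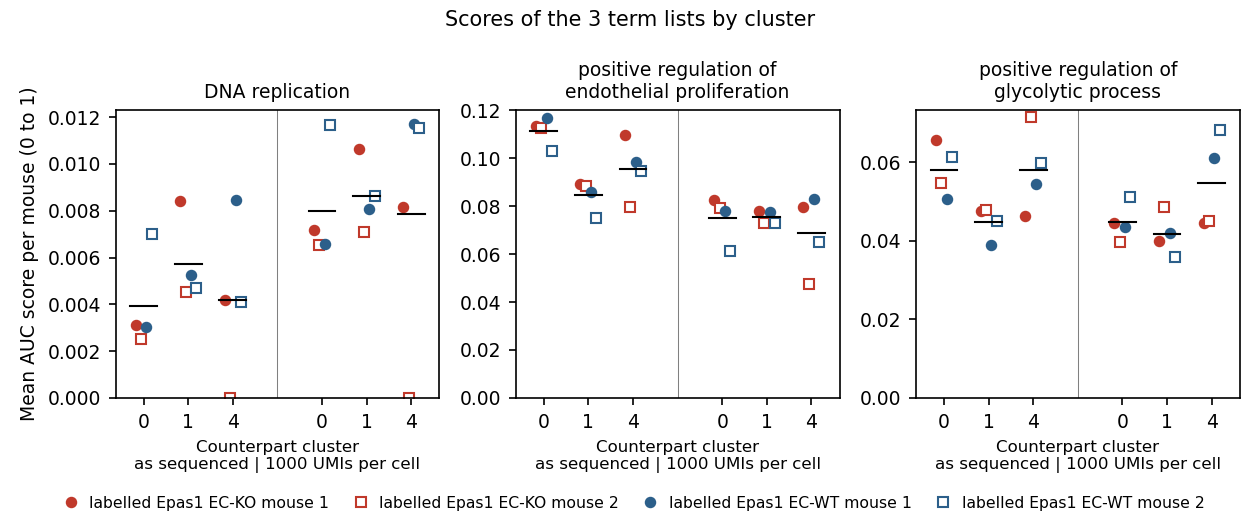
Mean AUC score per mouse for the 3 term lists (from 0 to 1, no unit) in the counterparts of clusters 0, 1 and 4, for cells as sequenced on the left of each panel and thinned to 1000 UMIs on the right; symbols are mice and lines are means of the 4 mice. The proliferation mean falls from 0.111 in cluster 0 to 0.0846 in cluster 1 as sequenced, and the means are 0.0752 and 0.0754 after thinning.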

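Expression was compared between *Epas1* EC-KO and *Epas1* EC-WT as labelled within the counterparts of clusters 0 and 1, on UMIs summed per mouse. In the counterpart of cluster 0, 1 of 4940 tested genes passed an adjusted *P* of 0.05, and 230 had an unadjusted *P* under 0.05. This gene was *Igfbp5*, which encodes a secreted binding protein of insulin-like growth factors, with 1, 0, 49 and 53 UMIs in mice 1 and 2 labelled *Epas1* EC-KO and mice 1 and 2 labelled *Epas1* EC-WT (adjusted *P* = 0.000586 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In each mouse labelled *Epas1* EC-WT, 3 cells held 98.0% and 98.1% of its UMIs. With a minimum of 10 UMIs in every mouse the gene was not tested and edgeR called 0 genes, 162 having an unadjusted *P* under 0.05. In the counterpart of cluster 1, 8 of 1730 tested genes were called, all of them higher in the mice labelled *Epas1* EC-KO, and 114 had an unadjusted *P* under 0.05. Among them were *Plvap*, *Gm10785*, *Vmn2r55*, *A630089N07Rik*, *A130077B15Rik*, *Grk4* and *Gm17821*, and 3 of the 8 are among the cluster's leading genes. *Plvap*, which encodes a protein of endothelial fenestrae, had 164, 72, 77 and 32 UMIs (log2 fold change 1.30, standard error 0.28, adjusted *P* = 0.046 from the same test). The log2 fold changes of the other genes named lay between 2.27 and 2.65. With the replicate number as a block edgeR called 0 genes in this cluster, 78 having an unadjusted *P* under 0.05, and DESeq2 without the block called 5. In the counterpart of cluster 4 no test was run, because mouse 2 labelled *Epas1* EC-KO had fewer than 5 cells there. Hand-written gene sets were tested by camera with a preset correlation of 0.01. In cluster 0 none of 11 sets was called, with a mean log2 fold change of −0.03 for the actin cytoskeleton (adjusted *P* = 0.667 from camera in limma) and 0.11 for the Golgi apparatus (adjusted *P* = 0.460 from camera in limma); 2 sets had an unadjusted *P* under 0.05, and fry in limma called none. Of 9 sets in cluster 1, nuclear genes of oxidative phosphorylation were called, lower in the mice labelled *Epas1* EC-KO by a mean log2 fold change of −0.25 over 46 genes (adjusted *P* = 0.0237 from camera in limma). The call was not made by fry (adjusted *P* = 0.220 in limma) or with an estimated correlation (0.730), nor without mouse 1 or 2 labelled *Epas1* EC-KO (0.0765 and 0.802) or mouse 1 or 2 labelled *Epas1* EC-WT (0.278 and 0.108). Cytosolic ribosomal proteins had a mean of −0.10 over 72 genes (adjusted *P* = 0.293 from camera in limma).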

Further functional annotation of cells from *Epas1*^*EC-KO*^ versus *Epas1*^*EC-WT*^ mice revealed multiple enriched gene ontology terms, including those linked to actin, Golgi apparatus and membrane (cluster 0), translation, transport, oxidative phosphorylation, mitochondrion (cluster 1) and development, MAP kinase signaling, and glycoprotein (cluster 4; Figure S11B). Overall, these data lead us to hypothesize that EPAS1 may be involved in metabolic regulation among other functions in arterial endothelium.

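Over all cells outside the smooth muscle-like cluster (149, 94, 113 and 70 per mouse), 8161 genes passed edgeR's filter on low counts and 1, *Acta2*, was called between *Epas1* EC-KO and *Epas1* EC-WT as labelled, while 447 had an unadjusted *P* under 0.05. *Acta2* encodes smooth muscle α-actin and had 460, 481, 94 and 81 UMIs, or 499 ± 107 CPM in the mice labelled *Epas1* EC-KO and 133 ± 1.69 CPM in those labelled *Epas1* EC-WT (SD, n = 2 each), a log2 fold change of 1.92 (standard error 0.21, adjusted *P* = 0.00301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also higher in the wells of rows L to P of the same plates, with 28 and 59 UMIs against 3 and 16. Of 23 genes selected from those the paper names or stains for, 16 were tested, and adjusted over the list alone 1 was called, again *Acta2*. DESeq2 called 1 gene, and the count of called genes moved most, to 79, without mouse 1 labelled *Epas1* EC-WT. Of 12 gene sets, 1 was called: cytosolic ribosomal proteins, with a mean log2 fold change of −0.14 over 74 genes (adjusted *P* = 0.0191 from camera in limma), where the mean of all genes was 0.02. Neither fry (adjusted *P* = 0.425 in limma) nor an estimated correlation (adjusted *P* = 0.725) called it, and it was not called without mouse 2 labelled *Epas1* EC-KO (0.309) or without mouse 1 labelled *Epas1* EC-WT (0.639). Fatty acid handling genes had a mean of −0.36 over 6 genes (adjusted *P* = 0.106 from camera in limma), which went to −0.01 without mouse 2 labelled *Epas1* EC-KO. *Cd36*, of this set, had 78, 53, 38 and 60 of its 86, 54, 39 and 77 UMIs in the counterpart of cluster 4. The mean share of that cluster was 3.44% in *Epas1* EC-KO and 8.37% in *Epas1* EC-WT as labelled. The sum over cells thus mixes this share with the level per cell. Fatty acid β-oxidation genes had a mean of 0.13 over 19 genes (adjusted *P* = 0.360 from camera in limma), and glycolytic enzymes had a mean of 0.05 and a median of −0.07 over 14 genes (adjusted *P* = 0.866 from camera in limma). Targets of hypoxia-inducible factors had a mean of 0.24 over 13 genes (adjusted *P* = 0.106 from camera in limma), which lay between 0.04, without mouse 1 labelled *Epas1* EC-WT, and 0.36, without mouse 2 labelled *Epas1* EC-WT. Without mouse 2 labelled *Epas1* EC-KO it was 0.08. The set of oxidative phosphorylation had a mean of −0.11 over 75 genes (adjusted *P* = 0.0658 from camera in limma). The remaining 6 sets were not called: actin cytoskeleton (−0.08), Golgi apparatus (0.08), dissociation response (0.17), DNA replication (−0.14, with a median of −0.009), positive regulation of glycolysis (−0.04) and endothelial proliferation, with a mean of −0.09 and a median of 0.07.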

### EPAS1 Promotes Fatty Acid β-Oxidation and Proliferation Under Atheroprone Shear Stress

The potential role of EPAS1 in regulating fatty acid metabolism was investigated by gene silencing in cultured PAEC. A lentiviral-small hairpin RNA effectively reduced EPAS1 at both the mRNA (Figure S12A) and protein (Figure S12B) levels in PAEC cultured under LOSS conditions. Next, the effects of *EPAS1* silencing on oxygen consumption rates were assessed by performing a fuel flux assay using a Seahorse metabolic bioanalyzer. Here, oxygen consumption rate was measured in PAEC exposed to LOSS that were sequentially treated with etomoxir (an inhibitor of long-chain fatty acid oxidation), followed by a combination of UK5099 (an inhibitor of glucose oxidation pathway) and BPTES (an inhibitor of glutamine oxidation; Figure S12C). It was observed that *EPAS1* silencing caused an ≈80% reduction in basal oxygen consumption rate of EC exposed to LOSS (Figure 8A; Figure S12C) and that oxygen consumption rate was strongly dependent on fatty acid β-oxidation (Figure S12D). These data indicate that EPAS1 is a positive regulator of fatty acid β-oxidation–dependent respiration. To further investigate the role of EPAS1 in respiration, we performed a mitostress assay. This assay revealed that EPAS1 small hairpin RNA silencing had a modest but significant impact in reducing maximal respiratory rate (Figure S12E) and ATP production (Figure S12F). Thus, EPAS1 regulates respiration by controlling fatty acid β-oxidation and has relatively modest effects on mitochondrial activity per se.

**Figure 8.**
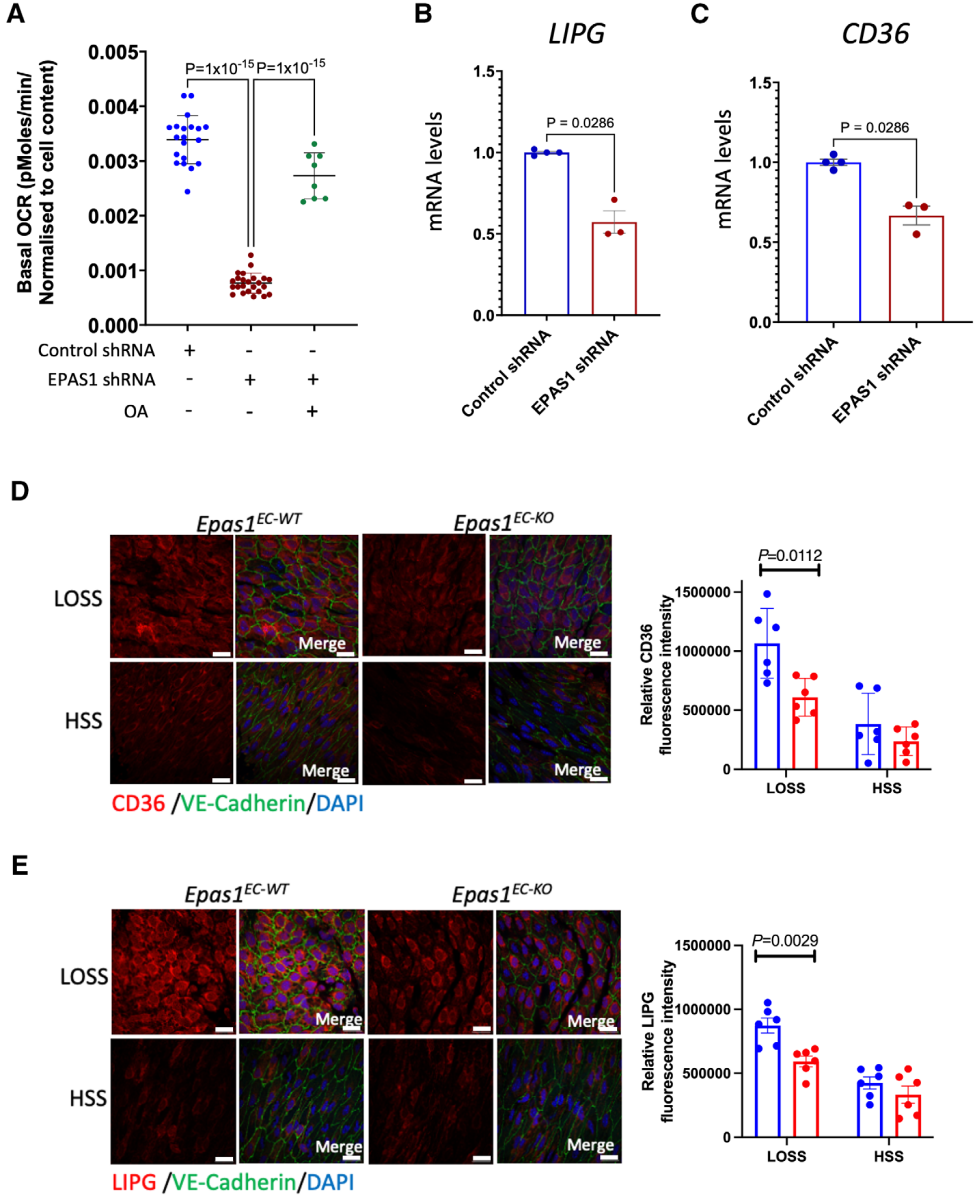
**Endothelial EPAS1 controls fatty acid metabolism via LIPG (endothelial type lipase G) and CD36 (cluster of differentiation 36) expression. A** through **C**, PAEC were treated with small hairpin RNA (shRNA) targeting *EPAS1* (n=3) or with scrambled control (n=4) and exposed to low oscillatory shear stress (LOSS) for 72 hours using the orbital system. **A**, Some cultures were exposed to exogenous OA (0.25 mmol/L). Basal oxygen consumption rates (OCR) were measured. Each dot represents a technical replicate from 3 PAEC donors: control shRNA (n=20), EPAS1 shRNA KD (n=24), and EPAS1 KD treated with OA (n=8). Average values are shown ±SEs. Expression of *CD36* (**B**) or *LIPG* (**C**) was quantified by quantitative real-time polymerase chain reaction, and mean±SEs are shown. **D** and **E**, *Epas1*^*EC-KO*^ mice and littermate controls lacking Cre (*Epas1*^*EC-WT*^) were injected with tamoxifen aged 6 weeks and analyzed 2 weeks later, n=6 each group. En face staining of LOSS and high shear stress (HSS) regions of the aortic arch using anti-CD36 (**D**) or anti-LIPG (**E**) antibodies. Endothelium was costained (endothelial cell; green) and nuclei detected (DAPI [4′,6-diamidino-2-phenylindole]; blue). Scale bar: 20 µm. Each data point represents an animal. Differences between means were analyzed using a 1-way ANOVA (**A**), a Mann-Whitney *U* test (**B** and **C**), or 2-way ANOVA (**D** and **E**).

It is notable that the reduction in oxygen consumption in *EPAS1*-silenced cells could be rescued by supplementing cultures with exogenous OA (Figure 8A). This suggests that EPAS1 may regulate the initiation of the fatty acid β-oxidation pathway by controlling the ability of EC to produce or handle FFAs. This was tested by quantifying levels of 2 molecules that coordinate endothelial handling of FFAs: LIPG (endothelial type lipase G) which hydrolyzes TGs into FFAs at the endothelial surface, and CD36 (cluster of differentiation 36) which transports extracellular FFAs into EC.^36^ Real-time PCR analysis showed that *EPAS1* silencing significantly reduced the expression of *LIPG* and *CD36* at the mRNA level (Figure 8B and 8C). To confirm the influence of *Epas1* on CD36 and LIPG, we performed en face staining of the murine aorta. In WT mice, en face staining of the aortic arch revealed that CD36 and LIPG were significantly enriched at the LOSS region compared with the HSS region (Figure 8D and 8E). The expression of CD36 and LIPG was significantly reduced at LOSS regions in *Epas1*^*EC-KO*^ compared with controls (Figure 8D and 8E), indicating that *Epas1* is required for the enrichment of both these molecules at the LOSS region. To assess whether localized enrichment of CD36 and LIPG at the LOSS region is associated with elevated lipid metabolism, we exposed mice to acute hyperlipidemia using oral gavage of olive oil. Plasma levels of TG were significantly increased at 90-minute postgavage and declined in some animals at 180-minute postgavage (Figure S13A). Notably, en face staining with a lipophilic dye (BODIPY493/503) revealed enhanced accumulation of lipid droplets at the LOSS region of the aortic arch compared with the HSS region at 180 minutes (Figure S13B), suggesting localized enhancement of lipid uptake. Collectively, these data suggest that EPAS1 is required for endothelial fatty acid β-oxidation at atheroprone LOSS regions by positively regulating the expression of CD36 and LIPG, which coordinate FFA handling.

Since HIF1A regulates glycolysis at regions of LOSS,^9^ we assessed the potential contribution of EPAS1 to this pathway using a Glycostress assay. In this assay, PAEC exposed to LOSS were first starved for glucose to establish a basal extracellular acidification rate in a nutrient-deprived setting, followed by the injection of glucose, oligomycin, and 2-DG. Silencing of *EPAS1* reduced both glycolysis (Figure S14A) and glycolytic capacity (Figure S14B; a readout of metabolic plasticity) by ≈15%. We, therefore, investigated the levels of HK2 or PFKFB3, which are key glycolytic modulators that are regulated by HIF1A.^9^ Immunoblotting revealed that silencing of *EPAS1* did not influence the expression of HK2 or PFKFB3 (Figure S14C). Thus, EPAS1 has relatively modest effects on glycolysis through a mechanism that is distinct to HIF1A.

Endothelial fatty acid β-oxidation is primarily used to drive dNTP (deoxyribonucleotide triphosphates) production for DNA repair and proliferation,^37^ and we, therefore, hypothesized that EPAS1 may be required for supporting endothelial proliferation via fatty acid metabolism. This was tested by analysis of the murine aorta by en face staining of Ki67 (a marker of mitotic cells). EC proliferation was significantly reduced in *Epas1*^*EC-KO*^ mice compared with controls (Figure S15A), indicating that endothelial *Epas1* is required for EC proliferation. Consistently, analysis of cultured PAEC exposed to LOSS revealed that proliferation was significantly reduced by silencing of *EPAS1* (Figure S15B). To reconcile the effects of EPAS1 on fatty acid β-oxidation and proliferation, we rescued fatty acid metabolism in EPAS1-silenced PAEC by treating them with exogenous OA. Metabolic rescue significantly enhanced the frequency of EC proliferation in EPAS1-silenced PAEC (Figure S15B), suggesting that EPAS1 drives proliferation by enhancing fatty acid metabolism. Overall, our data reveal that EPAS1 plays an atheroprotective role in regions exposed to disturbed flow by preserving EC metabolic homeostasis and proliferative capacity.

## DISCUSSION

### Metabolic Status Regulates EPAS1 in Obesity

Our observations indicate a preferential expression of EPAS1 at atheroprone sites exposed to disturbed flow, which generates altered mechanical conditions, including LOSS. Here, we demonstrate that LOSS can induce enhanced EPAS1 expression in cultured arterial EC. Under these conditions, oxygen levels are physiological or exceed physiological levels, and therefore we conclude that LOSS can induce EPAS1 independently from hypoxia in arterial EC. Interestingly, empiric measurements of oxygen tensions in instrumented dogs indicate that disturbed flow regions in carotid arteries experience reduced oxygen levels.^38^ Thus, enhanced EPAS1 expression at atheroprone disturbed flow regions may be regulated by LOSS in conjunction with subphysiological oxygen levels.

A pivotal finding from our research highlights the loss of EPAS1-regulated homeostasis during obesity, a global epidemic and major contributor to cardiovascular disease. Our study concludes that obesity leads to the suppression of EPAS1 in arterial EC, unveiling a novel molecular mechanism contributing to obesity-driven atherosclerosis. Our subsequent experiments delineated the mechanism for EPAS1 regulation in obesity, focusing on the potential effects of hyperlipidemic and hyperglycemic metabolic disturbances. Although streptozotocin can cause EC dysfunction,^31^ we did not observe a reduced expression of EPAS1 in streptozocin-treated mice that subsequently developed hyperglycemia. This observation suggested that suppression of EPAS1 in obesity was not due to hyperglycemia. Important insight was gained by treating obese mice with sulforaphane, a natural compound that protects against atherosclerosis via effects on metabolic status and effects of EC physiology.^32,33^ Sulforaphane treatment rescued EPAS1 expression in obese mice. EPAS1 rescue was coupled to lowering of plasma TG levels but was not associated with alteration in plasma cholesterol or glycemia. We, therefore, hypothesized that suppression of EPAS1 in obesity may be related to enhanced levels of circulating TG. Further evidence was obtained via a series of in vitro experiments showing that FFAs can suppress EPAS1 expression in cultured EC, potentially via induction of PHD2. Sulforaphane has direct effects on endothelium by altering oxidant status,^33^ and we observed in cultured cells that sulforaphane partially rescued EPAS1 in FFA-treated PAEC. Thus, sulforaphane rescues EPAS1 by suppressing the TG-FFA pathway and via modulation of cellular redox.

EPAS1 expression was enriched at LOSS regions of the aorta and was also detected in microvascular EC, which experience unidirectional laminar flow. Since microvascular EC experience intermittent blood flow, it is plausible that EPAS1 expression in the microvasculature is regulated by oxygen tension; however, this needs to be tested experimentally. Since microvascular EPAS1 is reduced in obesity, it will be interesting in future studies to discern whether this is linked to increased prevalence of hypertension in obese individuals.

### EPAS1 Protects From Atherosclerosis by Promoting Fatty Acid Metabolism

Arterial regions of uniform flow are characterized by physiological HSS, which activates multiple protective proteins, including endothelial nitric oxide synthase, transcription regulators KLF2, and NRF2 KLK10.^39,40^ Collectively, these molecules coordinate the upregulation of a suite of antiapoptotic and anti-inflammatory molecules to reduce vascular injury and inflammation at HSS sites. In contrast, regions of disturbed flow are characterized by LOSS-dependent activation of multiple proatherogenic pathways,^41^ including BMP4-HOXB9,^42^ GATA4-TWIST1-SNAIL,^43^ and NOTCH4-JAG1,^26^ which collectively increase inflammation and impede vascular repair. Surprisingly, our murine model demonstrates that endothelial EPAS1 exhibits a protective effect against atherosclerosis at an atheroprone region exposed to LOSS. This is analogous to a previous observation that LOSS induces stress response genes, which serve to maintain homeostasis in regions of disturbed flow.^44^ Thus, EPAS1 and the stress response pathway are homeostatic mechanisms that reduce the atherogenic process at predilection sites for atherosclerosis. *Epas1* deletion did not influence plaque composition in the AAV-PCSK9 model. However, it should be noted that this model mimics features of early atherosclerosis and that further research using other models (eg, *ApoE−/−*) is required to fully appreciate the role of *Epas1* in disease progression.

Further investigation into the mechanism of atheroprotection revealed the requirement of EPAS1 for fatty acid β-oxidation in atheroprone endothelium exposed to LOSS. FFAs are generated at the endothelial plasma membrane by hydrolysis of triglycerides via a complex containing LIPG.^36^ They are subsequently transported into the cell via CD36. EPAS1 appears to play a role in fatty acid handling, with genetic deletion of *Epas1* leading to a reduction in LIPG and CD36 protein expression at sites of LOSS. This effect is replicated in PAEC with EPAS1 silencing. Fatty acid β oxidation makes only a minor contribution to ATP production in ECs with glycolysis being the primary driver of ATP production in this context.^45^ Nevertheless, there is growing appreciation of the importance of fatty acid β oxidation as a critical regulator of EC physiology and metabolic homeostasis.^46,47^ Fatty acid β oxidation is required for redox homeostasis via regeneration of NADPH in quiescent endothelium.^48^ It is also needed for dNTP production needed for DNA replication in proliferating endothelium.^37^ Here, we demonstrated using *Epas1*^*EC-KO*^ mice that endothelial expression of *Epas1* positively regulates the expression of CD36 and LIPG, which coordinate FFA entry to the endothelium. Crucially, proliferation was rescued in *EPAS1*-silenced cells by supplementation with exogenous FFAs, suggesting that EPAS1-dependent fatty acid handling is a positive regulator of EC repair under disturbed flow.

Disturbed flow induces multiple injurious stimuli in arterial endothelium, including heightened apoptosis and EndMT,^49^ and therefore we hypothesize that EPAS1-dependent EC proliferation is required for endothelial repair at these regions. This concept is consistent with our observation that endothelial *Epas1* is atheroprotective. However, the relationship between EC turnover and atherosclerosis is intricate, as proliferation is essential for vascular repair, but excessive proliferation may contribute to increased permeability to proatherogenic lipoproteins and endothelial activation. Intriguingly, this balance between the protective and proatherogenic effects of EC proliferation may involve a balance between EPAS1 and HIF1A. Previous research found that endothelial HIF1A promotes atherosclerosis^50^ by driving inflammation and proliferation at atheroprone regions via upregulation of glycolysis.^9–11^ By contrast, we observe that EPAS1-driven proliferation via fatty acid metabolism is coupled to atheroprotection. Given our observation of heterogeneous expression of EPAS1 and HIF1A in atheroprone endothelium, we hypothesize that EPAS1+ HIF1A+ cells are supercharged for excessive proliferation because they are primed for HIF1A-glycolytic energy production and EPAS1-fatty acid β oxidation-driven dNTP production, leading to a proatherogenic phenotype. By contrast, we hypothesize that EPAS1+ HIF1A− cells are programmed for homeostatic proliferation that slows the initiation of atherosclerosis. However, further experimentation is needed to explore these concepts. Identifying mechanisms that shift the balance of HIF transcription factors to suppress HIF1 and enhance EPAS1 may offer therapeutic opportunities to promote vascular repair and reduce atherosclerosis.

In summary, our findings underscore the preferential expression of EPAS1 at atheroprone sites, where it reduces atherosclerosis by promoting fatty acid metabolism to support endothelial repair. This protective pathway is compromised by obesity, revealing a novel molecular link connecting systemic cardiovascular risk to EC dysfunction. These findings hold potential implications for the clinical management of obese individuals with cardiovascular risk.

## ARTICLE INFORMATION

### Acknowledgments

The authors thank the Adipositazentrum at Limmattal-Hospital, Schlieren, for their support in collecting blood samples in patients with obesity.

### Sources of Funding

This study is supported by the British Heart Foundation RG/19/10/34506 (P.C. Evans), British Heart Foundation Intermediate Fellowship (FS/18/2/33221; J. Serbanovic-Canic), United Kingdom Research and Innovation (UKRI) Future Leaders Fellowship MR/T04201X/2 (M. Fragiadaki), A*STAR Intramural Funding (W. Han), Strategic Program Fund (BBI; W. Han), Central Research Fund (W. Han), Swiss National Science Foundation (PRIMA: PR00P3_179861/1; E. Osto), Swiss Life Foundation, Switzerland (E. Osto), Alfred and Annemarie von Sick Grants for Translational and Clinical Research Cardiology and Oncology (E. Osto), Heubergstiftung and the Swiss Heart Foundation, Switzerland (E. Osto), National Institutes of Health grants (R01 HL148239 and R01 HL164577; C. Miller), Leducq Foundation Network of Excellence grant “PlaqOmics” (18CVD02; C. Miller), A*STAR Research Attachment Program (D. Pirri), Academy of Medical Sciences Springboard Award (SBF005/1064; S.P. Allen), PGC 2018-094025-B-I00 funded by MCIN (Ministerio de Ciencia e Innovación)/AEI (Agencia Estatal de Investigación)/10.13039/501100011033 (G. Vilahur), and Fondo Europeo de Desarrollo Regional A way of making Europe (G. Vilahur).

### Disclosures

None.

### Supplemental Material

Tables S1–S3

Figures S1–S15

## Supplementary Material

# Supplementary material for: EPAS1 Attenuates Atherosclerosis Initiation at Disturbed Flow Sites Through Endothelial Fatty Acid Uptake
**Source:** Circ Res. 2024 Sep 5;135(8):822–37. doi: 10.1161/CIRCRESAHA.123.324054
**Supplement:** Supplementary file 2

**\* ARRIVE Reporting Guidelines**

*This study involves use of animal models:*

Yes

*Manuscripts reporting on animal research are expected to adhere to the [ARRIVE](#) guidelines. A completed ARRIVE reporting guideline checklist will be required prior to acceptance and the information should be clearly presented in the manuscript. The following shortened version of the checklist should be completed at this time; a completed ARRIVE checklist is required to be uploaded during revision submission.*

**Animals**

*Species, age, sex, strain, and sources of animals are described:*

Yes

**Randomization**

*Randomization and allocation concealment were performed and described:*

No

**Blinding**

*Blinding was performed and the process described:*

No

**Inclusions and Exclusions (a)**

*Specific criteria for inclusions and exclusions are specified:*

No

**Inclusions and Exclusions (b)**

*Criteria for inclusions and exclusion were set before the study:*

No

**Reporting of Excluded Animals**

*All animals excluded after the randomization are reported:*

N/A

**Statistical Methods**

*Statistical Methods are described:*

Yes

---

Date completed: 08/20/2024 11:01:06

User pid: 78161

# Supplementary material for: EPAS1 Attenuates Atherosclerosis Initiation at Disturbed Flow Sites Through Endothelial Fatty Acid Uptake
**Source:** Circ Res. 2024 Sep 5;135(8):822–37. doi: 10.1161/CIRCRESAHA.123.324054
**Supplement:** Supplementary file 3

## **SUPPLEMENTAL MATERIAL**

**Expanded Materials and Methods**

**Online Figures S1-S15**

**Supplemental Tables**

## Expanded Materials and Methods

### Mice

Mice with inducible deletion of *Epas1* in EC were generated by crossing *Epas1<sup>fl/fl</sup>*<sup>20</sup> mice with *CDH5<sup>Cre-ERT2</sup>* mice<sup>21</sup>. PCR primers used for genotyping are shown in Table S1. To activate Cre, tamoxifen (Sigma) in corn oil was administered intraperitoneally (IP) for 5 consecutive days (2 mg/mouse/d) and mice were used for experimentation two weeks later. Hypercholesterolemia was induced by IP injection of adeno-associated virus (AAV) containing a gain-of-function mutated version of proprotein convertase subtilisin/kexin type 9 (rAAV8-D377Y-mPCSK9) gene (Vector Core, North Carolina). Virus particles were injected at a titre of  $6 \times 10^{11}$  in single dose to each mouse followed by a high fat diet (HFD; SDS UK, 829100) for 8 weeks as previously described<sup>22</sup>.

Some C57BL/6J mice aged 9 weeks were fasted for 8 hours before exposure to 10 ml/kg body weight olive oil by oral gavage. Blood plasma samples for measurement of plasma triglycerides were collected by tail vein bleeding. Thoracic aortae and blood plasma samples were collected 90 and 180 minutes after gavage to study lipid droplets in vessels and triglycerides levels in plasma samples.

*Lep<sup>ob/ob</sup>* mice (C57BL/6J) were obtained from The Jackson laboratory (strain: #00632) and were bred as heterozygotes. Wild-type littermates (*Lep<sup>WT</sup>*) were used as controls. *Lep<sup>WT</sup>* and *Lep<sup>ob/ob</sup>* mice were maintained using a standard rodent chow diet. To confirm the presence of obesity, *Lep<sup>ob/ob</sup>* and *Lep<sup>WT</sup>* mice were monitored for body weight every week. In addition, obesity was induced in C57BL/6N wild type mice by

exposing them for 25 weeks *ad libitum* to a western diet containing 60% of fat (D12492i, Research Diets) as described previously<sup>23</sup>, in parallel control groups were kept on a chow diet for the duration of the experiment. Alternatively wild-type C57BL/6J mice were fed a chow diet for 10 weeks and then exposed to 10 weeks of HFD containing 45% fat (D12451) with matching sucrose contents in control chow diet (D12450H). Control mice were maintained on a sucrose matched control chow diet for 20 weeks. Blood pressure measurements were made using plethysmograph CODA (Kent Scientific). Mice were placed into a plastic restrainer-tube covered by a warm pad (37°C) and left undisturbed for five minutes. The plethysmograph was then placed on the mouse tail and secured with a plastic support. Mice were trained for 5 to 7 consecutive days before performing final measurements. For each mouse, a minimum of 5 readings per session were made. Hyperglycaemia was induced in C57BL/6J mice using Streptozotocin, hereafter referred to as STZ (S1030, Sigma). Mice aged 20 weeks were injected with STZ (150 mg/kg) intraperitoneally and then analysed at 22 weeks. Some C57BL/6N mice exposed to a HFD containing 60% of fat were treated with sulforaphane (SFN; Cayman Chemicals) by I.P injection 5mg/kg for 3 days.

Wild-type C57BL/6N, C57BL/6J and transgenic mice were housed under specific-pathogen free conditions. Both male and female mice were used in this study. Control groups are derived from littermate mice (*Epas1*<sup>EC-KO</sup> and *Lep*<sup>ob/ob</sup>) or by using age and gender matched mice for HFD diet and injectable treatment controls (SFN and STZ). Mice sources are further listed in the supplementary Major Resource Table. Animal care and experimental procedures were carried out under licenses issued by the UK Home Office and local ethical committee approval was obtained. All animal

procedures conformed to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and to IACUC guidelines. All experiments involving animals in Singapore were reviewed and approved by the IACUC of A\*STAR Biomedical Sciences Institutes. All mice were on a C57BL/6 background.

### **Shear stress maps**

The lumen geometry of the mouse aorta was derived previously<sup>24</sup>. The unsteady Navier-Stokes equations were solved numerically using the Finite Volume Method (FVM) using the specialized in-house haemodynamics solver haemoFOAM (<https://github.com/TS-CUBED/haemoFoam>). The vessel geometry was modelled as rigid. Blood was modelled as a non-Newtonian Quemada fluid with an average haematocrit of 45 percent. The maximum Reynolds number based on the inlet diameter is around 500, therefore, the flow was modelled as laminar. The time dependent mean velocity was digitized from US Doppler images. The aortic root cross section was extruded by 10 diameters to allow for development of the flow and prescription of a Dirichlet inlet boundary condition for the normal velocity as a plug profile at the extruded section. At the exit of the aorta descendens and the branches, a Neumann outlet boundary condition was used with a flow split of 70, 16, 8 and 6 percent for descendens aorta, innominate, common carotid and subclavian, respectively. Numerical solutions were obtained using second order spatial and second order implicit temporal discretization schemes. The mesh size was 0.5 million cells and the time step size was chosen as  $1/800^{\text{th}}$  of the cycle time. From the time-dependent WSS, the time-averaged WSS and the oscillatory shear stress index (OSI) at the wall were calculated:

$$\bar{\tau} = \frac{1}{N} \sum_N \tau_n$$

$$OSI = 0.5 \left( 1.0 - \frac{1}{N} \frac{|\sum_N \tau_n|}{\sum_N |\tau|} \right)$$

## Antibodies

Primary and secondary antibodies and species-specific control antibodies and the concentrations used are documented in Table S2 and in the Major Resources Table.

## Endothelial RNA extraction

RNA was extracted from aortic EC using the Qiazol flushing method as described <sup>25</sup>.

## Atherosclerosis plaque analysis

Mice were killed using pentobarbital and perfusion-fixed with PBS followed by 4% paraformaldehyde. The aorta was dissected, gently cleaned of adventitial tissue, and stained *en face* with Oil Red O (Sigma). The lesion surface area was analysed using NIS elements analysis software (Nikon, NY). For aortic root sections, the upper portion of the hearts were dissected horizontally at the level of the atria and placed in 30% sucrose for 24 h before embedding in paraffin. Serial 7 µm sections were processed for immunohistochemistry and for staining with Mayer's haematoxylin and eosin. ImageJ software was used to calculate the lesion area as a percentage of the total aortic root area, and the area occupied by macrophages and collagen. Quantification of elastin breaks was performed using elastin van Gieson stained sections (3 sections per animal), whilst the number of elastin breaks per section were counted and expressed as average number of elastin breaks per animal. Quantification was performed for three sections per animal.

**Murine peripheral blood measurements**

Blood samples were collected by terminal cardiac puncture and serum was separated by centrifugation and analysed using a colorimetric assay (ab65390, Abcam) for detection of total plasma cholesterol and non-HDL cholesterol. Serum and plasma levels of EPAS1 were quantified by ELISA using a commercial kit (LSBio, LS-F19020). Blood glucose and triglycerides levels in venous blood were measured using Accucheck glucometer (Roche Diagnostic) and Accutrend (COBAS, Roche diagnostic), Lipid Panel Test Strips (BHR Biosynex) and the CardioChek Professional Analyser test system.

**Immunofluorescent staining of murine endothelium**

Animals were killed by I.P. injection of pentobarbital and vasculature was perfused *in situ* with PBS and then perfusion-fixed with 4% Paraformaldehyde prior to harvesting. The expression levels of specific proteins were assessed in EC at regions of the inner curvature exposed to low oscillatory shear stress (LOSS) and outer curvature exposed to physiological high shear stress (HSS) of murine aortae by *en face* staining using specific primary antibodies. BODIPY 493/503 diluted in PBS at the final concentration of 0.01mg/ml was applied for 30mins to mouse vessels to delineate lipid droplets. EC were identified by co-staining using anti-CD31 or VE-cadherin (CDH5) antibodies. Nuclei were identified using TO-PRO-3. Stained vessels were mounted prior to visualization of endothelial surfaces *en face* using confocal microscopy (Olympus SZ1000 confocal inverted microscope). Antibody specificity was confirmed by staining using species-specific IgG controls and subtracting background fluorescence signals. The expression of specific proteins at each site was assessed by quantification of mean fluorescence intensities with standard error of the

mean or analysis using ImageJ software (1.49p) to calculate the frequency of positive cells. Microvasculature was analysed by immunofluorescent staining as described<sup>26</sup>. Details of all primary and secondary antibodies used in this manuscript are provided in Table S2 and in the supplementary Major Resource Table.

### **scRNAseq**

scRNAseq libraries were generated from age and sex-matched *Epas1<sup>EC-KO</sup>* and *Epas1<sup>EC-WT</sup>* mice using the SORT-seq protocol as described previously<sup>27</sup>. 

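With at least 1000 UMIs and at most 25% of UMIs on mitochondrial genes, 441 of the 1536 wells were kept, 255 of them (57.8%) from the mice labelled *Epas1* EC-KO and 186 (42.2%) from those labelled *Epas1* EC-WT. A minimum of 500 UMIs kept 498 wells, 274 and 224, and a minimum of 2000 UMIs kept 373, 230 and 143. Without a limit on the mitochondrial share 451 wells were kept, 261 and 190. Under each of these settings more cells came from the mice labelled *Epas1* EC-KO, between 55.0% and 61.7% of all kept cells. The kept cells held between 1002 and 47621 UMIs on nuclear genes, and the median cell of a mouse had UMIs on 1709 to 2682 genes.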

454 cells were analysed after quality control; 262 cells (58%) from *Epas1<sup>EC-WT</sup>* mice and 192 cells (42%) from *Epas1<sup>EC-KO</sup>* mice. Dimensional reduction and clustering of our scRNA-seq dataset were performed using the R package Seurat (v3.1). Differential expression analysis was performed between clusters. Genes were defined as enriched when their expression in a particular cluster was significantly different from the rest of the clusters using the Wilcoxon rank-sum test with p adjusted value < 0.001. These genes were selected for subsequent gene ontology (GO) analysis using the DAVID Functional Annotation Bioinformatics Analysis software.

### **Culture of EC and exposure to WSS**

Pig aortae from 4-6 months old animals were obtained immediately after slaughter from a local abattoir. Porcine aortic EC (PAEC) were harvested using collagenase (1 mg/ml for 10 minutes at room temperature) and were cultured using M199 (Gibco) media. Experiments were performed using cells from multiple donors that were not pooled. A total of 30000 PAEC at passage 3-5 were seeded onto gelatin-coated Ibidi  $\mu$ -Slides I<sup>0.4</sup> (Luer ibiTreat, ibidi<sup>TM</sup>) and used when fully confluent. Flowing medium was then applied using the Ibidi pump system to generate HSS (13 dyn/cm<sup>2</sup>), LSS (4

dyn/cm<sup>2</sup>) or low oscillatory WSS. For low oscillatory WSS, PAEC were exposed to a repeated cycle of 2 h of oscillatory flow (+/- 4 dyn/cm<sup>2</sup>, 0.5 Hz), followed by 10 min of unidirectional flow (+4 dyn/cm<sup>2</sup>), to ensure redistribution of nutrients<sup>28</sup>. The slides and pump apparatus were placed in a cell culture incubator at 37°C. Alternatively, PAECs were cultured in a 6 well plate and exposed to shear stress using the orbital system as described<sup>9</sup>. Some sheared cultures were also exposed to 0.25 mM free fatty acids (FFAs) i.e. oleic acid (OA) or palmitic acid (PA).

### Gene silencing

PAEC cultures were transfected with a pool of shRNA sequences targeting porcine *EPAS1* (V3SVHSHC, Dharmacon) or using the Dharmacon™ SMARTvector Lentiviral system following the manufacturer's instructions. Non-targeting lentiviral shRNA sequence was used as a control (V16060303, Dharmacon). All lentiviral transductions were performed at 30 multiplicity of infection in the presence of 6µg/ml of DEAE-dextran hydrochloride (Sigma).

### Real time PCR

RNA was extracted using the RNeasy Mini Kit (74104, Qiagen) and reverse transcribed into cDNA using the iScript cDNA synthesis kit (1708891, Bio-Rad). QRT-PCR was used to assess the levels of transcripts with gene-specific primers (Table S1). Reactions were prepared using SsoAdvanced universal SYBR®Green supermix (172-5271, Bio-rad) and following the manufacturer's instructions, and were performed in triplicate. Expression values were normalized against the house-keeping genes *B2M* (pig), *Hprt* (human, mouse). Data were pooled from at least three independent donors and mean values were calculated with SEM.

**XF24 metabolic fuel flex assay.**

PAEC at passage 5 were plated in a Cell Tak-coated XF24 cell culture plate (Agilent) at the density of 45000 cells per well in XF assay media pH 7.4 (Agilent) supplemented with 2 mM glutamine and 25 mM glucose. In the mitofuel assay, OCR was measured for 32 min prior to the addition of Etomoxir (6  $\mu$ M) to analyse the contribution of fatty acid  $\beta$ -oxidation to OCR, then the addition of BPTES (1 $\mu$ M) and UK5099 (6  $\mu$ M) to analyse the contribution of glycolysis and glutamine to OCR. The contribution of fatty acid  $\beta$ -oxidation to OCR was expressed as fatty acid dependency and calculated as per manufacturer's instructions. The mitostress assay involved OCR measurements during sequential inhibition of the complex V using oligomycin (25  $\mu$ M), followed by the injection of FCCP (40  $\mu$ M) to maximise the respiratory capacity of the electron chain, and Rotenone/Antimycin A (20  $\mu$ M/2 0 $\mu$ M) mix to inhibit complex I and III. Maximal respiration and ATP production were calculated as per manufacturer's instruction.

Extracellular acidification rate (ECAR) was measured basally after glucose starvation and after addition of oligomycin to assess glycolytic capacity. Glycolysis was suppressed via addition of 2 deoxyglucose (2DG) to allow measurement of non-glycolytic ECAR. Glycolytic ECAR was calculated by subtracting the ECAR value in the presence of 2DG from the ECAR value prior to oligomycin injection. Glycolytic capacity was calculated by subtracting ECAR in the presence of oligomycin from ECAR in the presence of 2DG.

**Immunofluorescent staining of cultured EC**

PAEC were fixed with paraformaldehyde (4%) and permeabilised with Triton X-100 (0.1%). Following blocking with goat serum for 30 min, monolayers were incubated for 16 h with primary antibody against Ki67 and AlexaFluor488. Nuclei were identified using DAPI (Sigma). Images were taken with a widefield fluorescence microscope (LeicaDMI4000B) and analysed using ImageJ software (1.49p) to calculate the frequency of positive cells. Antibody specificity was confirmed by staining using species-specific IgG controls and subtracting background fluorescence signals.

**Immunoblotting**

Total cell lysates were isolated using lysis buffer (containing 2% SDS, 10% Glycerol and 5%  $\beta$ -mercaptoethanol) and immunoblotted using primary antibodies. HRP-conjugated secondary antibodies (Dako) and chemiluminescent detection was carried out using ECL Prime<sup>®</sup> (GE Healthcare). Membranes were imaged using the Gel Doc XR+ system (Biorad). Alternatively immunoblots were incubated with Dylight 680 or 800 secondary antibodies (ThermoFisher Scientific) and imaged using a Odyssey CLx imaging system (LI-COR Biosciences).

**Clinical adipose and serum samples.**

Human subcutaneous adipose tissues (n = 29) were collected from obese (BMI>30) and non-obese (BMI<30) individuals. These tissues were obtained as surgical discards from patients undergoing abdominal surgeries. Following surgical removal, the samples were promptly placed in ice-cold HEPES buffer prior to EC isolation as described<sup>31</sup>. De-identified demographic data of the patients were retrieved using the Generic Clinical Research Database at the Medical College of Wisconsin. All

procedures were approved by the Institutional Review Board of MCW and Froedtert Hospital. Peripheral blood samples were taken from healthy non-obese subjects (n=14) and from severe obese subjects with BMI>38 (n=15) with approval from the local Research and Ethic Committees in Zurich, Switzerland approved (Ethic Nr.KEK-ZH\_Nr.2013-0389). Serum samples were generated immediately and stored at -80°C until analysis. EPAS1 levels in serum were quantified by ELISA using a commercial kit (CUSABIO, CSB-E12113h). ELISA was used to quantify levels of FFAs (Abcam, AB65341) and total antioxidant capacity (Abcam, AB65329). All patients gave written informed consent. Studies were performed according to the principles of the Declaration of Helsinki.

### **Statistical analysis**

Statistical analysis was performed using GraphPad Prism software. Data are presented as mean values  $\pm$  SEM. Representative images were chosen to represent the average results achieved within the experiment. Data were tested for normality of distribution using the Shapiro-Wilk normality test. Data that followed a parametric distribution were analysed using ANOVA or t-tests. In case of deviation from normality or in presence of a small sample sizes (N<6) a non-parametric Mann-Whitney U test, Kruskal-Wallis or aligned ranked transformed ANOVA was used. Multiple comparisons in ANOVA were corrected using the Sidak multiple comparison test. p-values smaller than 0.05 were considered significant. The p-value and the test performed are indicated in the figure and figure legend, respectively.

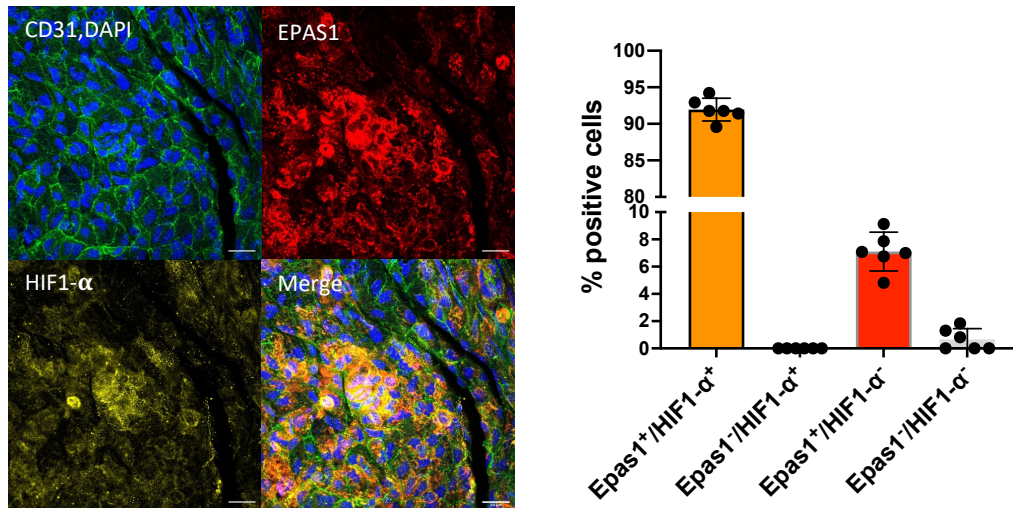

**Figure S1. Co-expression of EPAS1 and HIF1A at an atheroprone region.**

Aortic arches were isolated from C57BL/6J mice (N=6) aged 6-8 weeks and *en face* immunostaining was performed using anti-EPAS1 (red) and anti-HIF1A (yellow) antibodies. Endothelium was co-stained (CD31; green) and nuclei detected using DAPI (blue). The proportions of EPAS1+/HIF1A+, EPAS1+/HIF1A-, EPAS1-/HIF1A+ and EPAS1-/HIF1A- cells at the LOSS region were calculated. Mean levels +/- standard deviations are shown. Each data point represents an animal.

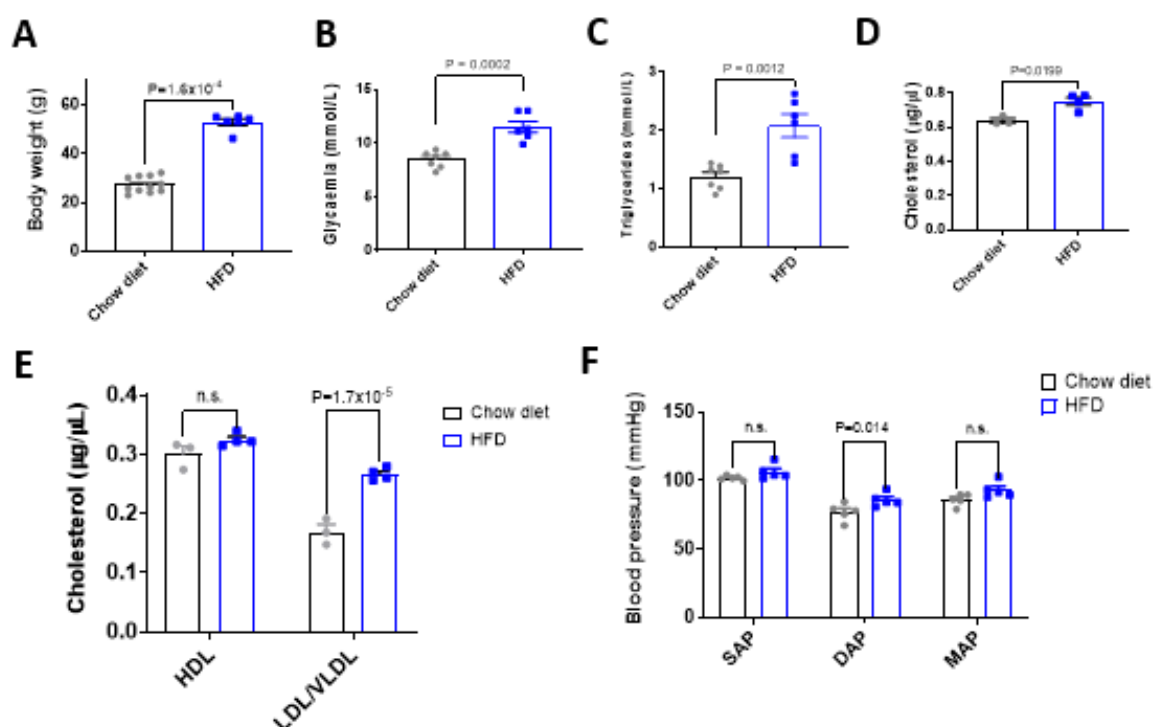

**Figure S2. Metabolic changes in obese mice fed a high fat diet.**

C57BL/6N mice aged 5 weeks were exposed to HFD (N=6) or to standard chow (N=11) for 25 weeks. Body weight (A), glycaemia (B), plasma triglycerides (C) were measured. Total plasma cholesterol (D) and HDL cholesterol and LDL/VLDL cholesterol (E) were quantified in chow fed mice (N=3) and HFD mice (N=4). (F) Systolic (SAP), diastolic (DAP) and mean (MAP) arterial blood pressures were measured in 5 mice per group. Each data point represents an animal. Differences between means were analysed using a Mann-Whitney U test in A,D, t-test in B,C or using an aligned ranked transform ANOVA in E and F.

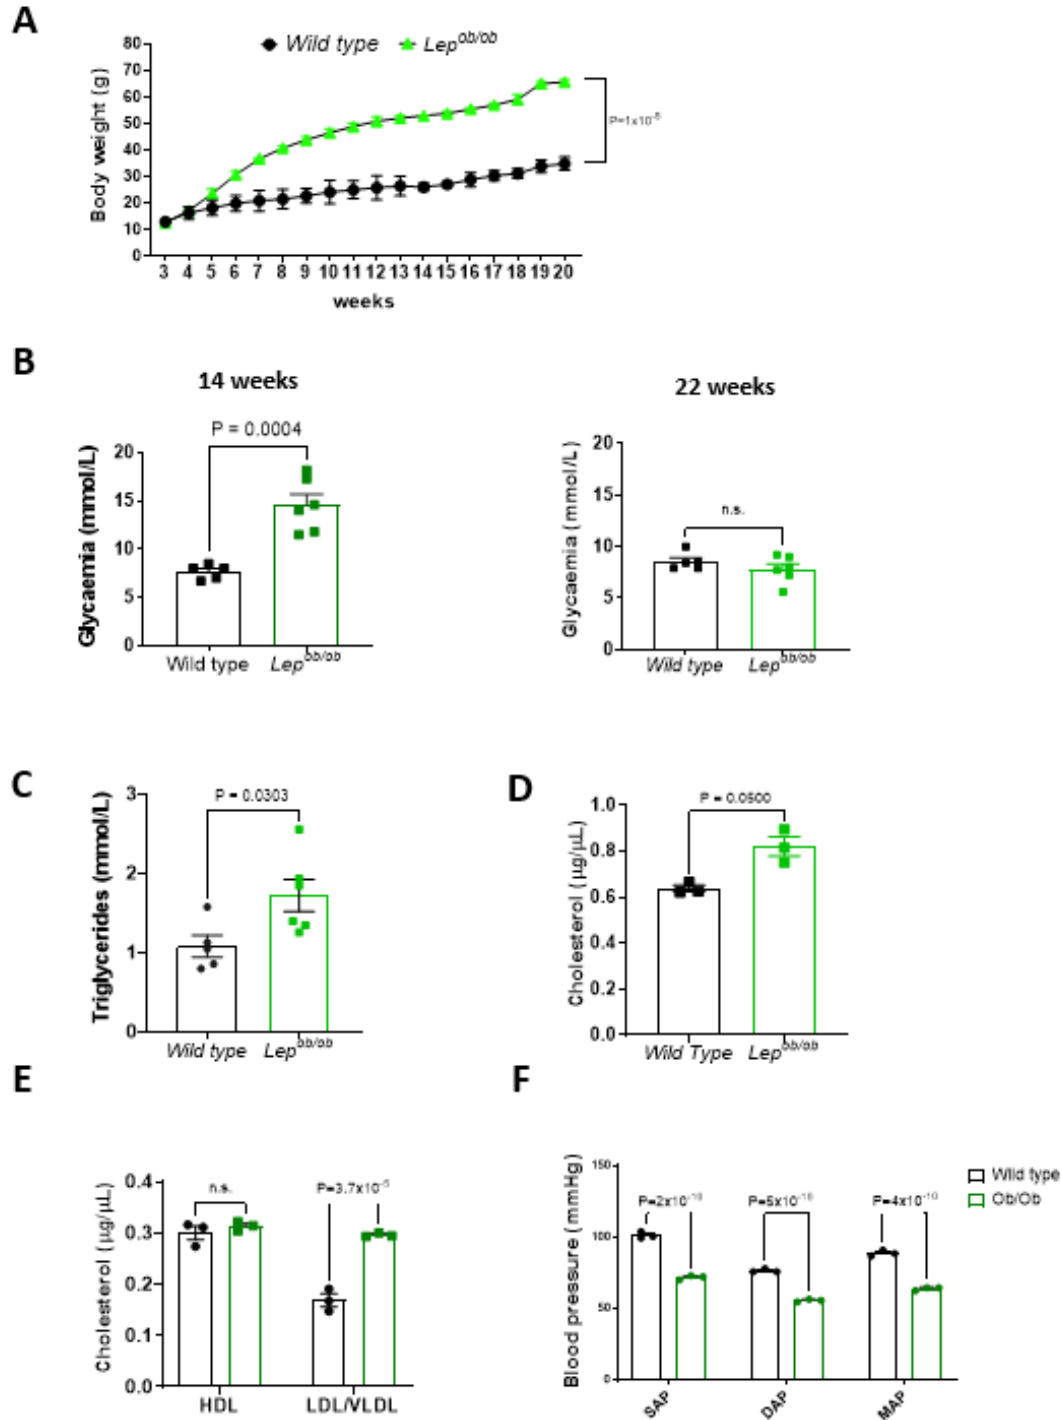

**Figure S3. Metabolic changes in *Lep<sup>ob/ob</sup>* mice.**

(A) Body weight was measured weekly in *Lep<sup>ob/ob</sup>* mice and littermate controls (wild type) from 3-20 weeks. (B) *Lep<sup>ob/ob</sup>* mice (N=6) and littermate controls (wild type, N=5) aged 14 and 22 weeks were analysed for glycaemia. (C-F) *Lep<sup>ob/ob</sup>* mice and littermate controls (wild type) aged 22 weeks were analysed for plasma triglycerides (C), total plasma cholesterol (D) and HDL cholesterol and LDL/VLDL cholesterol (E). (F) Systolic (SAP), diastolic (DAP) and mean (MAP) arterial blood pressures were measured in *Lep<sup>ob/ob</sup>* mice and littermate controls (wild type) aged 22 weeks, N=3 per group. Each data point represents an animal. Differences between means were analysed using a t-test in A, a Mann-Whitney U test in B, C, D or an aligned ranked transform ANOVA in E and F.

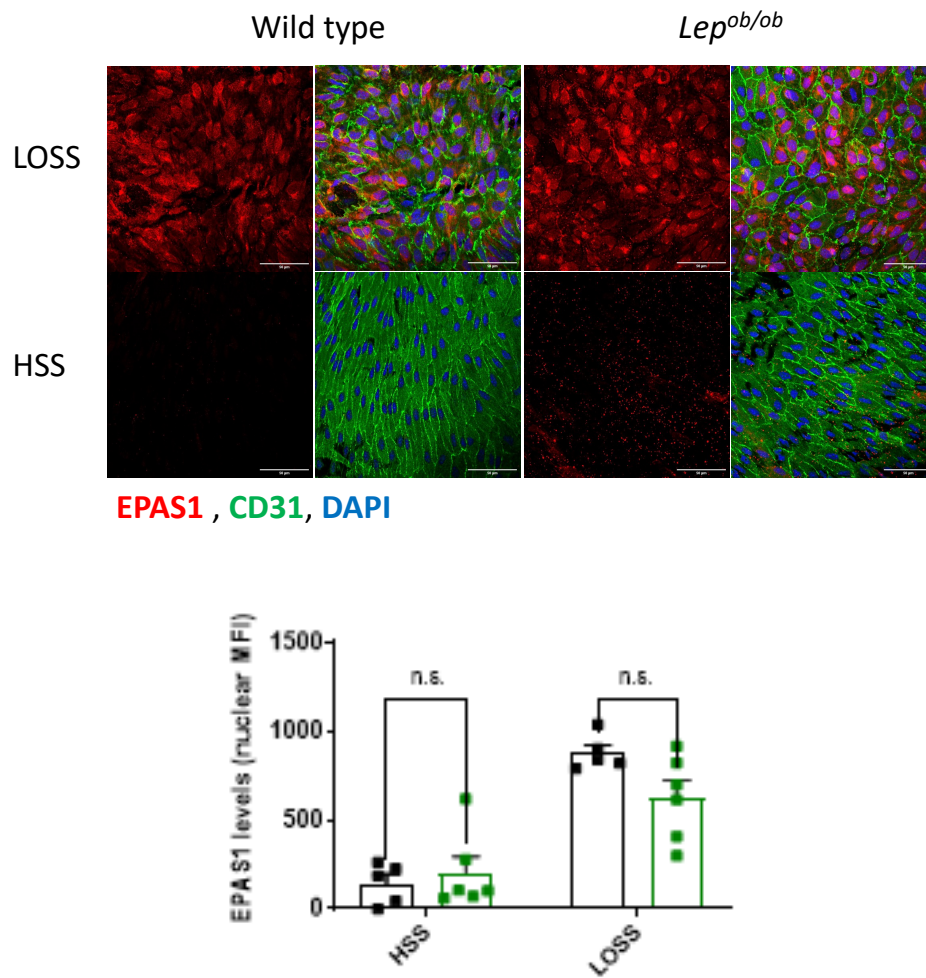

**Figure S4. EPAS1 levels are not reduced in presence of hyperglycaemia.**

*Lep<sup>ob/ob</sup>* mice (N=6) and littermate controls (wild type, N=5) aged 14 weeks were analysed. Aortic EC were stained *en face* using anti-EPAS1 antibodies (red) and fluorescence was quantified at LOSS and HSS regions. Endothelium was co-stained (CD31; green) and nuclei detected using DAPI (blue). Scale bar 50 μm. Each data point represents an animal. Differences between means were analysed using an aligned ranked transform ANOVA.

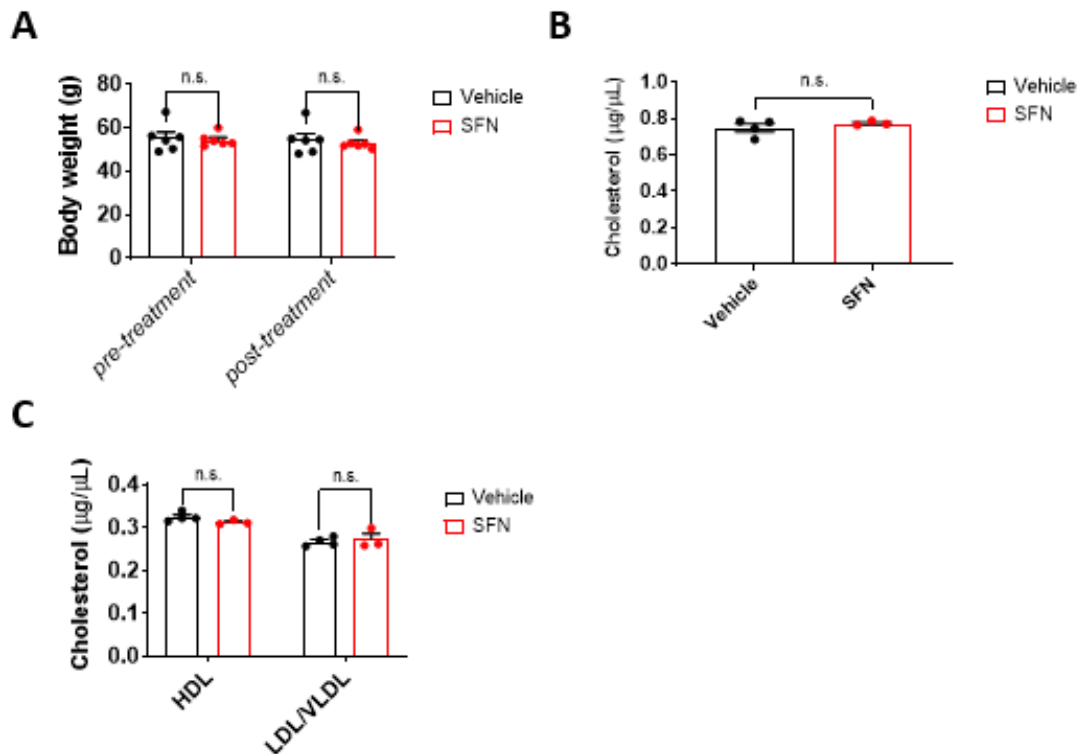

**Figure S5. SFN does not regulate cholesterol levels or body weight.**

C57BL/6N mice aged 5 weeks were exposed to HFD for 25 weeks (pretreatment group). They were then treated with sulforaphane (SFN; daily I.P. injections 5 mg/kg for 3 days), or vehicle treated for 3 days. N=6 each group with both groups receiving a HFD for that period. Body weight (A) was measured before and after the treatment with SFN and total plasma cholesterol (B), and plasma HDL and LDL/VLDL cholesterol levels (C) were measured in N=3 mice each group. Each data point represents an animal. Differences between means were analysed using two-way ANOVA (A), a Mann-Whitney U test (B) or an aligned ranked transform ANOVA (C).

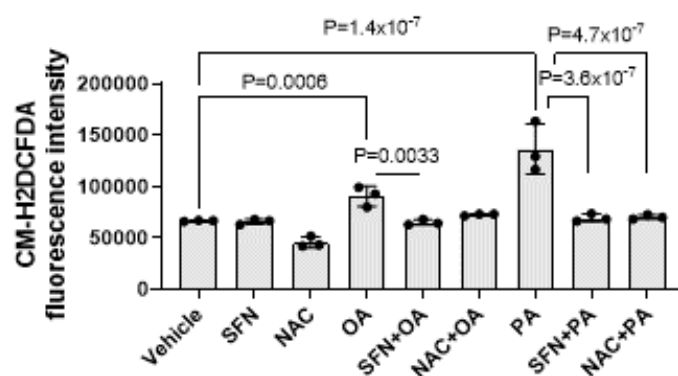

**Figure S6. SFN reduces reactive oxygen species in EC exposed to LOSS.**

PAEC (N=3) were exposed to LOSS for 72 h using the orbital system in the presence or absence of OA (0.25 mM) or PA (0.25 mM). Some cultures were treated with SFN (10 $\mu$ M) or NAC (1mM) either alone or together with OA or PA. Levels of reactive oxygen species were quantified in live cells using CM-H2DCFDA. Mean fluorescence  $\pm$  standard deviations are shown. Each data point represents a biological replicate. Differences between means were analysed using an aligned ranked transform ANOVA.

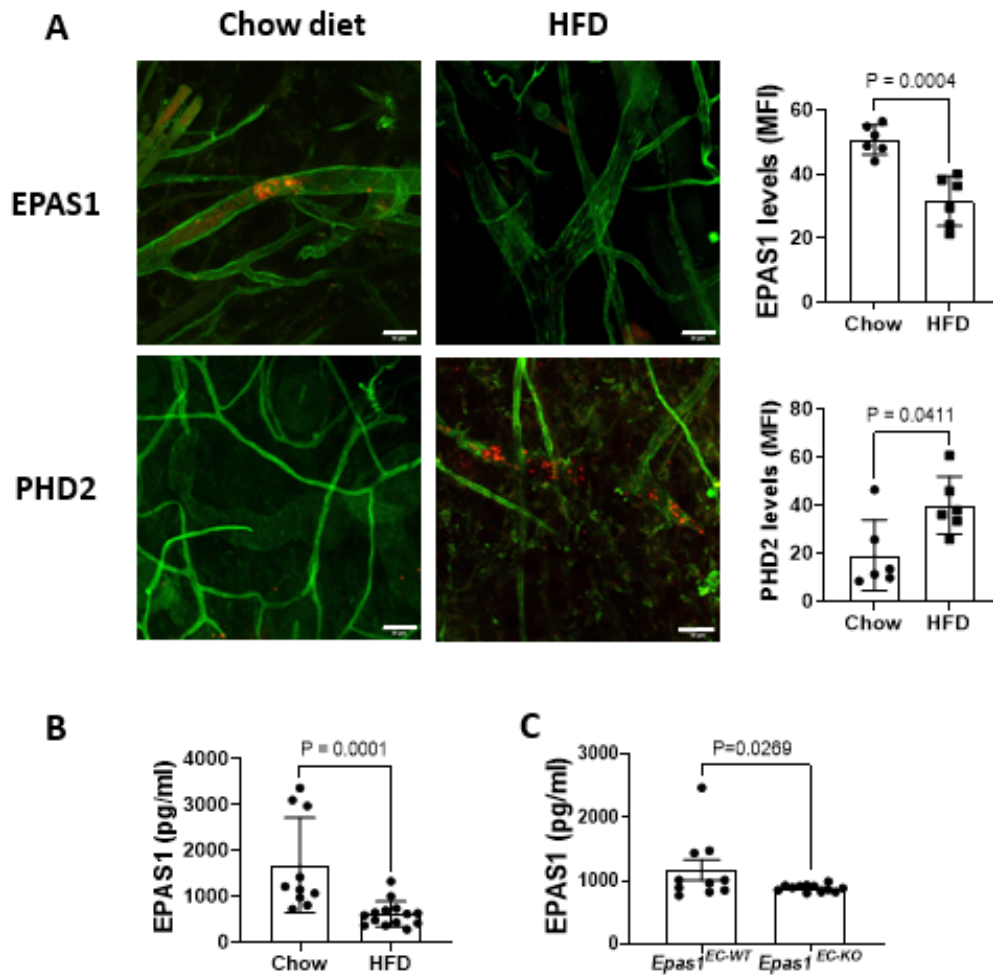

**Figure S7. Microvascular EPAS1 is reduced in murine obesity.**

C57BL/6N mice aged 10 weeks were exposed to HFD (N=6) or to standard chow (N=6) for 10 weeks. (A) Immunofluorescent staining was used to quantify levels of EPAS1 (red) or PHD2 (red) in dermal microvasculature. EC were identified by co-staining using anti-CD31 antibodies (green). Scale bar 50µm. Mean fluorescent levels +/- standard deviations are shown. Differences between means were analysed using a t-test. (B) Serum levels of EPAS1 were measured and mean values are shown with standard deviations. (C) Plasma levels of *Epas1*<sup>EC-KO</sup> mice (N=10) and littermate controls (*Epas1*<sup>EC-WT</sup>, N=12) exposed to HFD for 8 weeks were measured and mean values are shown with standard deviations. Each data point represents a biological replicate. Differences between means were analysed using a t-test (A) or a Mann-Whitney U test (B, C).

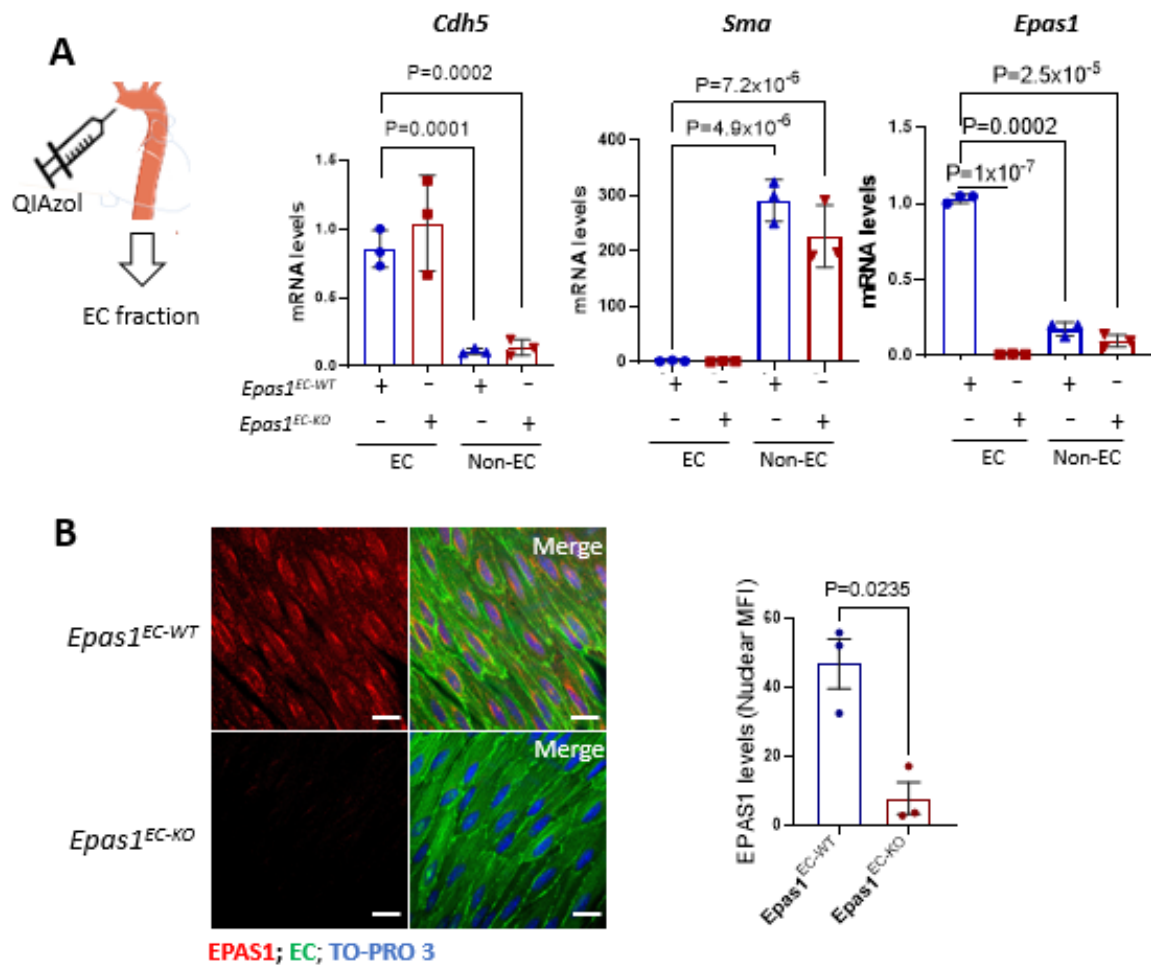

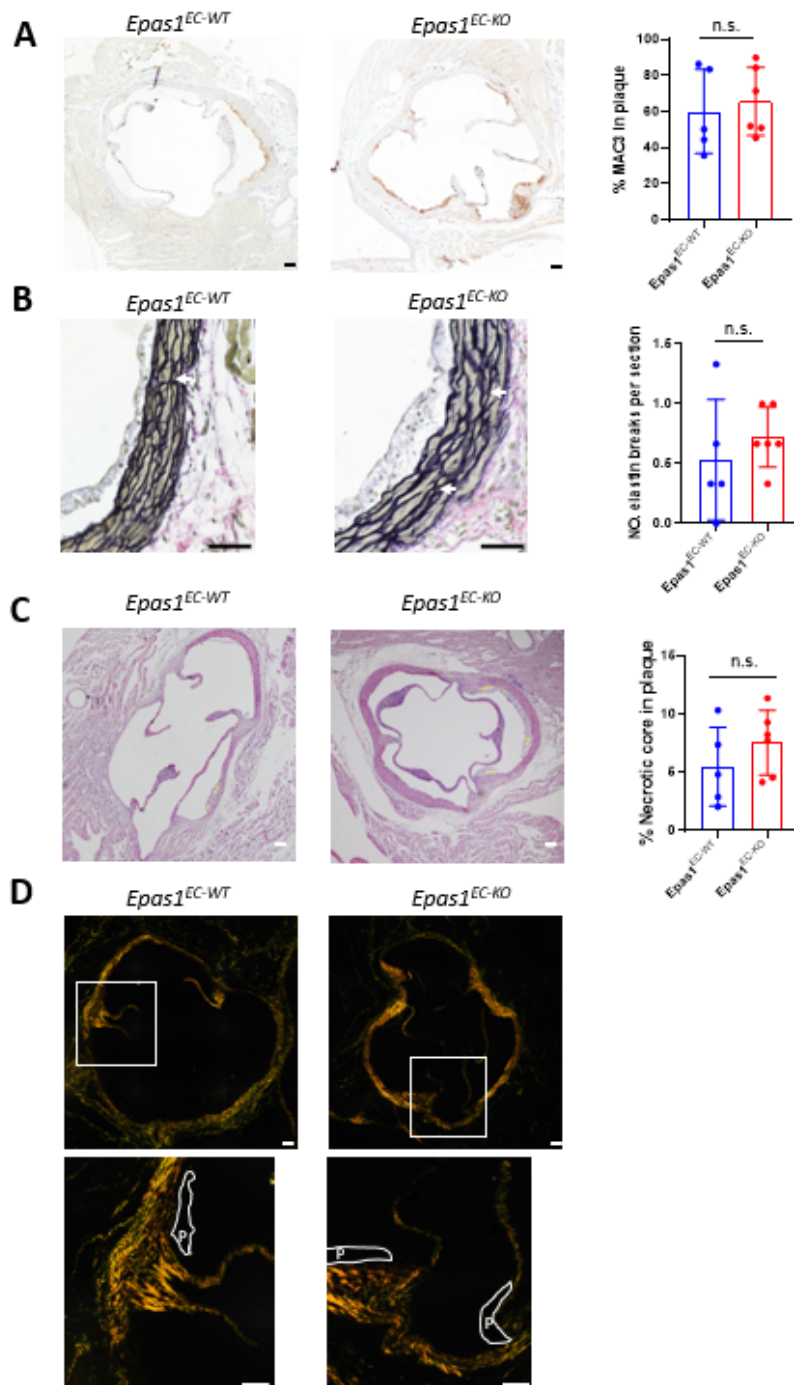

**Figure S9. Endothelial *Epas1* effects on plaque composition.**

*Epas1*<sup>EC-KO</sup> mice (N=6) aged 6 weeks and *Epas1*<sup>EC-WT</sup> mice (N=5) received five intraperitoneal injections of tamoxifen and one injection of PCSK9-AAV virus at specified time points. After 8 weeks fed with high fat diet, the mice were culled and aortic roots were analysed. Representative images are shown, scale bar 200µm. (A) Plaques were stained using anti-MAC3 antibodies to detect macrophages and the proportion of plaque area occupied by macrophages was quantified. The average number of elastin breaks (B; arrows) and the proportion of plaque occupied by necrotic material (C; indicated by yellow line) was quantified. Each data points represents one mouse and mean  $\pm$  SEM are shown. Differences between means were analysed using a Mann-Whitney U test. (D) Plaques were stained using Picrosirius Red to detect collagen and analysed using polarized light microscopy. Collagen was not detected within any of the plaques (identified using white line; P).

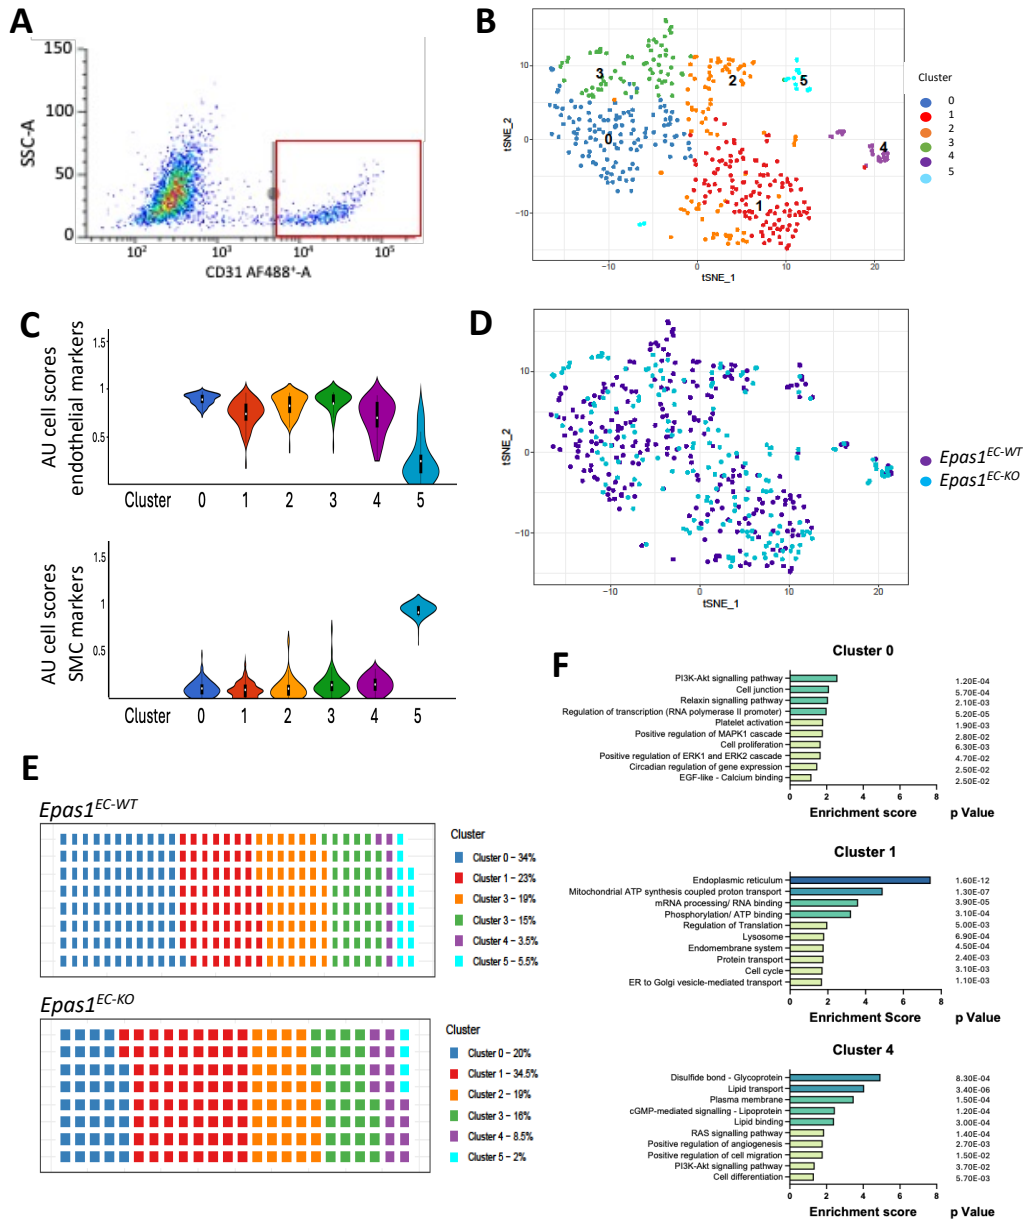

**Figure S10. scRNA-seq analysis of murine aortic endothelial cells.** *Epas1<sup>EC-KO</sup>* mice and littermate controls lacking Cre (*Epas1<sup>EC-WT</sup>*) were injected with tamoxifen aged 6 weeks and analysed 2 weeks later. Aortas from *Epas1<sup>EC-KO</sup>* and *Epas1<sup>EC-WT</sup>* littermate control mice were processed to generate single cells and then analysed by FACS of CD31<sup>+</sup> CD45<sup>-</sup> cells coupled to scRNAseq. (A) Representative flow cytometry profile of CD31 staining after gating out CD45-positive cells. CD31-positive cells (red box) were sorted into a 384-well plate for scRNAseq. (B) t-SNE representation of single-cell transcriptomes from *Epas1<sup>EC-KO</sup>* and control mice coloured by cluster assignment. Clusters were identified using unbiased hierarchical clustering. (C) Five distinct clusters (0-4) exhibited enrichment of multiple endothelial markers and were therefore defined as endothelial cells. Cluster 5 was enriched for multiple VSMC markers including and was therefore defined as VSMCs. VSMC: vascular smooth muscle cells. (D) t-SNE showing the cell contribution of *Epas1<sup>EC-KO</sup>* and *Epas1<sup>EC-WT</sup>* mice to each subpopulation. (E) Cell distribution across cell clusters in *Epas1<sup>EC-KO</sup>* and *Epas1<sup>EC-WT</sup>* mice. Clusters 1 and 4 are largely composed of ECs derived from *Epas1<sup>EC-KO</sup>* mice whereas cluster 0 is mainly composed of ECs derived from control mice. (F) Enrichment scores of enriched GO pathways for clusters 0, 1 and 4. Differences in means were analysed using the Wilcoxon Rank Sum Test and p-values are annotated.

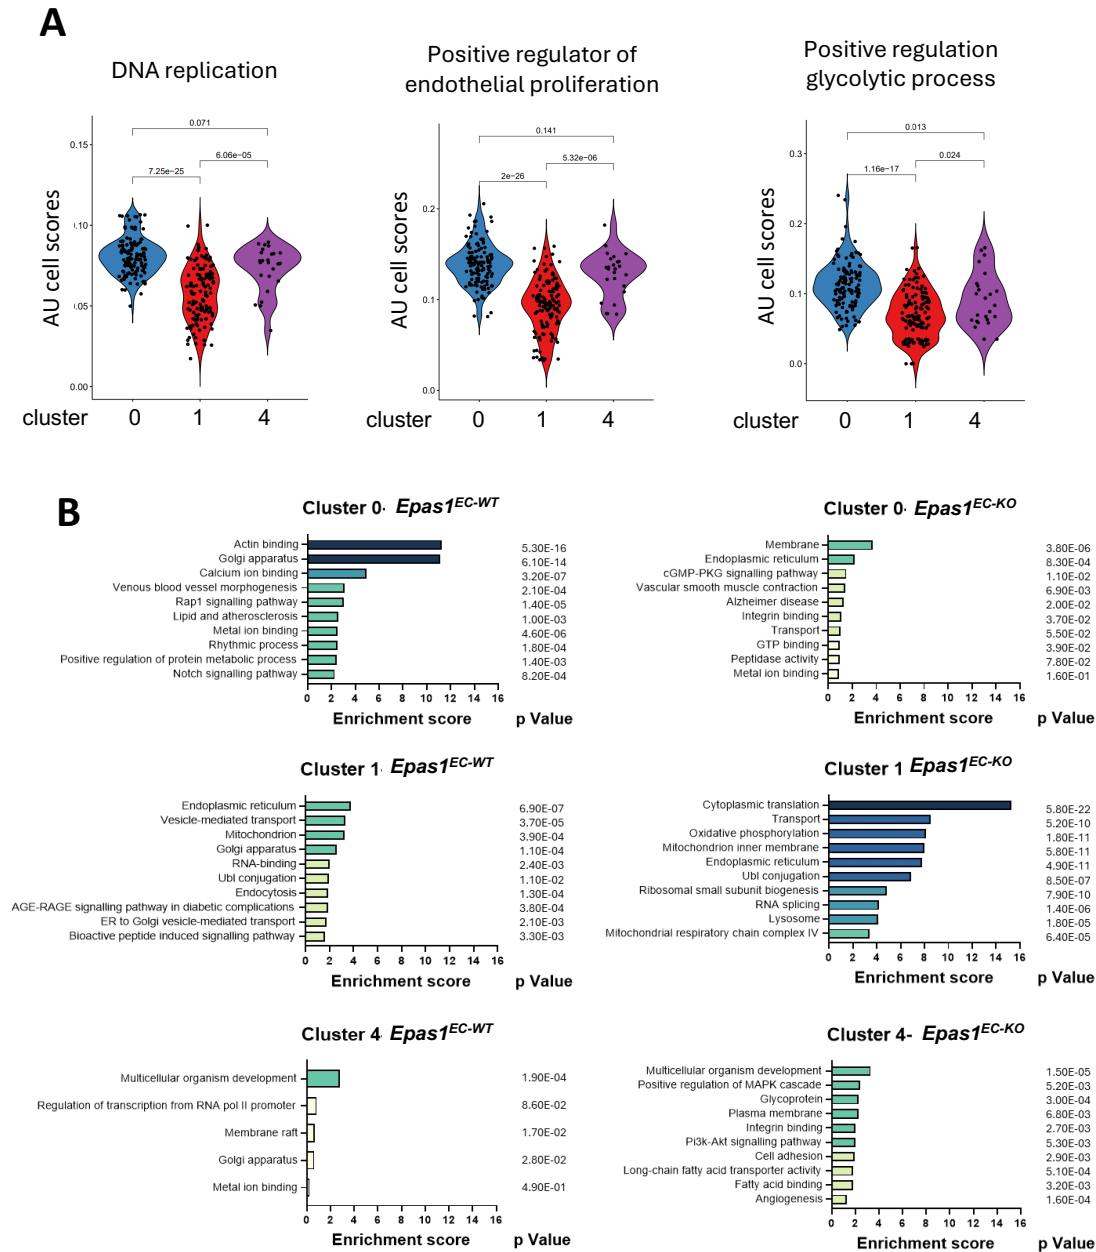

**Figure S11. Functional annotation of scRNA-seq.**

*Epas1*<sup>EC-KO</sup> mice and littermate controls lacking Cre (*Epas1*<sup>EC-WT</sup>) were injected with tamoxifen aged 6 weeks and analysed 2 weeks later. Aortas from *Epas1*<sup>EC-KO</sup> and *Epas1*<sup>EC-WT</sup> littermate control mice were processed to generate single cells and then analysed by FACS of CD31<sup>+</sup> CD45<sup>-</sup> cells coupled to scRNAseq. Clusters were identified using unbiased hierarchical clustering. (A) Genes representing the GO terms 'DNA replication', 'Positive regulator of endothelial proliferation' and 'Positive regulation glycolytic process' were measured in each cell and are presented as violin plots as an average for clusters 0, 1 and 4. (B) Enrichment scores of enriched GO pathways for cells from *Epas1*<sup>EC-KO</sup> or *Epas1*<sup>EC-WT</sup> in clusters 0, 1 and 4. Differences in means were analysed using the Wilcoxon Rank Sum Test and p-values are annotated.

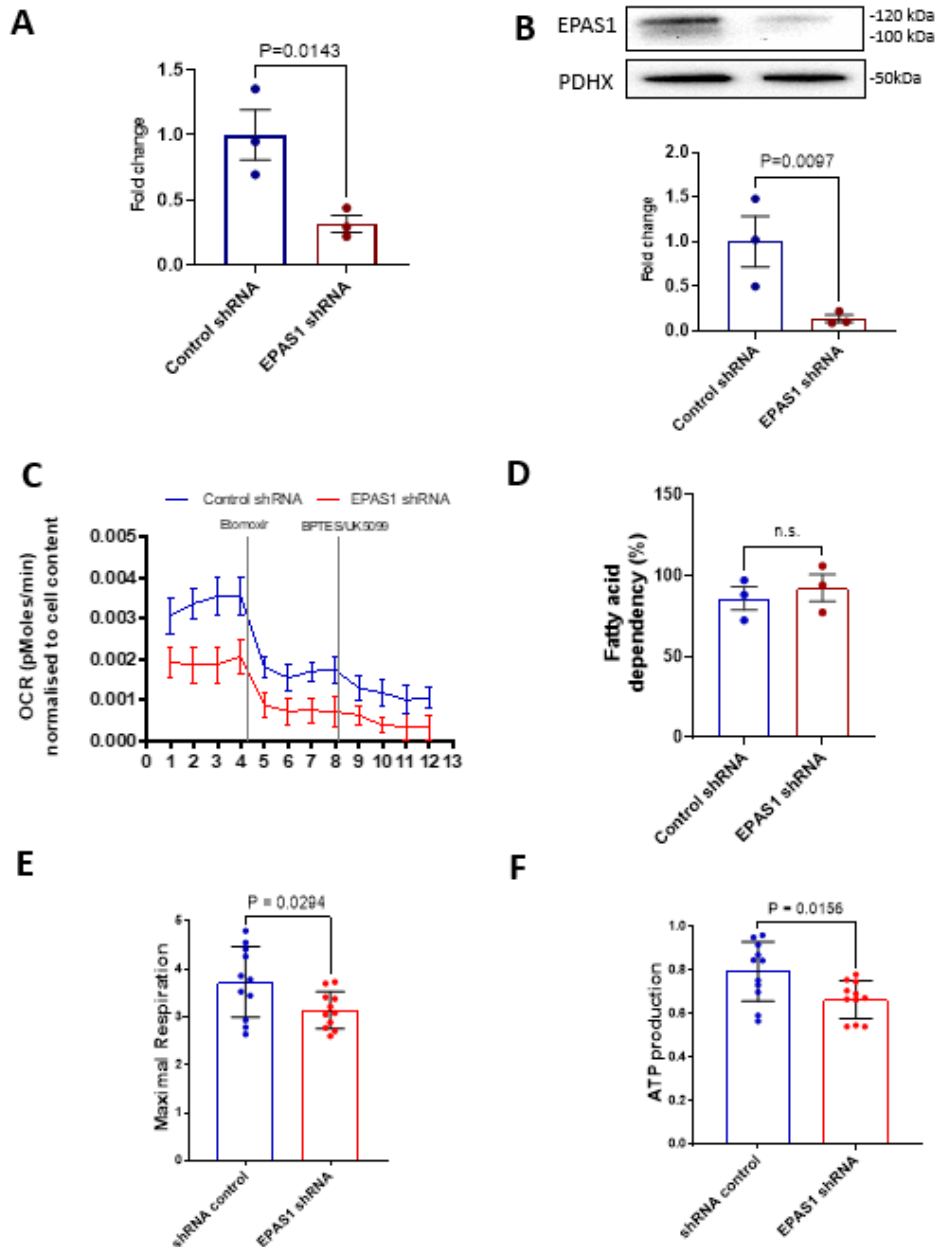

**Figure S12. Endothelial *EPAS1* regulates fatty acid metabolism.**

(A, B) Validation of gene silencing. PAEC were treated with shRNA targeting *EPAS1* (N=3) or with scrambled control (N=3) and exposed to LOSS for 72 h using the orbital system. Expression levels of target genes were quantified by (A) qRT-PCR (n=3) or (B) immunoblotting (n=3). (C, D) Influence of *EPAS1* on bioenergetics profiles. PAEC were treated with shRNA targeting *EPAS1* (N=3) or with scrambled control (N=3) and then exposed to LOSS for 72 h using the orbital system. Basal oxygen consumption rates (OCR) were measured prior to addition of Etomoxir to assess contribution of fatty acid  $\beta$ -oxidation, and addition of UK5099 and BPTES to assess contribution of glycolysis and glutamate. (C) Kinetic profiles. Mean OCRs were calculated and are shown  $\pm$  standard errors. (D) Fatty acid dependency was calculated and mean values are shown  $\pm$  standard errors. Each data points represents a biological replicate. (E) Mitostress assay was performed to measure mitochondrial respiration capacity via inhibitions of complex V, I and III. Maximal respiration was calculated and mean values are shown  $\pm$  standard errors (N=11). (G) ATP production was calculated and mean values are shown  $\pm$  standard errors (N=11). Each datapoint represents a technical replicate in E and F. Differences between means were analysed using a Mann-Whitney U test (A,B,D) or at-test (E,F).

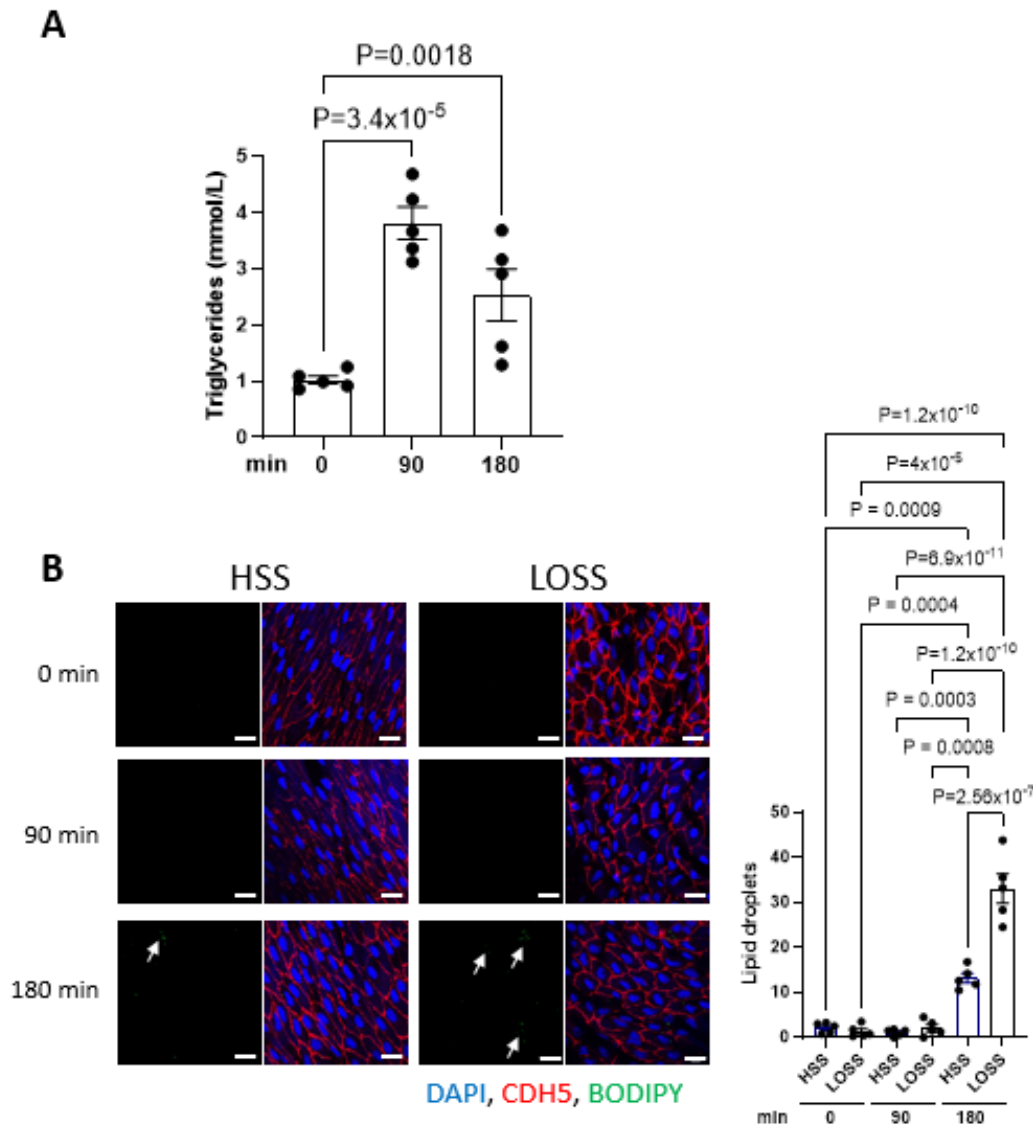

**Figure S13. Lipid droplets accumulate in EC at an atheroprone region.**

C57BL/6J mice aged 9 weeks were fasted for 8 h and then exposed to 10 ml/kg body weight olive oil by oral gavage. (A) Plasma triglyceride levels were quantified (N=5 per group). (B) Lipid droplets were quantified in EC of aortic arches by *en face* staining using BODIPY 493/503 (green). Endothelium was co-stained (CDH5; red) and nuclei detected using DAPI (blue). Scale bar 20µm. The number of lipid droplets identified in 10 fields of view was quantified for each animal and mean values  $\pm$  standard deviations are shown. Each data point represents an animal. Differences between means were analysed using a Kurskal-Wallis test (A) or an aligned ranked transform ANOVA (B).

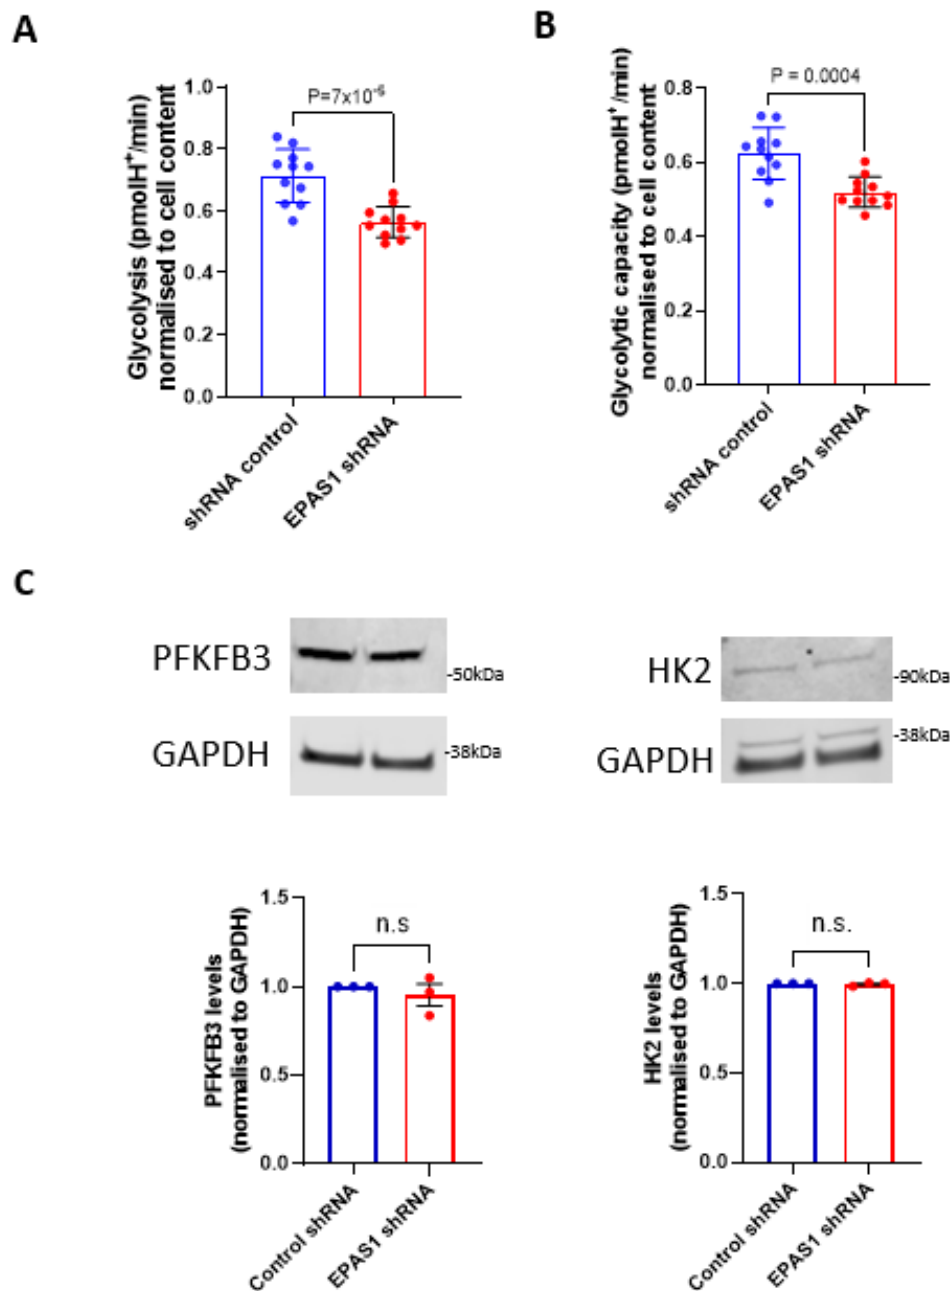

**Figure S14. Endothelial EPAS1 does not regulate glycolysis.**

PAEC were treated with shRNA targeting *EPAS1* or with scrambled control (N=3 per group) and then exposed to LOSS for 72 h using the orbital system. (A-C) Basal ECAR was assessed under glucose starvation to then investigate contribution of glycolysis after addition of glucose, followed by addition of oligomycin to assess glycolytic capacity. (A) Glycolysis and glycolytic capacity (B) were calculated and are shown  $\pm$  standard errors. (A, B) Each datapoint represents a technical replicate. (C) Protein levels of PFKFB3 and HK2 were quantified by immunoblotting. Representative images and mean values normalized to the level of GAPDH are shown. Each data point represents a biological replicate. Differences between means were analysed using a t-test (A,B) or a Mann-Whitney U test (C).

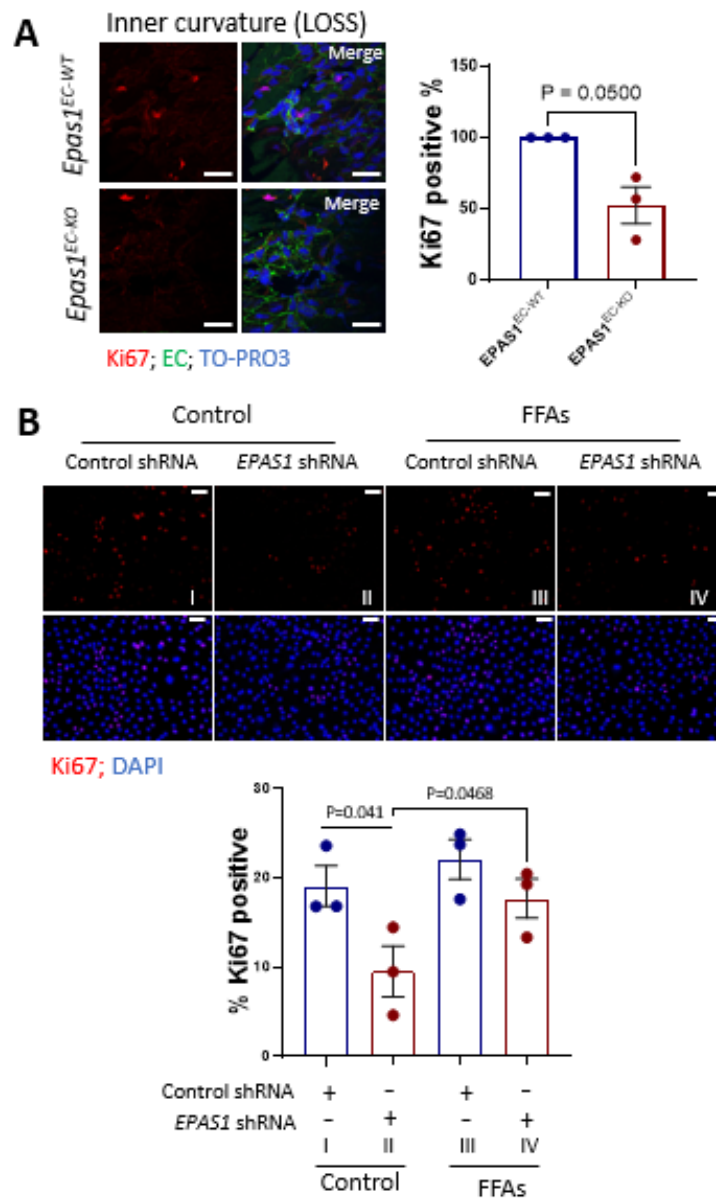

**Figure S15. EPAS1 controls endothelial proliferation at atheroprone regions.**

(A) *Epas1*<sup>EC-KO</sup> mice and littermate controls lacking Cre (*Epas1*<sup>EC-WT</sup>) were injected with tamoxifen aged 6 weeks and analysed 2 weeks later (N=3 per group). Aortic EC were stained *en face* using anti-Ki67 antibodies (red) and fluorescence was quantified at a LOSS region. Endothelium was co-stained (EC; green) and nuclei detected using TO-PRO-3 (blue). Each data point represents an animal. Scale bar 50µm. (B) PAEC were treated with shRNA targeting *EPAS1* or with a scrambled control and then exposed to LOSS for 72 h using the orbital shaker system (N=3 per group). Some cultures were also exposed to exogenous OA. Protein levels of Ki67 were quantified by immunofluorescence staining with co-staining of nuclei using DAPI (n=3). The proportion of Ki67-positive cells was analysed and mean values +/- standard errors are shown. Each data point represents an animal. Differences between means were analyzed using a Mann-Whitney U test (A) or an aligned ranked transform ANOVA(B).

Table S1. qPCR primers

| Species | Target | Forward Sequence        | Reverse Sequence            |
|---------|--------|-------------------------|-----------------------------|
| Human   | HPRT   | TTGGTCAGGCAGTATAATCC    | GGGCATATCCTACAACAAAC        |
| Human   | EPAS1  | GCTTCCTGCGAACACACAAG    | GGTCACCACGGCAATGAAAC        |
| Human   | PHD3   | AACTGAATCTGCCCTCACTGAAG | ATAATTCAGGAACCGTTACTAAAATGA |
| Human   | PHD2   | TGAGCAGCATGGACGACCTGAT  | CGTACATAACCCGTTCCATTGCC     |
| Pig     | B2M    | GGTTCAGGTTTACTCACGCCAC  | CTTAACATATCTTGGGCTTATCG     |
| Pig     | EPAS1  | CAGGGGACGGTCATCTACAA    | TCTCAATCTCACTCAGGACGT       |
| Pig     | LIPG   | TGCAACAGCCAAAACCTTCT    | TGTCCCACTTTCCTCGTGTT        |
| Pig     | CD36   | CTGGTGCTGTCATTGGAGCAGT  | CTGTCTGTAAACTTCCGTGCCTGTT   |
| Mouse   | HPRT   | AGTCCCAGCGTCGTGATTAG    | TCTCGAGCAAGTCTTTCAGTCC      |
| Mouse   | EPAS1  | CAGAGCTGAGGAAGGAGAAATC  | GCCAACTCATAGAAGACCTCC       |
| Mouse   | CDH5   | TCTTGCCAGCAAACCTCCT     | TTGGAATCAAATGCACATCG        |
| Mouse   | ACTA2  | CATCATGCGTCTGGACTTGG    | AATCTCACGCTCGGCAGTAG        |

Table S2. Details of antibodies used for staining and western blotting.

| Antibody target                   | Brand                     | Catalogue number | Concentration/dilution |
|-----------------------------------|---------------------------|------------------|------------------------|
| Rabbit IgG                        | Millipore                 | 12-370           | 6.6 µg/ml              |
| Rat IgG                           | Biolegend                 | 400401           | 10 µg/ml               |
| Mouse IgG                         | Santa Cruz                | Sc-2025          | 5µg/ml                 |
| Goat IgG                          | R&D                       | AB-108-C         | 10 µg/ml               |
| EPAS1/HIF2-α                      | Abcam                     | ab199            | 6.6 µg/ml              |
| PECAM-1 conjugated AF488          | Biolegend                 | MEC13.3 (102501) | 10 µg/ml               |
| PHD2                              | Abcam                     | ab4561           | 5µg/ml                 |
| EPAS1/HIF2-α (microvasculature)   | Novus Biological          | NB100-122        | 5µg/ml                 |
| CDH5                              | BD Pharmingen             | 555289           | 5µg/ml                 |
| NRF2                              | Santa Cruz                | sc13032          | 0.2 µg/ml              |
| CD36                              | R&D                       | AF2519           | 10 µg/ml               |
| LIPG                              | Abcam                     | ab24447          | 10 µg/ml               |
| HIF1-α                            | Thermo Fisher Scientific  | MA1-516          | 5µg/ml                 |
| Ki67                              | Thermo Fisher Scientific  | 14/5698/82       | 10 µg/ml               |
| GAPDH                             | Millipore                 | CB1001           | 0.1 µg/ml              |
| Alpha-tubulin                     | Cell Signaling            | 3873             | 0.02 µg/ml             |
| PFKFB3                            | Cell Signaling Technology | 13123S           | 1 µg/ml                |
| HK2                               | Cell Signaling Technology | 8337T            | 1 µg/ml                |
| Picro Sirius Red Stain Kit        | Abcam                     | ab150681         |                        |
| Goat anti-rabbit conjugated AF568 | Thermo Fisher Scientific  | A-11036          | 6.6-10 µg/ml           |
| Goat anti-rat conjugated AF568    | Thermo Fisher Scientific  | A-11077          | 10 µg/ml               |
| Goat anti-rabbit AF488            | Thermo Fisher Scientific  | A-11034          | 10 µg/ml               |
| Goat anti-Mouse AF647             | Abcam                     | A-21235          | 3.3 µg/ml              |
| Donkey anti-goat AF568            | Thermo Fisher Scientific  | A11057           | 10 µg/ml               |
| Donkey anti-rat AF488             | Thermo Fisher Scientific  | A21208           | 10 µg/ml               |
| Goat anti-mouse HRP               | DAKO                      | P0447            | 1:3000                 |
| Swine anti-Rabbit HRP             | DAKO                      | P0399            | 1:3000                 |
| Goat anti-Rabbit Dylight 680      | Thermo Fisher Scientific  | 35568            | 1:10000                |
| Goat anti-Mouse Dylight 800       | Thermo Fisher Scientific  | SA5-10176        | 1:10000                |

Table S3. Clinical data for obese cohort

# Supplementary material for: EPAS1 Attenuates Atherosclerosis Initiation at Disturbed Flow Sites Through Endothelial Fatty Acid Uptake
**Source:** Circ Res. 2024 Sep 5;135(8):822–37. doi: 10.1161/CIRCRESAHA.123.324054
**Supplement:** Supplementary file 4

## Major Resources Table

In order to allow validation and replication of experiments, all essential research materials listed in the Methods should be included in the Major Resources Table below. Authors are encouraged to use public repositories for protocols, data, code, and other materials and provide persistent identifiers and/or links to repositories when available. Authors may add or delete rows as needed.

### Animals (in vivo studies)

### Genetically Modified Animals

### Antibodies

## DNA/cDNA Clones

## Cultured Cells

## Data & Code Availability

## Other

DOI [to be added]

# Supplementary material for: EPAS1 Attenuates Atherosclerosis Initiation at Disturbed Flow Sites Through Endothelial Fatty Acid Uptake
**Source:** Circ Res. 2024 Sep 5;135(8):822–37. doi: 10.1161/CIRCRESAHA.123.324054
**Supplement:** Supplementary file 5

# Full unedited gel for Figure\_1A

EPAS1

PDHX

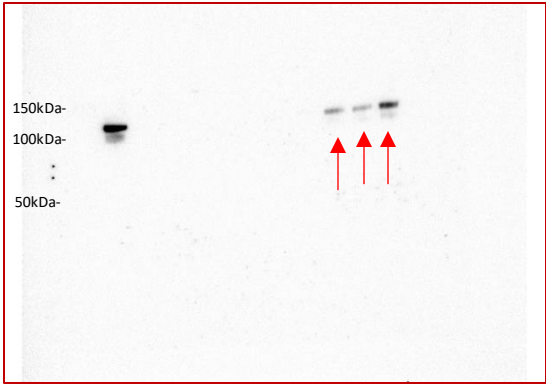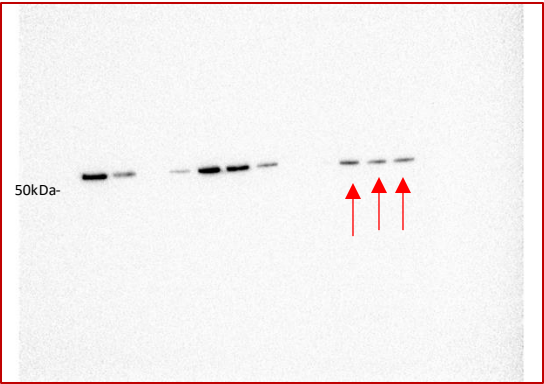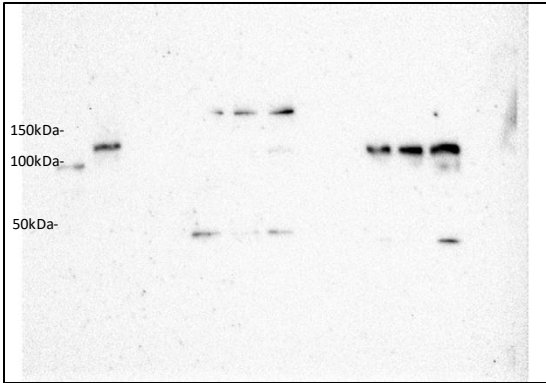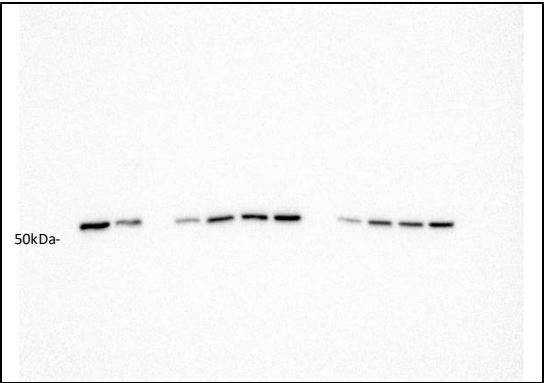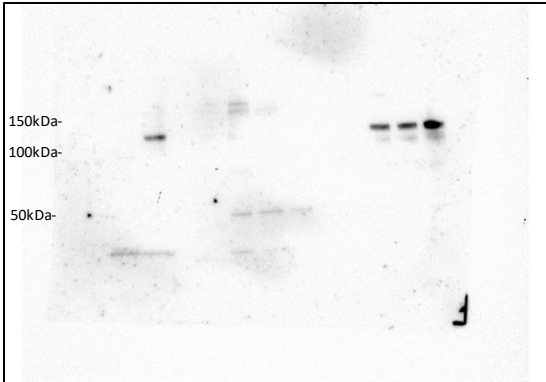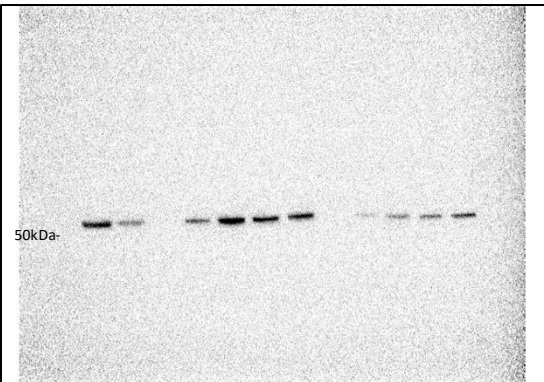

File name: WB24

File name: WB22

File name: WB21

PAEC exposed to High, Low or Low oscillatory shear stress for 72h on an ibidi flow system. Immunoblots were imaged using Biorad Chemiluminescence.

- LADDER
- Well 2 = normoxia control (static)
  - Well 3 = hypoxia control (static)
  - Well 4 = empty
  - Well 5 = PAEC static
  - Well 6 = PAEC HSS
  - Well 7 = PAEC LSS
  - Well 8 = PAEC LOSS
  - Well 9 = empty
  - Well 10 = PAEC static
  - Well 11 = PAEC (HSS) + DMOG for collection
  - Well 12 = PAEC (LSS) + DMOG for collection
  - Well 13 = PAEC (LOSS) + DMOG for collection
  - Well 14-15 = empty

Arrows indicating which lanes of the unedited gel correspond to those shown in the cropped blots within the manuscript.

# Full unedited gel for Figure\_1A

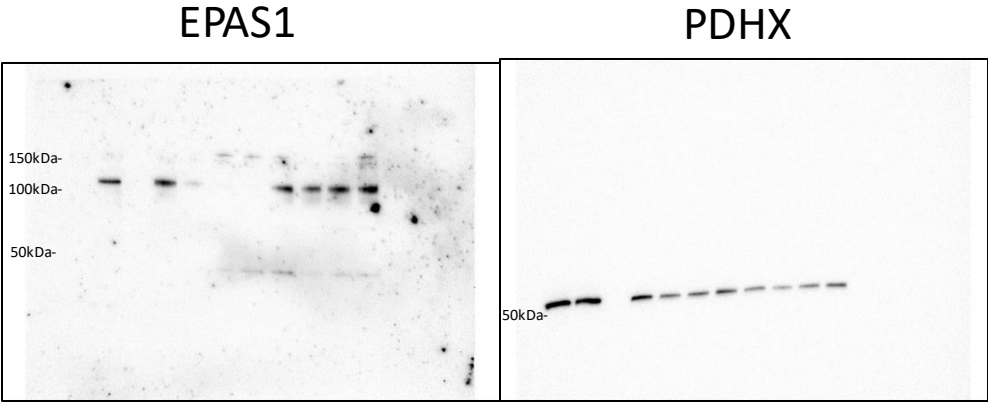

File name: WB27

PAEC exposed to High, Low or Low oscillatory shear stress for 72h on an ibidi flow system. Immunoblots were imaged using Biorad Chemiluminescence.

LADDER  
Well 2 = normoxia control (static)  
Well 3= hypoxia control (static)  
Well 4 = empty  
Well 5= PAEC static  
Well 6 = PAEC HSS  
Well 7= PAEC LSS  
Well 8= PAEC LOSS  
Well 9 = empty  
Well 10= PAEC static  
Well 11= PAEC (HSS) + DMOG for collection  
Well 12= PAEC (LSS) + DMOG for collection  
Well 13= PAEC (LOSS) + DMOG for collection  
Well 14-15=empty

Full unedited gel for Figure\_5A

EPAS1

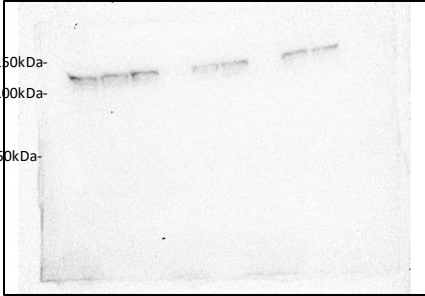

Alpha tubulin

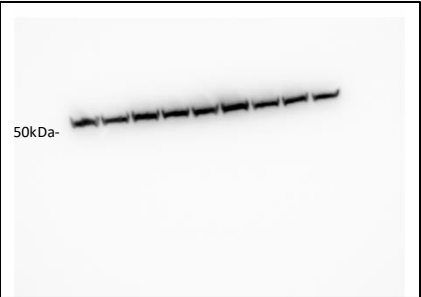

File name: WB21ICL

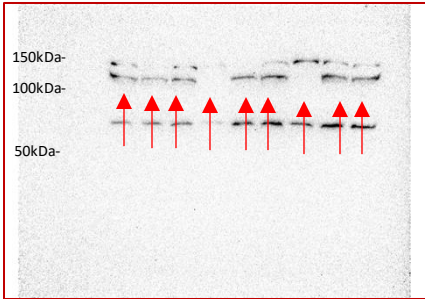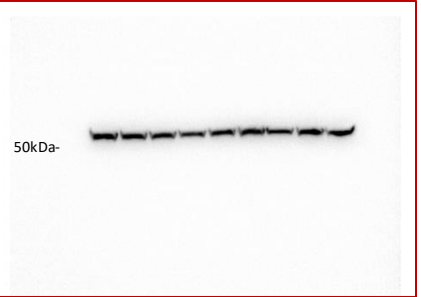

File name: WB22ICL

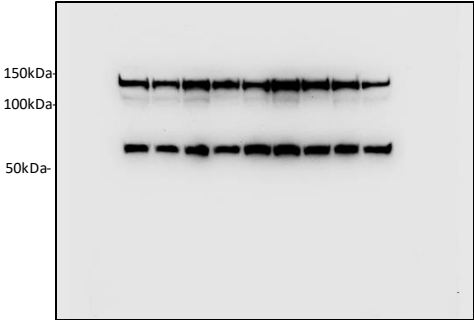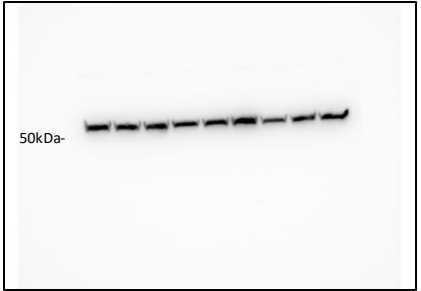

File name: WB24ICL

PAEC exposed to Low oscillatory shear stress for 72h and treated with Palmitate or oleic acid conjugated in BSA, Vehicle is BSA. With or without Sulforaphane or N-acetylcysteine treatment. Immunoblots were imaged using Biorad Chemiluminescence.

- Well1 =Ladder
- Well2 = Vehicle
- Well 3= Sulforaphane
- Well 4 = N-acetyl cysteine
- Well 5= Oleic acid
- Well 6 = Oleic acid+ Sulforaphane
- Well 7= OA+N-acetyl cysteine
- Well 8= PA
- Well 9 = PA+Sulforaphane
- Well 10= PA+N-acetyl cysteine

Full unedited gel for Figure\_5A

Alpha tubulin

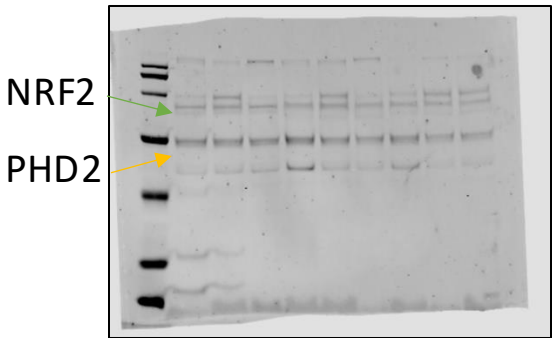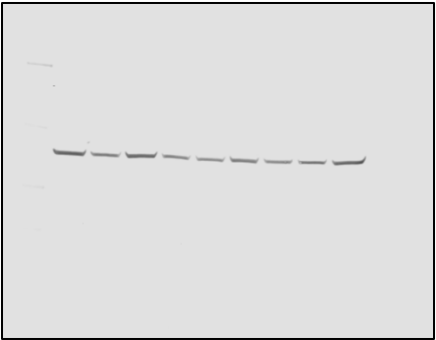

File name: WB10ICL

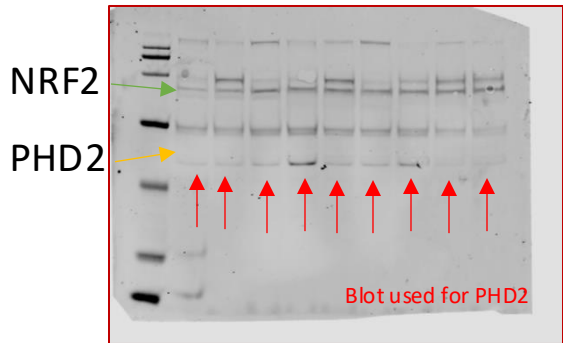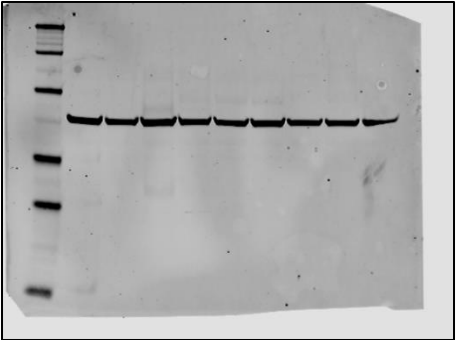

File name: WB13ICL

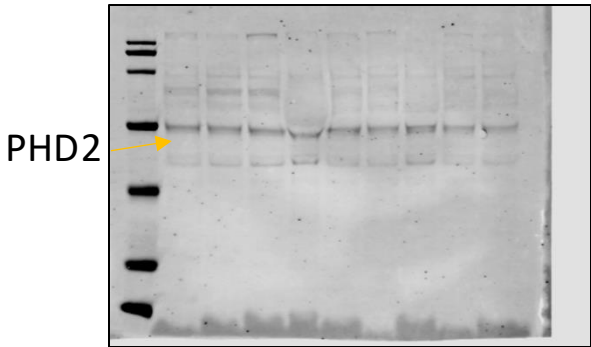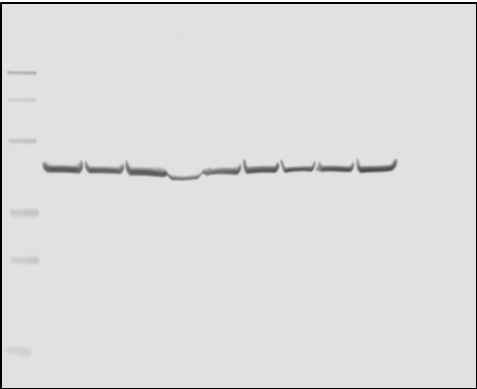

File name: WB14ICL  
for PHD2

PAEC exposed to Low oscillatory shear stress for 72h and treated with Palmitate or oleic acid conjugated in BSA, Vehicle is BSA. With or without Sulforaphane or N-acetylcysteine treatment. Immunoblots were imaged using Odyssey DLx (Li-Cor).

- Well1 =Ladder Dualcolour chameleon
- Well2 = Vehicle
- Well 3= Sulforaphane
- Well 4 = N-acetyl cysteine
- Well 5= Oleic acid
- Well 6 = Oleic acid+ Sulforaphane
- Well 7= OA+N-acetyl cysteine
- Well 8= PA
- Well 9 = PA+Sulforaphane
- Well 10= PA+N-acetyl cysteine

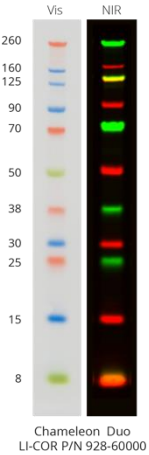

File name: WB7ICL for NRF2

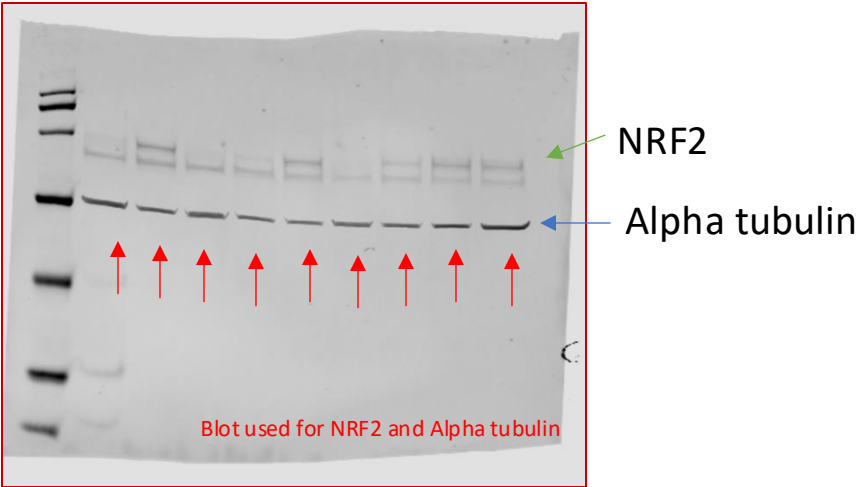

Full unedited gel for Figure\_ S12

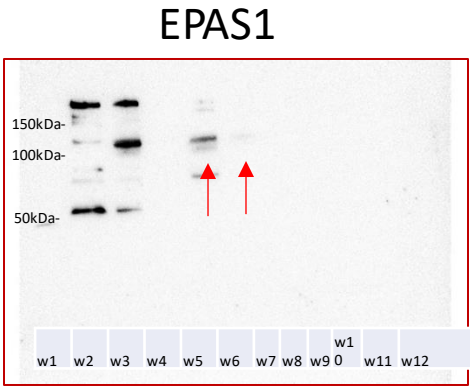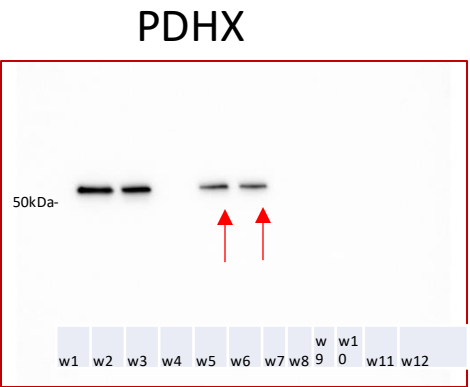

File name: WB41

PAEC treated with EPAS1 shRNA or control, and exposed to Low oscillatory shear stress for 72h. Immunoblots were imaged using Biorad Chemiluminescence.

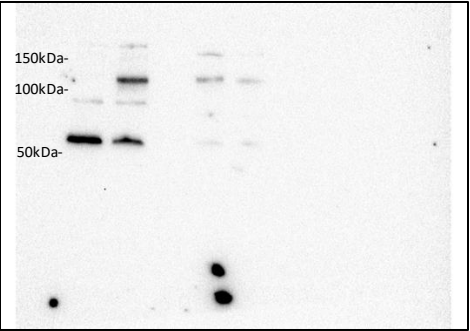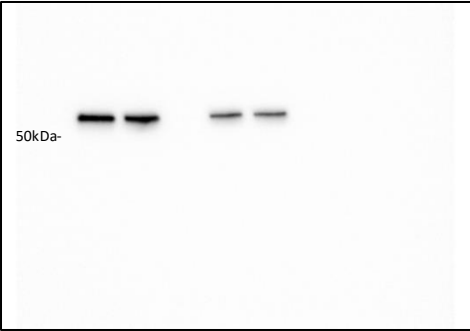

File name: WB42

Well1= ladder  
Well 2= normoxia control (static)  
Well 3= hypoxia control (static)  
Well 4 = empty  
Well 5= PAEC control treated cells (LOSS)  
Well 6= PAEC shRNA treated cells (LOSS)  
Well 7-12=empty

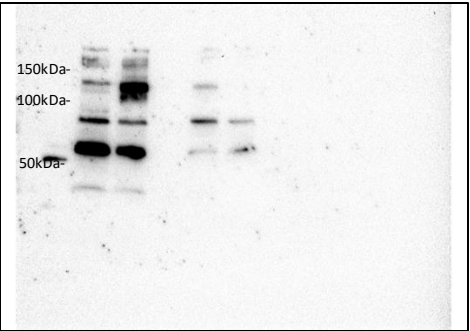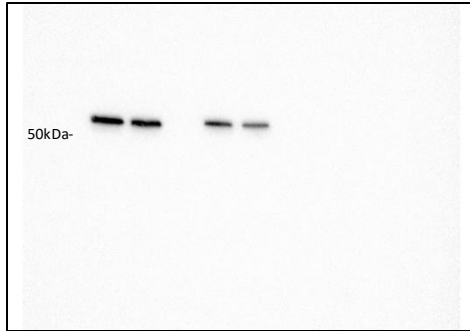

File name: WB43

Full unedited gel for Figure\_S14

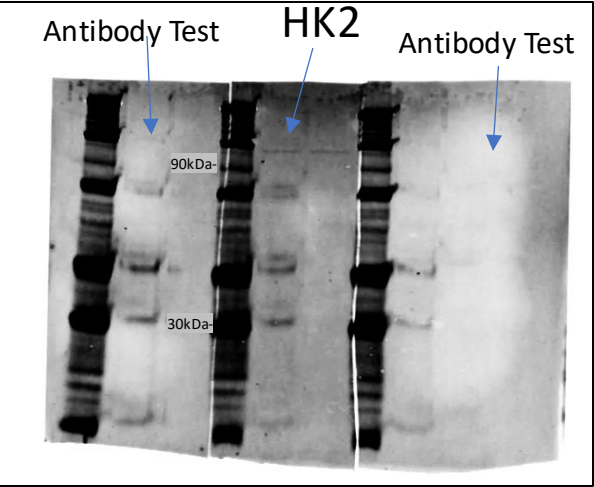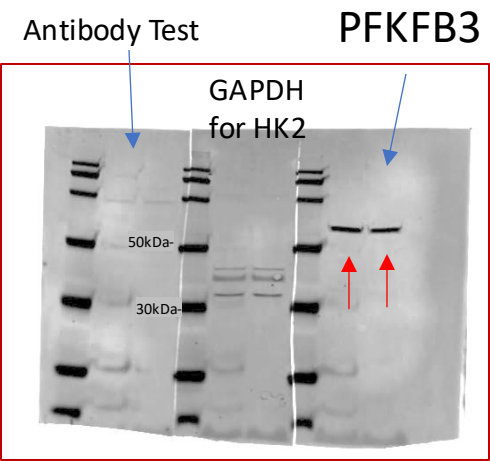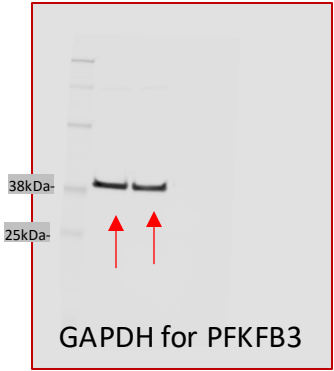

File name: #PAEC\_WB1\_ICL

Antibody Test  
for EPAS1

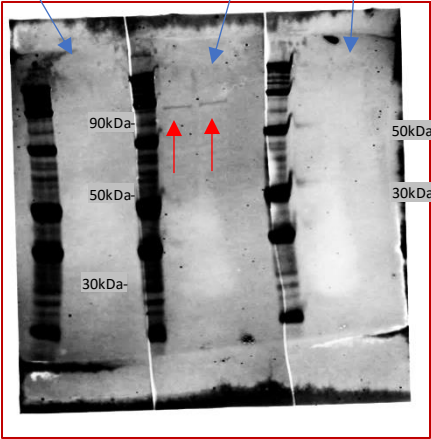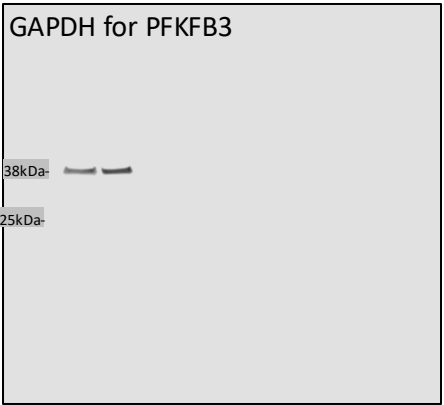

File name: #PAEC\_WB3\_ICL

Antibody Test  
for epas1

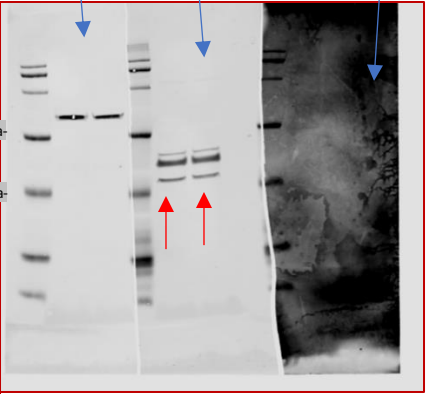

GAPDH for  
HK2

Antibody Test  
for EPAS1

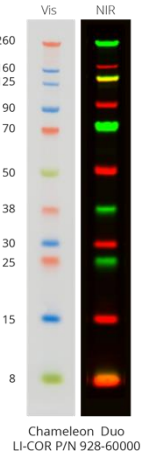

PAEC treated with EPAS1 shRNA or control and exposed to Low oscillatory shear stress for 72h . Immunoblots were imaged using Odyssey DLx (Li-Cor).

Loading sequence for WB1 and 3

- Well1 =Ladder
- Well2 = Control shRNA
- Well 3= EPAS1 shRNA
- Well 4 = ladder
- Well 5= Control shRNA
- Well 6 = EPAS1 shRNA
- Well 7= Ladder
- Well 8= Control shRNA
- Well 9 = EPAS1 shRNA
- Well 10= empty

Full unedited gel for Figure\_ S14

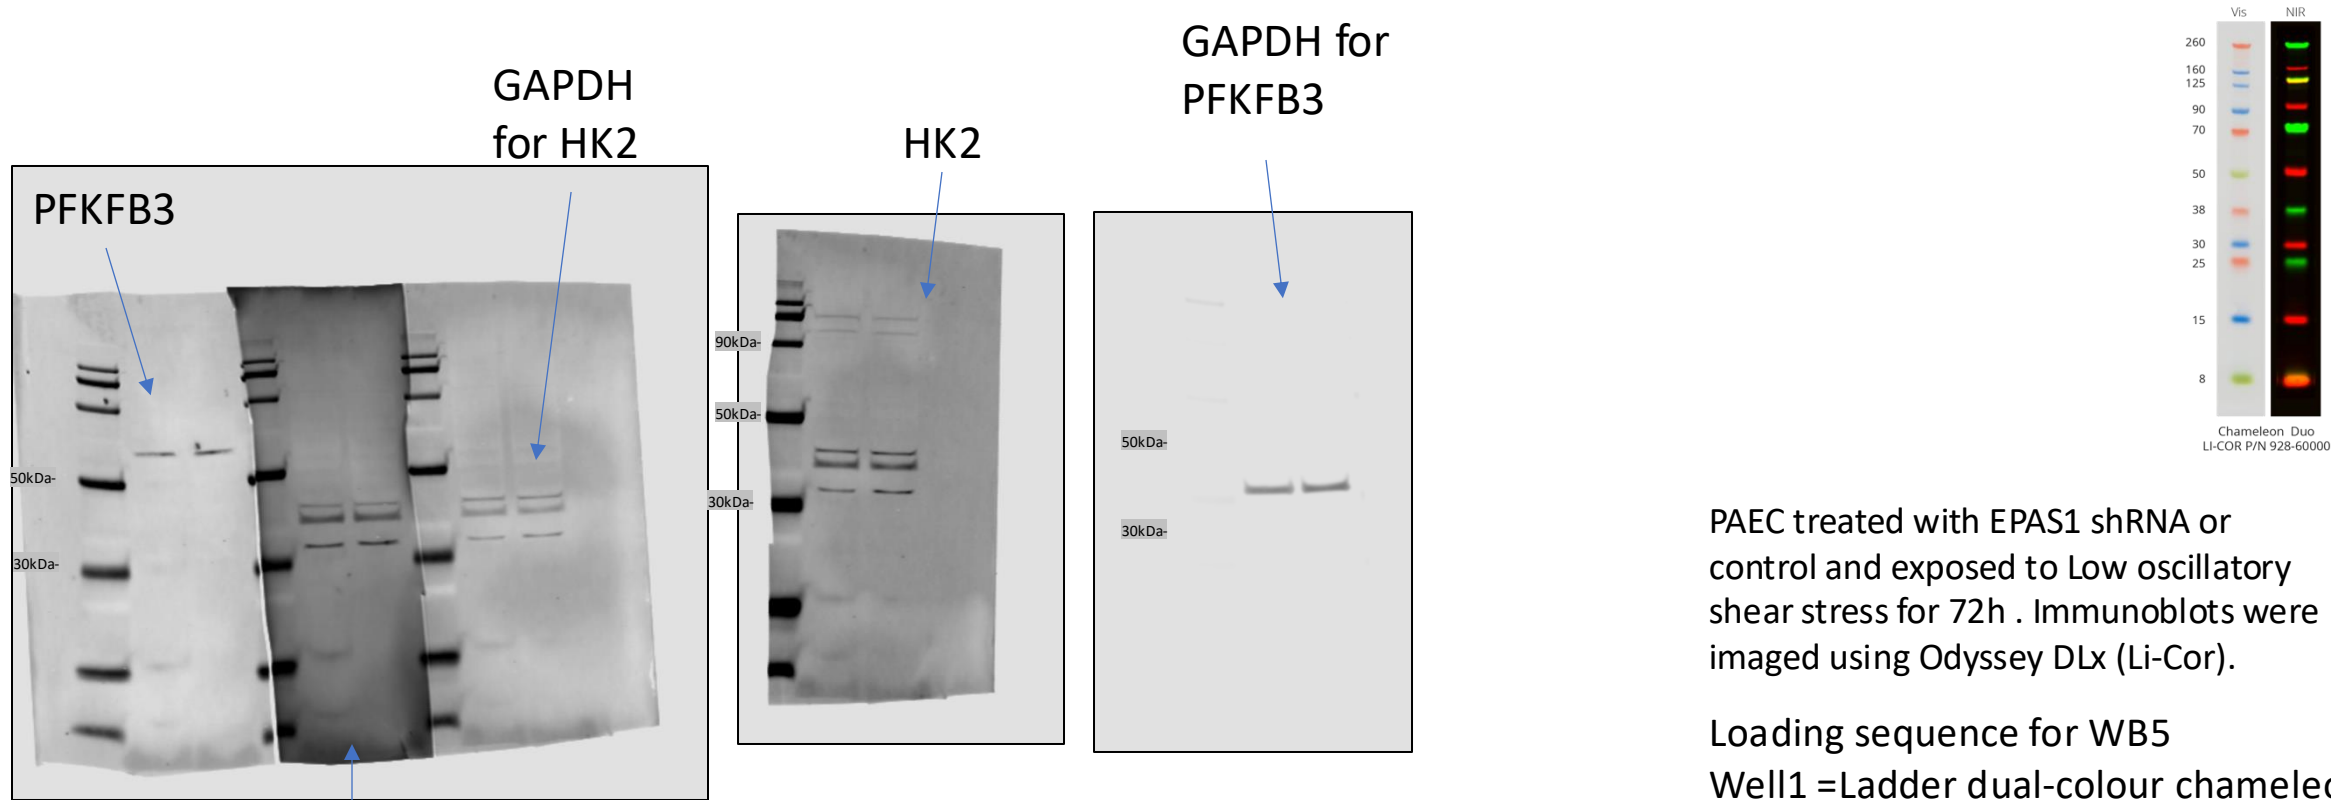

PAEC treated with EPAS1 shRNA or control and exposed to Low oscillatory shear stress for 72h . Immunoblots were imaged using Odyssey DLx (Li-Cor).

Loading sequence for WB5  
Well1 =Ladder dual-colour chameleon  
Well2 = Control shRNA  
Well 3= EPAS1 shRNA  
Well 4 = ladder  
Well 5= Control shRNA  
Well 6 = EPAS1 shRNA  
Well 7= Ladder  
Well 8= Control shRNA  
Well 9 = EPAS1 shRNA  
Well 10= empty

File name: #PAEC\_WB5\_ICL

How the deposited data were processed for this re-analysis (not part of the article)

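The deposited data are SORT-seq libraries of CD31+ CD45- TO-PRO-3- cells from the aortas of 4 mice, 1 plate of 384 wells per mouse, labelled *Epas1* EC-KO mouse 1 and 2 and *Epas1* EC-WT mouse 1 and 2. For each plate the authors deposited 3 tables of genes by wells. One holds UMI counts and 1 holds read counts with PCR duplicates included. The last holds expected counts of transcripts, which the authors made before deposit by correcting each UMI count for the saturation of 4096 possible identifiers. Applied to the deposited UMI counts, that correction gave every deposited transcript count to within 1e-09, and no read count was below its UMI count. None of the tables was normalized or restricted to cells. The deposited transcript counts totalled 1.02, 1.01, 1.01 and 1.01 times the UMI counts. The paper's text does not name the aligner, the genome build or the annotation. Genes are listed by symbol and chromosome. Of 16443 listed names, 15399 (93.7%) had a symbol in the GENCODE M21 annotation of GRCm38, which was used only for the position of named genes, and 15388 (99.9%) of those symbols lay on the chromosome the authors list.

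ERCC spike-ins took up 17.9%, 21.2%, 21.0% and 25.8% of UMIs in the 4 mice, in the order above, and were left out. The tables listed 14957, 13437, 12833 and 13026 genes, and there were 10.5, 18.6, 19.1 and 22.1 reads per UMI. Cells were clustered with Seurat 5.3.0 in R 4.3.3, with resolutions from 0.1 to 2 tried in steps of 0.1. Scores of the marker lists used to match clusters were means of log-normalized expression. UMIs summed per mouse were compared with edgeR 4.0.16 (TMM normalization, its filter on low counts, quasi-likelihood test) and called at an adjusted *P* of 0.05; DESeq2 1.42.0 was the alternative. A mouse entered the comparison within a cluster with at least 5 cells, and the fit with 1 mouse left out assumes that the lone mouse of a group varies like the other group. Gene sets were tested with camera and fry in limma 3.58.1. Scores, exact tests and tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Shares of cells carry exact (Clopper-Pearson) binomial intervals at 95%, and the limit that a count of 0 allows is 3 UMIs of the total. Both cover counting error only. Groups of 2 mice were compared by exact permutation tests, which cannot go below *P* = 0.333, and clusters within mice by exact sign-flip permutation tests, which cannot go below *P* = 0.125 with 4 mice or 0.25 with 3.

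The genes named in the text are 23 selected from those the paper names or stains for (others it names, such as *Hoxb9*, the gene of MAC3 and reference genes, were not listed), the 5 with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap in the comparison of all cells outside the smooth muscle-like cluster, the 10 leading genes of each cluster, and 5 sex-linked genes. Genes called within clusters, the genes of the marker lists beyond these, *Rn45s* and *Mir5109* were named after their values were seen. Marker lists and the 12 gene sets were written by hand and are not the gene ontology lists that the paper used. In the files were all genes of the endothelial (14), smooth muscle (11), fibroblast (8) and lipid-handling (10) lists, 4 of 10 immune genes, 4 of 7 lymphatic genes, 1 of 5 erythroid and 1 of 5 valvular genes. In any cluster the lymphatic list summed to at most 125 CPM, the erythroid list to at most 5.20 CPM and the valvular list to at most 0.887 CPM.

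The filter on wells, the clustering, the matching rules, the lists, the tests and the alternatives were set before the data were examined, apart from clustering and testing without *Rn45s*, testing without the cluster led by *Dcn*, the tests of technical explanations (carry-over, smooth muscle RNA, common depth and enrichment in rows L to P) and the comparison with the groups exchanged, which were chosen afterwards. The alternatives were other minimum UMI counts (500 and 2000), no limit on the mitochondrial share, the transcript counts, the read counts, 20 principal components, Seurat's default resolution, Ward clustering, cells thinned to 1000 UMIs, clustering without the lipid-handling genes and *Acta2*, leaving out cells over 3 times the median UMIs of their mouse (no doublet caller was run), DESeq2, other filters on low counts, the replicate number as a block, all kept cells, scores within the top 10% of genes or as mean log-normalized expression, camera with an estimated correlation, fry, each mouse left out in turn, and the pair of mice on the same flow cell alone.

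The tests were tested on simulated data, with counts drawn at the fitted dispersions and 200 genes changed by 2 on the log2 scale, chosen among genes with higher counts, so that recovery of genes with low counts was not tested. Of these, 193 were recovered over all cells outside the smooth muscle-like cluster, with 7 other genes called, 199 in cluster 0 with 4 others, and 197 in cluster 1 with 9 others. The test of the difference between clusters recovered 98.0% with 14 others called among 3242 genes. Of the gene sets, 1 of 50 genes raised by 0.5 on the log2 scale was called (adjusted *P* of 5.3e-17 from camera in limma) and 0 of 11 unchanged ones. Counts were drawn gene by gene, so correlation within a set, for which camera's preset value stands, was not tested. No genotype test was run in the counterpart of cluster 4. Clusters 2 and 3 of the paper were not matched. The experiments of the paper other than single-cell RNAseq of these 4 mice were not analysed here.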

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

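The tests of technical explanations in this part were chosen only after the results were seen, while the comparisons between groups, the difference between clusters and the leave-one-out fits were planned.

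*Acta2*, a smooth muscle gene, was higher in the libraries labelled *Epas1* EC-KO in cells outside the rebuilt smooth muscle-like cluster, a result the paper does not report. Which of these cells the paper analyses as ECs is not known. Outside the smooth muscle-like cluster the log2 fold change was 1.92 (adjusted *P* = 0.00301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.09 and 5.12 UMIs per cell in mice 1 and 2 labelled *Epas1* EC-KO and 0.832 and 1.16 in mice 1 and 2 labelled *Epas1* EC-WT. UMIs were found in 65.8%, 94.7%, 23.9% and 50.0% of cells, and 3 cells of each mouse held 45.4%, 15.4%, 61.7% and 27.2% of them. The log2 fold change stayed between 1.30 and 2.47 over the alternatives and between 1.68 and 2.13 with each mouse left out. It did not pass the threshold with the replicate number as a block (adjusted *P* = 0.0560), on read counts (0.842) or with cells thinned to 1000 UMIs (0.0724), and its adjusted *P* lay between 1.3e-13 and 0.0430 under the other alternatives that gave one.

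Some explanations can be set aside as the only cause of the *Acta2* difference. Carry-over between wells would show in plate rows L to P, where no cell was kept. There *Acta2* had 0.233 and 0.492 UMIs per well in the mice labelled *Epas1* EC-KO and 0.025 and 0.133 in those labelled *Epas1* EC-WT, an excess of 0.283 per well against 3.11 per cell, or 9.12%. RNA of whole smooth muscle cells would bring the other abundant smooth muscle transcripts in the proportions they have in the smooth muscle-like cluster. The 7 other tested genes of the list rose by a median of 22.7% of what the *Acta2* rise needs (−55.8% to 70.7%). *Tagln* rose by 126 of 178 CPM, *Myh11* by 44.5 of 89.1, *Myl9* by 19.1 of 65.6 and *Tpm2* by 4.41 of 44.8. Mouse 1 labelled *Epas1* EC-KO alone had more *Tagln* than needed, at 147%, and mouse 2 had 20.7%. What stays open is free RNA of another composition in the sorted suspension, and a change in the cells with genotype, which was not tested. The 3.92 times higher share of *Acta2* among UMIs of rows L to P could speak for free RNA. In each mouse *Acta2* was higher there than in cells, at 2993, 6982, 592 and 1572 CPM against 423, 574, 134 and 132. In rows L to P of mice 1 and 2 labelled *Epas1* EC-KO, *Acta2* had 28 and 59 UMIs, *Tagln* 8 and 3, and *Myh11* 4 and 9. In the smooth muscle-like cluster they were at 23004, 10836 and 5423 CPM. An exchange of the group labels would turn the direction of the difference and leave its size.

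The marker lists moved apart in the same comparison. Of the 8 tested smooth muscle genes 7 were higher in the libraries labelled *Epas1* EC-KO (median log2 fold change 0.96), and 4 did not overlap between groups. Of 6 fibroblast genes 5 were higher (median 1.55), 4 without overlap. For *Dcn*, on the fibroblast list, 3 cells held 64.1% of the 971 UMIs that all kept cells of mouse 1 labelled *Epas1* EC-KO gave. How far single cells carry the rise of the list was not tested. The 14 endothelial genes had a median of 0.06 (6 without overlap), the 2 lymphatic genes a median of 0.01 (0 without overlap) and the 3 lipid-handling genes a median of −0.34 (2 without overlap). The lipid-handling list is concentrated in the counterpart of cluster 4, whose mean share was 3.44% in *Epas1* EC-KO and 8.37% in *Epas1* EC-WT as labelled. Chance leaves 33.3% of genes without overlap between 2 mice and 2.

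*Igfbp5* in the counterpart of cluster 0 is outside the genes the paper discusses and was higher in the libraries labelled *Epas1* EC-WT. The fitted log2 fold change of −7.47 (adjusted *P* = 0.000586 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) depends on the prior count, since the mice labelled *Epas1* EC-KO had 1 UMI together against 102. The gene was called in each leave-one-out fit. Only 4 cells of each mouse labelled *Epas1* EC-WT had a UMI, with 46 of 49 and 29 of 53 UMIs in 1 cell. A small number of cells of another kind within the cluster in these libraries and a genotype effect both stay open; neither was tested.

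The effect of the labelled genotype differed between the counterparts of clusters 0 and 1 for 12 of 3242 tested genes (157 at an unadjusted *P* under 0.05), by a test of the difference itself. It was larger in cluster 0 for *Aqp1* (log2 difference 2.18) and *Ldha* (1.94), and lower for 10 genes, among them *Igfbp5*, *Kcnq1ot1*, *Mir5109*, *A130077B15Rik*, *A630089N07Rik*, *Gm10785*, *Gm17821*, *Grk4* and *Vmn2r55*. Of the 12, 7 were called in cluster 1 itself, and 4 are among its leading genes. Without mouse 1 or 2 labelled *Epas1* EC-KO the count was 10 and 15, with 10 of the 12 genes kept in each, and without mouse 1 or 2 labelled *Epas1* EC-WT it was 8 and 18, with 6 and 11 kept. *Aqp1* and *Ldha* were not called without mouse 2 labelled *Epas1* EC-KO or without mouse 1 labelled *Epas1* EC-WT.

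Low capture of RNA per well is a candidate explanation for the genes of cluster 1. Its 10 leading genes were enriched in wells of rows L to P more than each of 10000 random lists of the same level, as low-input wells would give. The percentile was 100, with a median log2 enrichment of 1.51 against −0.21 over kept cells outside cluster 1. The genes had been chosen by their ratio over the same kept cells, which can favour them over random lists. For the other clusters this reference includes their own cells. The leading genes of the smaller unmatched cluster, whose depth is not low (median 6428 UMIs), were also at percentile 98.0 (0.23 against −0.26), so the enrichment is not confined to cells of low depth. Carry-over of these transcripts into cells is too small, since wells of rows L to P held 4.74% of the UMIs per cell on average. Per cell of this cluster, mice 1 and 2 labelled *Epas1* EC-KO had 194 and 88.7 UMIs of these genes and mice 1 and 2 labelled *Epas1* EC-WT had 27.7 and 50.3, against 8.13, 1.55, 1.62 and 3.61 per well in rows L to P. Whether capture, the plates or the genotype makes the level differ between groups was not tested, as each mouse is 1 plate.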

How the results depend on the processing

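The test of clusters without *Rn45s* and those of expression without *Rn45s* or without the cluster led by *Dcn* were chosen only after the data were seen; the others were planned. All values are *Epas1* EC-KO over or minus *Epas1* EC-WT as labelled.

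The number of kept cells and their share in the libraries labelled *Epas1* EC-KO kept their direction under each filter tried. The differences in share lay between 0.194 and 27.5 percentage points for cluster 0 (4.11 to 28.4 with each mouse left out), between −5.62 and −3.15 for cluster 4 (−6.28 to −3.58) and between 0.535 and 3.20 for cluster 5 (1.81 to 3.71). With 20 principal components the cluster matched to cluster 0 holds only 1.79% of its cells. The cluster matched to cluster 5 holds 86.7% of its cells, but among 88 mostly endothelial cells. The values of these matched clusters therefore do not test the shares. For cluster 1, −11.4 points became 0.268 under Ward clustering, where the matched cluster held 6 cells and 0% of the cells matched otherwise, and 5.44 points with cells thinned to 1000 UMIs, where it held 12.7% of them; with each mouse left out it stayed between −19.5 and −3.37, the last without mouse 1 labelled *Epas1* EC-WT. Over the other alternatives it lay between −22.4, for the pair on the same flow cell, and −5.89. Seurat's default resolution was the one in use, so it tests nothing. No *P* of these shares can pass 0.05.

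Genes called over all cells outside the smooth muscle-like cluster numbered 1, and 21 without a filter on low counts, 0 on read counts (edgeR, 678 at an unadjusted *P* under 0.05; DESeq2 on UMIs 1), 2 with a minimum of 2000 UMIs, 9 with thinned cells (*Acta2* not among them) and 11 over all kept cells, which add the smooth muscle-like ones. With each mouse left out the count lay between 18 and 79 (20 and 18 without mice 1 and 2 labelled *Epas1* EC-KO, 79 and 19 without mice 1 and 2 labelled *Epas1* EC-WT), *Acta2* among them each time. The count stayed 1 in the other 7 alternatives; with the replicate number as a block it was a gene other than *Acta2*. The deposit numbers the mice but nothing pairs them, and the differences between replicates 1 and 2 in the groups correlated at −0.04 across 8161 genes, which are not independent. In cluster 0, 1 gene became 0 with 10 UMIs required in every mouse, because *Igfbp5* was no longer tested, 0 of 452 tested genes with thinned cells (31 at an unadjusted *P* under 0.05 in edgeR), 2 with the block, and 8 to 44 with each mouse left out (8 and 8 without mice 1 and 2 labelled *Epas1* EC-KO, 44 and 15 without those labelled *Epas1* EC-WT); DESeq2 called 1. In cluster 1, 8 genes became 5 with DESeq2 (4 of the 8 kept), 20 with 10 UMIs required (8 kept), 0 with the block (edgeR, 78 at an unadjusted *P* under 0.05), 17 with thinned cells (8 kept), and 6 to 42 with each mouse left out (14 and 42 without mice 1 and 2 labelled *Epas1* EC-KO, with 7 and 8 of the 8 kept, and 6 and 27 without those labelled *Epas1* EC-WT, with 3 and 7 kept). For these counts the cause was not tested, except where the number of tested genes or cells is named. The alternatives planned for cluster 4 were not run, as it had no test.

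For the 15 tested genes that the paper names apart from *Epas1*, 229 of 253 values kept their direction and their side of the threshold. *Epas1* reversed from 0.19 to −0.036 without mouse 2 labelled *Epas1* EC-WT (−0.036 to 0.46 over the mice) and −0.025 for the pair on the same flow cell. That pair also reversed *Hif1a* (−0.17), *Cd36* (0.21), *Egln1* (−0.25) and *Bmp4* (0.11). A minimum of 2000 UMIs reversed *Cd36* (0.072), read counts *Klk10* (0.18) and *Bmp4* (0.32), the block *Klk10* (0.075), and leaving out the cluster led by *Dcn* *Klk10* (0.12). With each mouse left out, without mouse 2 labelled *Epas1* EC-WT in each case, *Cd36* lay between −0.78 and 0.39, *Egln1* between −0.17 and 0.42 and *Twist1* between −0.024 and 0.60; *Pecam1* lay between −0.14 (without mouse 2 labelled *Epas1* EC-KO; −0.082 without mouse 2 labelled *Epas1* EC-WT) and 0.33, *Bmp4* between −0.37 and 0.28 (0.063 without mouse 2 labelled *Epas1* EC-KO, 0.28 without mouse 2 labelled *Epas1* EC-WT), *Klk10* between −0.51 and 0.71 (0.14 without mouse 1 labelled *Epas1* EC-KO, 0.71 without mouse 1 labelled *Epas1* EC-WT) and *Notch4* between −0.47 and 0.22 (without mouse 1 labelled *Epas1* EC-WT). None of these genes passed the threshold in either direction, and the cause was not tested. *Klf2* passed it without mouse 1 labelled *Epas1* EC-KO (1.07) and without mouse 1 labelled *Epas1* EC-WT (1.13).

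For the 9 score differences, 51 of 63 values kept their direction. As mean log-normalized expression, DNA replication reversed to −0.0392 (cluster 1 minus 0), −0.0284 (4 minus 0) and 0.0108 (4 minus 1). Within the top 10% of genes its difference 4 minus 0 was −0.000937, and that of the glycolytic score 0.0066. With thinned cells, which take the depth out, proliferation reversed to 0.000248 (1 minus 0) and −0.00657 (4 minus 1), DNA replication to −0.000128 (4 minus 0) and glycolysis to 0.00997 (4 minus 0). With each mouse left out, DNA replication 4 minus 0 lay between −0.00145 (without mouse 1 labelled *Epas1* EC-WT) and 0.00134, and glycolysis 4 minus 0 between −0.00579 and 0.00632 (without mouse 1 labelled *Epas1* EC-KO; 0.000374 without mouse 2 labelled *Epas1* EC-WT). The cause was not tested.

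For 20 results of gene sets (the 12 sets over all cells, and ribosomal proteins, oxidative phosphorylation, actin and the Golgi apparatus in clusters 0 and 1), 128 of 156 values kept their direction and side; the other sets within clusters were not followed one by one. Over all cells outside the smooth muscle-like cluster, the count of 1 called set was 0 with camera's estimated correlation, 0 with fry, 2 with thinned cells (ribosomal proteins and oxidative phosphorylation), and 0 to 2 with each mouse left out (2 and 0 without mice 1 and 2 labelled *Epas1* EC-KO, 0 and 1 without those labelled *Epas1* EC-WT). In cluster 0 the count was 0 to 1 (1 without mouse 1 labelled *Epas1* EC-KO), and in cluster 1 its 1 set became 0 with the estimated correlation, fry and thinned cells and 0 to 1 with each mouse left out (0 without each mouse but mouse 1 labelled *Epas1* EC-KO; without that mouse the 1 set called was that of targets of hypoxia-inducible factors, and oxidative phosphorylation was not). Uncalled sets reversed as follows. Thinned cells gave 0.20 for endothelial proliferation and 0.25 for positive regulation of glycolysis over all cells, 0.059 for ribosomal proteins in cluster 0 and −0.047 for the Golgi apparatus in cluster 1. With each mouse left out, over all cells, positive regulation of glycolysis lay between −0.15 and 0.15 (0.15 without mouse 2 labelled *Epas1* EC-WT, 0.0058 without mouse 2 labelled *Epas1* EC-KO), glycolytic enzymes between −0.025 and 0.12 (without mouse 2 labelled *Epas1* EC-WT the former) and the dissociation response between −0.083 and 0.47 (without mice 2 and 1 labelled *Epas1* EC-KO, the last called). In cluster 0, ribosomal proteins lay between −0.060 and 0.047, oxidative phosphorylation between −0.043 and 0.0073 and actin between −0.035 and 0.041, each positive without mouse 1 labelled *Epas1* EC-KO, ribosomal proteins also without mouse 1 labelled *Epas1* EC-WT and actin without mouse 2 labelled *Epas1* EC-WT. In cluster 1, ribosomal proteins lay between −0.19 and 0.028 (without mouse 1 labelled *Epas1* EC-WT) and the Golgi apparatus between −0.045 (without mouse 2 labelled *Epas1* EC-WT) and 0.27. The cause was not tested.

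Depth limits the results on *Lipg*, *Hk2* and *Mki67*, with at most 8 UMIs in any mouse, and on cluster 4, with 3 cells in mouse 2 labelled *Epas1* EC-KO.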

Differences from the paper's values

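The comparison with both groups exchanged was chosen only after the values were seen; the other tests were planned. The paper's clusters are not in the deposit, so each value here is from a rebuilt counterpart cluster, and groups are as labelled in the deposit. The paper's tests took cells as replicates, and here the mice are the replicates.

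For cluster 0 the paper's value is 34% of *Epas1* EC-WT cells, and the value here is 17.7%. Of the alternatives set before the data were examined, Ward clustering (43.0%) and cells thinned to 1000 UMIs (26.9%) give a value that does not differ from the paper's by more than the SD between mice and a factor of 1.5, and the others do not. Those 2 settings move the share of *Epas1* EC-KO cells to 61.6% and 45.5%, away from the paper's 19%, from which the 31.0% here does not differ by that measure, so neither brings both groups to the paper's values. For cluster 1 the paper's value is 23% of *Epas1* EC-WT cells, and the value here is 37.6%. A minimum of 500 UMIs (23.7%), a minimum of 2000 UMIs (29.4%), 20 principal components (21.5%), no limit on the mitochondrial share (35.8%) and leaving out mouse 1 labelled *Epas1* EC-WT (27.8%) give a value that does not differ by that measure, and the others do not. The clusters matched at 500 UMIs and with 20 principal components hold 20.9% and 53.7% of the cells of cluster 1 as used here, and the 35.8% does not differ only because the SD between mice is 14.8 there. For *Epas1* EC-KO cells the paper's value is 34% and the value here is 25.1%, which does not differ by that measure, whereas the first 3 of these settings give 10.6%, 20.9% and 14.5%, which do. For cluster 4 the paper's values are 3% of *Epas1* EC-WT cells and 8% of *Epas1* EC-KO cells, and the values here are 8.06% and 3.53%; under each of the alternatives set before the data were examined both differ. For cluster 5 the paper shows about 5.5% of *Epas1* EC-WT cells and about 2% of *Epas1* EC-KO cells in Fig. S10E, read by eye, and the values here are 1.61% and 4.71%. For *Epas1* EC-WT, 20 principal components (16.7%) does not differ because its spread between mice is large, and the cluster matched there is 88 cells with an endothelial score of 1.38 and a smooth muscle score of 0.707, which is no smooth muscle cluster; for *Epas1* EC-KO, Ward clustering (1.96%) and leaving out cells over 3 times the median UMIs (3.28%) do not differ; the others do. The other group still differs under each of these, with 22.4% of *Epas1* EC-KO cells under the first and 0.538% and 2.41% of *Epas1* EC-WT cells under the last ones. The cluster matched to cluster 5 under Ward clustering is 6 cells. It holds 40.0% of the cells of cluster 5 as used here, so its share does not measure that cluster.

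The paper has cluster 0 enriched in *Epas1* EC-WT cells and clusters 1 and 4 in *Epas1* EC-KO cells. As labelled in the deposit, the differences of *Epas1* EC-KO minus *Epas1* EC-WT in mean share are 16.2, −11.4 and −4.93 percentage points, the opposite direction for each, and for cluster 5 it is 2.76, again opposite to Fig. S10E. For cluster 1 the difference is positive under Ward clustering (0.268 points) and with thinned cells (5.44 points), but the clusters matched there hold 0% and 12.7% of the cells of cluster 1 as used here, and the Ward one is 6 cells with a smooth muscle score of 3.01, so neither measures that cluster. None of the alternatives gives the paper's direction for clusters 0, 4 and 5. The paper has more *Epas1* EC-WT than *Epas1* EC-KO cells after quality control, 262 and 192 of 454. Here *Epas1* EC-KO has the larger number under each filter, 255 against 186 of 441, and without a limit on the mitochondrial share 261 against 190 of 451. With both groups exchanged, a comparison chosen after seeing the values, the shares of all cells and of clusters 0, 1 and 4 lie within 1.37 points of the paper's values on average, and within 3.63 points at most. In Fig. S11B the paper links translation and oxidative phosphorylation to *Epas1* EC-KO against *Epas1* EC-WT cells in cluster 1. As labelled, oxidative phosphorylation genes are lower in *Epas1* EC-KO, with a mean log2 fold change of −0.25, and ribosomal protein genes are not called, at −0.10. The call of oxidative phosphorylation was not made by fry, with an estimated correlation, with thinned cells or with any mouse left out. The paper's text gives no direction for these terms. The figure's terms come from gene ontology lists and here from hand-written ones.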

Other observations

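The tests of exchanged labels and of a common depth in this part were chosen only after the results were seen; the scores of thinned cells were planned, and the values the tests start from come from planned comparisons.

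The cell numbers and the cluster shares of the groups as labelled run opposite to the paper's. Rebuilding the clusters cannot be the whole cause, since the share of all kept cells, which uses no clusters, is 57.8% in the libraries labelled *Epas1* EC-KO. An exchange of the group labels, either in the deposit or in the paper, may be the cause. Of the 6 ways to give 2 of the 4 libraries to each of the paper's groups, the full exchange lies closest to the 8 shares the paper states, with a mean distance of 1.37 percentage points, the other exchanges lie at 5.66 to 7.58 points, and the labels as deposited lie farthest, at 11.6 points. The test was made on values already seen, and it does not tell which of the labels are right. All values are given under the labels of the deposit.

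*Epas1* itself does not settle the labels. Its log2 fold change was 0.19, and the CPM of the libraries overlap, with 2898 and 3018 in mice 1 and 2 labelled *Epas1* EC-KO and 3072 and 2159 in mice 1 and 2 labelled *Epas1* EC-WT. An exchange of the groups would only turn the sign of this value, whose standard error is 0.22, so it does not account for the lack of a clear drop in either group. Whether the counted 3′ end outlasts the deletion or recombination was incomplete was not tested, since the files hold counts per gene and no exons.

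The lower proliferation and glycolytic scores of the counterpart of cluster 1 may come from its lower depth. At 1000 UMIs per cell the difference from cluster 0 went from −24.0% to 0.330% for proliferation and from −22.8% to −7.03% for glycolysis. In each, 3 of 4 mice were still lower, and the mean for proliferation rests on mouse 2 labelled *Epas1* EC-WT (0.0611 in cluster 0 and 0.0731 in cluster 1). The clusters themselves were those built at full depth. The smaller share of cluster 1 in the libraries labelled *Epas1* EC-KO may be due to depth as well. It was −11.4 percentage points as sequenced and 1.08 points with the mice set to the same shares of cells in 4 bins of UMIs per cell. Cluster 1 holds mostly cells of low depth, so this standardization fixes part of the outcome. The median kept cell of mouse 1 labelled *Epas1* EC-WT had the fewest UMIs, 3779. A biological difference in RNA content with genotype was not tested.

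Other genes that the paper names were counted as follows. Outside the smooth muscle-like cluster, *Cd36* had 86, 54, 39 and 77 UMIs in mice 1 and 2 labelled *Epas1* EC-KO and mice 1 and 2 labelled *Epas1* EC-WT (log2 fold change −0.30, adjusted *P* = 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the counterpart of cluster 4 it had 78, 53, 38 and 60 UMIs, from 5, 2, 7 and 6 cells, and *Fabp4* had 303, 137, 189 and 201. Within this cluster *Cd36* was at 2124 and 1794 CPM in the mice labelled *Epas1* EC-KO and at 1071 and 1420 CPM in those labelled *Epas1* EC-WT. That direction is opposite to the one over all cells. It was not tested, and 1 cell held 47 of the 53 UMIs of mouse 2 labelled *Epas1* EC-KO. *Lipg* had 0, 0, 2 and 0 UMIs, where a count of 0 allows up to 2.71, 3.60 and 4.95 CPM. *Mki67* had 7, 8, 4 and 6 UMIs, and *Hk2* had 0, 0, 1 and 0. *Jag1* was lower in the libraries labelled *Epas1* EC-KO, by a log2 fold change of −0.53 (adjusted *P* = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted over the list alone). *Klf2* had 0.64 and *Pfkfb3* 0.54, and neither passed the threshold.

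*Rn45s*, a ribosomal RNA locus, took up 6.67% of the UMIs of kept cells in mouse 1 labelled *Epas1* EC-KO and 3.37%, 3.70% and 3.55% in the other mice.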
